# Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring

**DOI:** 10.1038/s44319-024-00322-3

**Published:** 2024-11-18

**Authors:** Sang-Eun Kim, Ryota Noda, Yu-Chen Liu, Yukari Nakajima, Shoichiro Kameoka, Daisuke Motooka, Seiya Mizuno, Satoru Takahashi, Kento Takaya, Takehiko Murase, Kazuya Ikematsu, Katsiaryna Tratsiakova, Takahiro Motoyama, Masahiro Nakashima, Kazuo Kishi, Paul Martin, Shigeto Seno, Daisuke Okuzaki, Ryoichi Mori

**Keywords:** Inflammation, Itgbl1, Multiomics, Scarring, Skin Wound Healing, Cell Adhesion, Polarity & Cytoskeleton, Methods & Resources, Skin

## Abstract

Exacerbation of scarring can originate from a minority fibroblast population that has undergone inflammatory-mediated genetic changes within the wound microenvironment. The fundamental relationship between molecular and spatial organization of the repair process at the single-cell level remains unclear. We have developed a novel, high-resolution spatial multiomics method that integrates spatial transcriptomics with scRNA-Seq; we identified new characteristic features of cell–cell communication and signaling during the repair process. Data from *PU.1*^-/-^ mice, which lack an inflammatory response, combined with scRNA-Seq and Visium transcriptomics, led to the identification of nine genes potentially involved in inflammation-related scarring, including integrin beta-like 1 (*Itgbl1*). Transgenic mouse experiments confirmed that *Itgbl1-*expressing fibroblasts are required for granulation tissue formation and drive fibrogenesis during skin repair. Additionally, we detected a minority population of *Acta2*^*high*^-expressing myofibroblasts with apparent involvement in scarring, in conjunction with *Itgbl1* expression. IL1β signaling inhibited *Itgbl1* expression in TGFβ1-treated primary fibroblasts from humans and mice. Our novel methodology reveal molecular mechanisms underlying fibroblast–inflammatory cell interactions that initiate wound scarring.

## Synopsis

A high-resolution spatial multiomics approach reveals how a specific subpopulation of myofibroblasts drives scar formation through inflammatory responses, identifying the Itgbl1 gene as a key player.

- A high-resolution spatial multiomics approach combining spatial transcriptomics with scRNA-seq is used to explore the dynamics of skin wound healing.
- *Itgbl1* is identified as a key factor in *Acta2*^*high*^-expressing myofibroblasts, where it promotes collagen fibril formation and scarring.
- IL1β inhibits *Itgbl1* expression and myofibroblast differentiation, highlighting potential therapeutic targets for scar prevention.

## Abstract (web summary)

A high-resolution spatial multiomics approach reveals how a specific subpopulation of myofibroblasts drives scar formation through inflammatory responses, identifying the Itgbl1 gene as a key player.

## Introduction

The skin wound-healing process comprises three phases: an inflammatory phase, which is primarily characterized by inflammatory cell infiltration; a proliferation phase, which is characterized by re-epithelialization and formation of granulation tissue; and finally, a maturation phase, during which excess extracellular matrix (ECM) is degraded, and a scar is formed. These processes are controlled by cell–cell interactions and cytokine networks (Peña and Martin, 2024). While scars typically remain after wound healing, skin wounds in mouse embryos (before embryonic day 15) and late-gestation human fetuses (before the end of the second trimester) can fully regenerate without any overt sign of scarring (Hopkinson-Woolley et al, 1994; Lorenz et al, 1992). Inflammatory cells do not accumulate at the wound site in these situations, suggesting that inflammatory cells play a critical role in scar formation, but currently, the molecular mechanisms that underlie inflammation-driven scarring remain unclear.

To address this phenomenon, we previously conducted comprehensive analyses of inflammation-related mRNAs and microRNAs (miRNAs) by comparing *PU.1*-deficient (*PU.1*^−/−^) mice, which lack neutrophils, macrophages, mast cells, and T cells, with their wild-type (WT) counterparts (Cooper et al, 2005; de Kerckhove et al, 2018). Neonatal *PU.1*^−/−^ mice exhibit rapid, scarless skin wound healing compared with WT mice (Martin et al, 2003). One gene revealed by this analysis was the integrin-binding protein *Spp1*, expressed by wound-infiltrating fibroblasts, which we identified as a driver of scarring; indeed, local knockdown of *Spp1* in wounds inhibited scar formation (Mori et al, 2008). Notably, only a minority fibroblast population was activated by inflammatory cells in the wound microenvironment to express *Spp1* and initiate scarring. No subsequent studies have analyzed skin wound healing in these mice at the single-cell level to reveal information about cell position and fate at wound sites.

Single-cell RNA sequencing (scRNA-Seq) technology can be used to comprehensively identify and quantify the transcriptome of individual cells and define unique cell types. However, this method lacks spatial information regarding the location of cells within tissues. Spatial transcriptome analysis using the 10× Genomics Visium platform can be used to define the spatial topography of gene expression in tissue microenvironments. Using this technique, the gene expression patterns and morphological architecture of organs (Asp et al, 2019; Maynard et al, 2021), diseases (Maniatis et al, 2019), and skin wound sites (Foster et al, 2021) have been identified in humans and mice. However, Visium spatial transcriptomics cannot be used to verify gene expression at the single-cell level, so an integrated method combining Visium and single-cell analyses is necessary. Foster and colleagues utilized scRNA-Seq data as an intermediary to integrate Visium and scATAC-Seq data; their approach primarily focused on fibroblasts while excluding the contributions of non-fibroblasts (Foster et al, 2021). Consequently, a novel integration platform is needed to deconvolve mixed cell-type populations within Visium spatial spots using scRNA-Seq datasets, thereby furthering integrated multiomics research.

Here, our scRNA-Seq analysis reveals that a minority population of wound fibroblasts expressing high levels of *Acta2* (*Acta*^*high*^, a marker for myofibroblasts (McAndrews et al, 2022)) plays a crucial role in determining the fate of skin wound healing. Additionally, we establish super-resolved spatial transcriptomics by the integration of Visium and scRNA-Seq data, and using this approach, identify several inflammation-related scarring genes, including integrin beta-like 1 (*Itgbl1*) using *PU.1*^−/−^ mice. *Itgbl1* supports collagen assembly at skin wound sites, and *Itgbl1* in myofibroblasts is important for granulation tissue formation. *Itgbl1* expression, myofibroblast differentiation, and fibrogenesis are regulated by the antagonism of TGFβ1 and IL1β signaling. Overall, these data extend our understanding of skin wound healing and provide tools for future research concerning inflammation and fibrosis.

## Results

### Temporal dynamic changes in single-cell populations and genes expressed during healing of murine skin wounds

Time-course scRNA-Seq datasets generated from murine skin wound tissues have the potential to provide insight into the functions and dynamics of molecularly defined cell types. We performed scRNA-Seq on cells from epidermal, dermal, granulation, and fascia tissues from wound sites of C57BL/6J mice on Days 3, 7, and 14 post injury using the 10× Genomics platform (Fig. 1A; Dataset EV1). First, we obtained an overview of the diversity of cell populations in these skin wounds by integrating the data from each tissue type using the Seurat batch-alignment algorithm to correct for the method-associated batch effect (Hao et al, 2021). Data analysis of the 40,024 cells that met our quality control criteria resulted in unbiased clustering and visualization with a uniform manifold approximation and projection (UMAP) plot displaying eight clusters (Becht et al, 2018) (Appendix Fig. S1). We then performed semi-automated cell-type annotation using a BioTuring Browser (BBrowser) database to confirm that all clusters represented known constituents of murine skin wounds, and that each cluster had a unique gene expression pattern encompassing several of the following representative cell-specific markers: neutrophils (*S100a9*), macrophages (*Lyz2*), T cells, (*Cd3g*), fibroblasts (*Dcn*), epithelial cells (*Krt10*), endothelial cells (*Pecam1*), pericytes (*Rgs5*), and mesenchymal cells (*Bmp4*) (Appendix Fig. S1; Dataset EV2).

**Figure 1:**
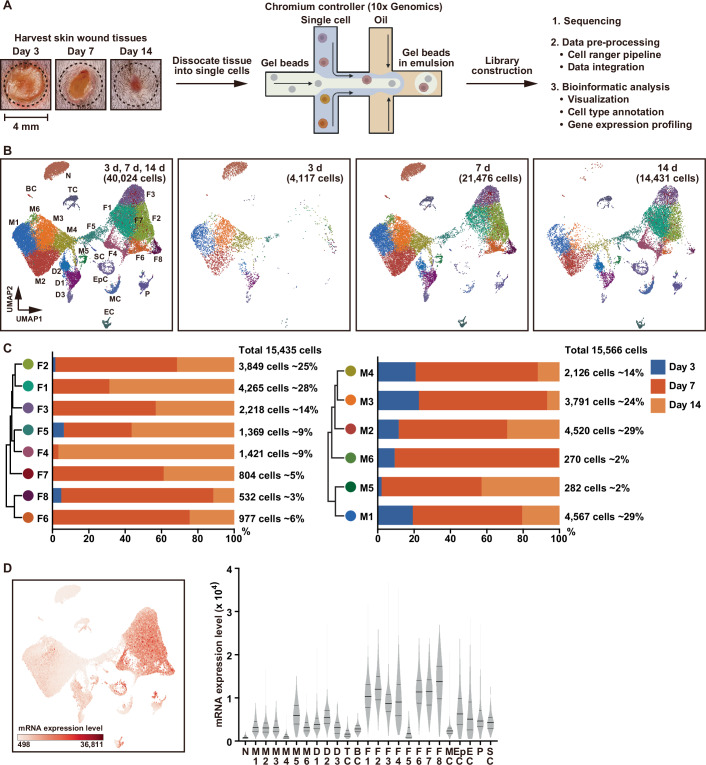
Dynamic temporal changes in single-cell-derived populations and gene expression at skin wound sites in mice. (**A**) Overview of single-cell analysis. (**B**) UMAP plot of integrated data from 40,024 cells collected on Days 3 (3 d; 4117 cells), 7 (7 d; 21,476 cells), and 14 (14 d; 14,431 cells) post skin wounding, showing each cell type. N neutrophils, BC B cells, TC T cells, M macrophages, D dendritic cells, F fibroblasts, SC Schwann cells, EpC epithelial cells, MC mesenchymal cells, P pericytes, EC endothelial cells. (**C**) Bar plots of unsupervised hierarchical clustering showing relatedness of wound fibroblast and macrophage subclusters, and proportions of fibroblast and macrophage subclusters on Days 3 (blue), 7 (red), and 14 (orange). (**D**) UMAP of mRNA expression levels across 40,024 cells at Days 3, 7, and 14 (left panel), and a violin plot showing total mRNA expression levels in the various subclusters (right panel). N: *n* = 2567; M1: *n* = 4567; M2: *n* = 4520; M3: *n* = 3791; M4: *n* = 2126; M5: *n* = 282; M6: *n* = 270; D1: *n* = 1,359; D2: *n* = 734; D3: *n* = 467; TC: *n* = 744; BC: *n* = 122; F1: *n* = 4265; F2: *n* = 3849; F3: *n* = 2218; F4: *n* = 1421; F5: *n* = 1369; F6: *n* = 977; F7: *n* = 804; F8: *n* = 532; MC: *n* = 829; EpC: *n* = 854; EC: *n* = 507; P: *n* = 732; SC: *n* = 118. Source data are available online for this figure.

Next, we performed subclustering of these populations and found further heterogeneity and unique gene expression profiles, revealing the following: six subclusters of macrophages (M1 through M6); three subclusters of dendritic cells (D1 through D3) from the *Lyz2*-positive primary macrophage subcluster; eight subclusters of fibroblasts from the *Dcn*-positive primary fibroblast cluster (F1 through F8); and one subcluster each of B cells and Schwann cells (Fig. 1B; Appendix Fig. S2A; Dataset EV3). We found that the majority of skin wound healing-related cells comprised macrophages (15,566 cells, 39%) and fibroblasts (15,435 cells, 39%) (Fig. 1C). Some of the macrophage and fibroblast subclusters exhibited characteristic temporal patterns that presumably reflect changes in function during the repair process. The numbers of macrophages in M3, M4, and M6 markedly decreased on Day 14, while F4, F6, and F8 distinctively appeared on Days 7 and 14 post injury (Fig. 1B,C). Peak numbers of fibroblasts appeared on Day 7 (F2, F3, F6, F7, and F8) and Day 14 (F1, F4, and F5). Interestingly, excluding F5, the mRNA expression levels and numbers of expressed genes were markedly higher in fibroblast subclusters than in the other cell types (Fig. 1D; Appendix Fig. S2B). These results indicate that fibroblasts infiltrating wound sites are highly activated. Taken together, our scRNA-Seq datasets revealed temporal dynamic changes in single-cell populations throughout the course of wound healing, along with unique gene expression patterns that likely reflect key episodes in this process.

### Gene expression heterogeneity in macrophages involved in skin wound healing

Wound macrophages have diverse roles in inflammation and tissue repair. During wound healing, these macrophages switch between pro-inflammatory M1 and anti-inflammatory M2 phenotypes (Hassanshahi et al, 2022). To identify the characteristic gene markers and macrophage phenotype differentiating each macrophage subcluster, we analyzed gene expression patterns (Fig. EV1; Appendix Table S1). We found that the M1 subcluster exhibited high expression levels of various classically activated macrophage markers, including antigen processing/presentation genes (*Cd74*, MHC class II *H2-EB1* and *H2-AB1*), *Ccr2*, and *Il1b*. Additionally, the M6 subcluster specifically expressed inflammation-associated genes, including *S100A8/A9*, *G0s2*, *Slpi*, *Acdo1*, *Hdc*, and *Il1r2*, suggesting that M1 and M6 subcluster macrophages could be classically polarized macrophages. In contrast, the M2 and M3 subclusters expressed alternatively activated polarized macrophage markers and anti-inflammatory cytokines: *Mrc1*, *F13a1*, *Wfdc17*, *Cbr2*, *Gas6* in M2, and *Arg1*, *Spp1*, *Ctsd*, *Cd36*, *Lgals3*, and *Fth1* in M3. The M5 subcluster macrophages specifically expressed genes associated with cell proliferation (*Stmn1*, *Hmgb2*, *Mki67*, and *Top2*), as well as the cytoskeleton regulatory gene *Tuba1b*. *Hmgb1*, a gene known to play a key role in the initiation of innate and adaptive immune responses, was also markedly expressed in M5 subcluster macrophages, suggesting that wound-infiltrating macrophages proliferate in response to polarization toward the pro-M1 or pro-M2 phenotypes. Their proliferation could contribute to macrophage accumulation at skin wound sites (Pang et al, 2020). Compared with other subclusters, the M4 subcluster macrophages exhibited markedly low gene expression (Fig. 1D; Appendix Fig. S2B). Collectively, our findings indicate that the M5 subcluster comprised proliferation-associated macrophages, suggesting that wound-infiltrating macrophages may proliferate before differentiating into polarized macrophages.

**Figure EV1:**
Identification of top ten marker genes in the macrophage subclusters. Bubble heatmap of macrophage subclusters (M1**–**M6) and their respective marker genes.

### Gene expression heterogeneity in fibroblasts involved in skin wound healing

Dermal fibroblasts are crucial for skin structure, supporting resident cells and forming granulation tissue, which, in turn, can lead to scarring at the wound site (Peña and Martin, 2024). We analyzed gene expression patterns of the fibroblast subclusters and compared them with the patterns displayed by all cell-type clusters (Fig. EV2A; Appendix Table S2). Fibroblast subclusters associated with granulation tissue formation (F2, F3, F6, F7, and F8) exhibited specific gene expression patterns that were consistent with various cell types. The F2 subcluster expressed genes necessary for skin wound healing (*Postn*, *Col5a3*, *Lgals1*, and *Vcan*), the collagen fibrogenesis gene *Plod2*, and the fibrosis-related gene *Loxl2*. The F3 subcluster expressed the pan-fibroblast marker *Pi16*, as well as genes that have been identified in activated fibroblasts (*C3*, *Prss23*, *Cd55*, *Sema3c*, *Anxa3*, *Dpp4*, and *Scara5*). The F6 subcluster expressed several myofibroblast markers (*Acta2* and *Tagln*) and myofibroblast functional genes (*Col12a1*, *Lrrc15*, *Tpm1*, and *Cdh11*), as well as ECM remodeling genes (*Thbs2* and *Mmp14*). Although the F7 subcluster was recognized as fibroblastic, it also expressed many macrophage-related genes (*Cd74*, *Lyz2*, *Fcer1g*, *Apoe*, *C1qc*, *Tyrobp*, and *C1qa*), suggesting that it might comprise myeloid-derived fibroblasts. The F8 subcluster expressed genes related to proliferation (*Mki67* and *Pclaf*), cell cycle (*Stmn1* and *Cks2*), and chromatin/cytoskeleton modulation (*Tubb5*, *Hmgb2*, *Hmgb1*, *H2afz*, *Birc5*, and *Nucks1*). Interestingly, these cells also showed marked expression of two myofibroblast markers (*Acta2* (McAndrews et al, 2022) and *Tagln* (Lawson et al, 1997)), along with the inflammation-related scarring gene *Spp1* (Mori et al, 2008), suggesting a direct correlation between the F8 and F6 subclusters in myofibroblast differentiation on Day 7 at skin wound sites (Fig. EV2B).

**Figure EV2:**
Identification of top 10 marker genes in the fibroblast subclusters. (**A**) Bubble heatmap of fibroblast subclusters (F1–F8) and their respective marker genes. (**B**) UMAP plot (left) of expression levels of *Acta2* (top), *Tagln* (middle), and *Spp1* (bottom) across 40,024 cells from Days 3, 7, and 14 post injury (left panel). Violin plot (right) showing expression levels of these genes in each fibroblast subcluster. F1: *n* = 4265; F2: *n* = 3849; F3: *n* = 2218; F4: *n* = 1421; F5: *n* = 1369; F6: *n* = 977; F7: *n* = 804; F8: *n* = 532.

The number of “remodeling” fibroblasts, which play a key role in ECM deposition and remodeling during scar formation, peaked at Day 14 (F1, F4, and F5 subclusters) and exhibited characteristic gene expression patterns. The F1 subcluster showed high expression of various ECM component/fibrosis genes (*Mgp*, *Eln*, *Cilp*, *Igf1*, *Cygb*, and *Gas6*), the fibroblast-to-myofibroblast transition gene *Smoc2*, and the homeostasis-related gene *Mmp3*. The F4 subcluster showed significantly increased expression of ECM components (*Mfap4*, *Pcolce2*, *Ecm2*, and *Col15a1*), the ECM homeostasis gene *Ctsk*, and the reticular fibroblast marker *Ppp1r14a*, compared with the other subclusters. Gene expression in the F5 subcluster was markedly low compared with that in the other subclusters (Fig. 1D; Appendix Fig. S2B).

### Critical role of minority *Acta2*^*high*^ myofibroblasts in the fate of skin wound healing

Myofibroblasts play key roles in tissue repair by producing ECM, promoting wound contraction, and secreting growth factors. They interact with other cells in wound sites and are crucial for effective repair (McAndrews et al, 2022). We identified three unique minority subpopulations of fibroblasts (F6 and F8 subclusters at Day 7 and F4 subcluster at Day 14) that appeared during skin wound healing (Fig. 1B,C). Interestingly, two markers for myofibroblasts, *Acta2* and *Tagln*, were identified in the F6 and F8 subclusters (Fig. EV2A,B). Furthermore, *Acta2*^*high*^ fibroblasts in the F8 subcluster simultaneously expressed genes related to proliferation (*Mki67* and *Pclaf*), cell cycle (*Stmn1* and *Cks2*), and chromatin/cytoskeleton modulation (*Tubb5*, *Hmgb2*, *Hmgb1*, *H2afz*, *Birc5*, and *Nucks1*) (Fig. EV2A), suggesting that the F8 subcluster may have been a source of F6 subcluster fibroblasts. Although the numbers of cells in the F6 and F8 subclusters were markedly low compared with those in the other fibroblast subpopulations, their expression profiles suggest that they are myofibroblasts and that they play critical roles in tissue repair.

### Characteristic cell–cell interactions of minority fibroblasts using CellChat

Wound-infiltrating cells regulate the inflammatory response and tissue repair through the secretion of bioactive substances and cell–cell communication at skin wound sites. To better understand the global communication patterns among these cells, we sought to accurately identify the signaling links associated with each cell subcluster and to perform effective systems-level analyses of those links. We investigated cell–cell communication using CellChat, a platform that infers, visualizes, and analyzes intercellular communication from scRNA-Seq data (Jin et al, 2021) (Figs. EV3–5). We found associations mainly with M1, M2, and M3 macrophage subclusters, as well as the F8 fibroblast cluster (highly likely to undergo phenotypic transformation into myofibroblasts on Day 7 post injury), were present in the crosstalk between macrophages and fibroblasts during the early stages of wound healing (Day 3 post injury) (Fig. EV3B–F). We speculate that TGFβ1 (mainly associated with M1 and M3), CCL8 (mainly associated with M2), SPP1 (mainly associated with M3), and other genes may influence activation of the F8 subcluster (Fig. EV3B–F).

**Figure EV3:**
Inference with the cell–cell communication network on Day 3 post injury. (**A**) Circle plot of signaling pathways. (**B**) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell–cell communication network. (**C**) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (**D**) Bobble plot of the outgoing signaling patterns of secreting cells. (**E**) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (**F**) Bobble plot of the incoming signaling patterns of target cells.

**Figure EV5:**
Inference with the cell–cell communication network on Day 14 post injury. (**A**) Circle plot of signaling pathways. (**B**) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell–cell communication network. (**C**) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (**D**) Bobble plot of the outgoing signaling patterns of secreting cells. (**E**) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (**F**) Bobble plot of the incoming signaling patterns of target cells.

On Day 7 post injury (Fig. EV4B–F), thrombospondin (THBS) (M1, M3, and F2), transforming growth factor β (TGFB) (M1, M2, M3, and F2), Visfatin (M1, M2 and M3), growth differentiation factor (GDF) (M2 and M3), SPP1 (M2 and M3), and oncostatin M (OSM) (M1 and M3) interactions appeared to be the predominant contributors to F6 and F8 subcluster activation. By contrast, fibronectin (FN) 1, angiopoietin-like protein (ANGPTL), Periostin, epidermal growth factor (EGF), and non-canonical WNT (ncWNT) signaling directly activated the F6 and F8 subclusters.

**Figure EV4:**
Inference with the cell–cell communication network on Day 7 post injury. (**A**) Circle plot of signaling pathways. (**B**) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell–cell communication network. (**C**) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (**D**) Bobble plot of the outgoing signaling patterns of secreting cells. (**E**) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (**F**) Bobble plot of the incoming signaling patterns of target cells.

On Day 14 post injury (Fig. EV5B–F), we performed CellChat analysis focusing on subclusters F1 and F4, which were characteristically distinct. We found that each subcluster was markedly activated by itself through ECM-related signaling (i.e., FN1, THBS, and Periostin). Subclusters F1 and F4 interacted with subclusters M1 and M2, as indicated by marked signaling through GDF, TGFB, Visfatin, and OSM. Interestingly, only the F4 subcluster communicated with inflammatory cells through interleukin (IL)1 signaling (Appendix Fig. S3A). These results revealed that macrophage and fibroblast subclusters work cooperatively to facilitate intercellular communication, including the aforementioned signals.

### Identification of inflammation-related genes in murine skin wound healing

To identify inflammation-related genes and fibroblast-derived genes that are associated with scarring during skin wound healing in mice, we made incisional wounds in neonate littermates of WT versus *PU.1*^*−/*−^ mice, which lack an inflammatory response (Martin et al, 2003). 

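Dorsal skin wounds of 1-day-old WT and PU.1−/− littermates were harvested 24 h after a 1-cm incision, and their mRNA was sequenced as 1 library per genotype. PU.1 is a transcription factor of blood cell development, encoded by Spi1, and mice without it lack macrophages, neutrophils, mast cells and T cells, as the paper's introduction describes. The methods describe incisional wounds, while the design text that accompanies the data calls them excisional. The number of pups in each library and their sex are not stated in the paper's text. Libraries were made from mRNA with a stranded kit and read as single-end reads of 75 bases, with base calling in CASAVA 1.8.2. The authors mapped the reads to the mouse mm10 genome and calculated FPKM values with Cuffnorm 2.2.1. The aligner and the gene annotation are not given in the sources used here. The deposited values cover 24346 gene symbols in each library. The FPKM values sum to 709528 in the WT library, where 7250 genes are listed at 0, and to 687304 in the PU.1−/− library, where 7458 genes are listed at 0. Read numbers were estimated, since most values of low genes move in whole-read steps. Among genes below 2 FPKM in the WT library, 459 shared a WT over PU.1−/− ratio of 1.15 within 0.001, the ratio of equal read numbers, so that 1 read counted for 1.15 times more FPKM in the WT library. With transcript lengths from GENCODE and the normalized counts in the part of Dataset EV4 that could be read (the first 1998 of its 24346 rows), the depth was estimated at 1.37e+07 fragments for WT and 1.58e+07 for PU.1−/−. Read numbers estimated per gene in this way were within 1.5-fold of the normalized counts for 86.5% of 563 genes of at least 10 reads. The expression ratio of each gene was taken from the deposited FPKM values, with values below 0.1 raised to 0.1, and a gene was counted as lower or higher at a ratio of at least 2. The paper's text names no threshold, and this rule gives the fold change printed in each of the 1998 rows of Dataset EV4 within a relative difference of 0.0001. There are no replicates, so no p-value or spread between animals can be given. The 95% intervals given for ratios are exact binomial (Clopper-Pearson) intervals from the estimated read numbers and cover counting error only. Spi1, on chromosome 2 of mm10 from 91082374 to 91115759, had 35.4 FPKM in the WT library and 1.45 FPKM in the PU.1−/− library, a WT over PU.1−/− ratio of 24.3 (interval 17.9 to 34.0).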

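By this rule 1057 genes, or 4.34% of those listed, were lower in the PU.1−/− wound, and 565 genes were higher. The median log2 ratio (PU.1−/− over WT) was −0.01 over the 6538 genes with at least 10 FPKM in both libraries, in values that were already scaled between the libraries. Of the lower genes, 305 were listed at 0 in the PU.1−/− library, 376 had a ratio between 2 and 3, and 293 had a ratio of at least 10. Their WT level was below 1 FPKM for 468 genes and at least 10 FPKM for 209 genes. Of the 565 higher genes, 64 reached 10 FPKM in the PU.1−/− library. A fold threshold of 1.5 gave 1867 lower genes, and keeping only genes with at least 5 FPKM in 1 or both libraries left 306.
The marker genes of macrophages had a median log2 ratio of −7.23 (10 genes), below all 10000 random lists of the same size matched on mean expression. Tyrobp fell from 196 FPKM to a value listed at 0, C1qb from 123 FPKM to 0, and Lyz2 from 85.5 to 0.520 FPKM. Mast cell markers had a median of −5.77 (10 genes) and neutrophil markers a median of −2.58 (10 genes), each also below all random lists. The low values were raised to 0.1 FPKM in these medians, so that genes listed at 0 are given less than their full fall. S100a8 and S100a9 stayed abundant, at 2129 and 1516 FPKM in the PU.1−/− library against 6600 and 5311 FPKM in the WT library. T cell markers were near the limit of detection, with a median of −1.29 over 9 genes, at percentile 1.05 of the random lists. Fibroblast markers had a median of 0.13 (10 genes) and keratinocyte markers a median of 0.18 (9 genes). Among genes whose higher value was at least 10 FPKM, the largest falls included Ngp, from 311 FPKM, Retnlg, from 215 FPKM, Ccl9, from 153 FPKM, and Fcgr3, from 116 FPKM, each to a value listed at 0. The very largest, Mir719, from 759 FPKM to 0, is a microRNA gene of 110 nt in which that value stands for no more than 5.52 reads if the value of Mir6244 stands for 1 read. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty are also among the 1057, each listed at 0 in the PU.1−/− library.

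**Figure D1:**
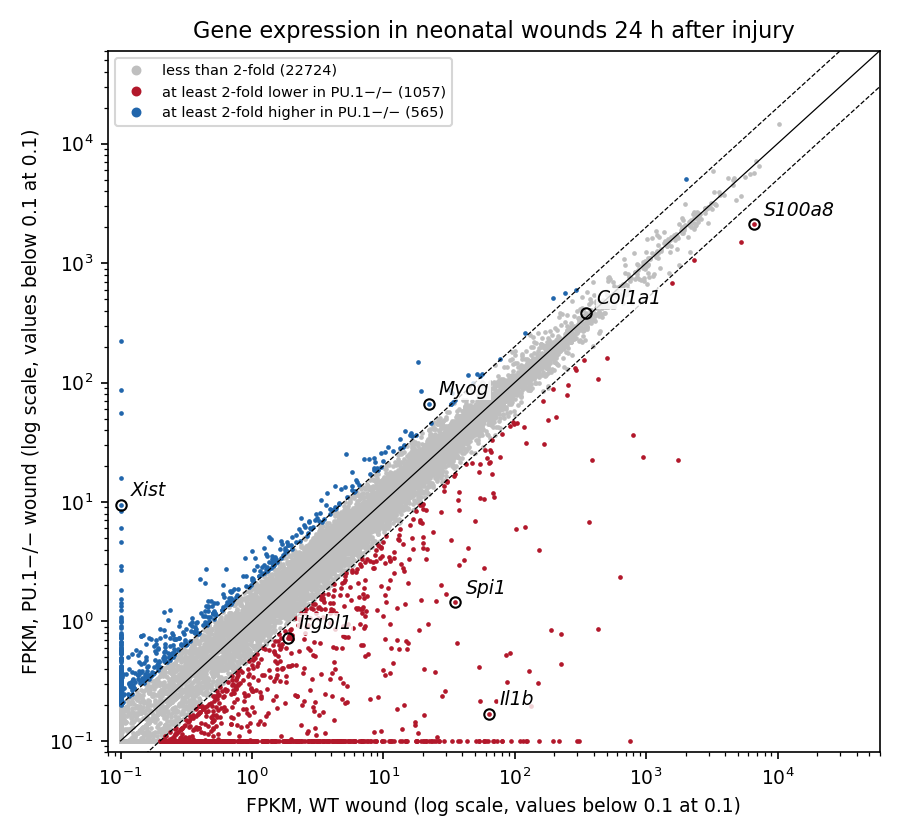
FPKM of each of 24346 genes in the WT wound (horizontal, log scale) and the PU.1−/− wound (vertical, log scale), with values below 0.1 drawn at 0.1. The solid line marks equal values and the dashed lines a 2-fold difference. The 1057 lower genes lie below the lower dashed line and the 565 higher genes above the upper one.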

We performed bulk mRNA sequencing and identified 1057 candidate inflammation-related genes that had downregulated expression at wound sites of *PU.1*^*−/*−^ mice compared with WT mice (Dataset EV4). 

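The 1057 lower genes were intersected by symbol with the upregulated lists of the fibroblast subclusters printed in Dataset EV5, of which F5 has none there. These lists come from punch wounds of adult mice on Days 3, 7 and 14. The 1057 genes come from wounds of pups at 24 h, so age, wounding and time differ. The shared genes were Clec3b, Ccl7, Itgbl1, C4b and Ccl11 in F1 (of 222 listed), and Saa3, Lrrc17, Ccl7 and Cxcl2 in F2 (of 467). Subcluster F3 (of 124) shared Pi16, C3, Clec3b, C4b, Ccl7, Ccl11, Anxa3, Emilin2 and Ifi27l2a, F4 (of 113) shared Itgbl1, and F6 (of 279) shared Spp1 and Lrrc17. Subcluster F7 (of 108) shared C1qb, C1qc, C3, Ccl7, Ccl8, Cd74, Clec3b, Fcer1g, H2-Aa, H2-Ab1, H2-Eb1, Ifi27l2a, Lyz2, Pi16 and Retnla, and F8 (of 537) shared Saa3 and Lrrc17. These are 24 different genes, with log2 ratios from −10.26 to −1.01. Of the 24, 9 had a ratio of at least 10, and 9 a ratio between 2 and 3. Among the first, Fcer1g fell from 190 to 0.847 FPKM, Ccl8 from 18.7 to 0.844 FPKM and Ifi27l2a from 120 to 6.15 FPKM. Among the second, Anxa3 fell from 12.9 to 4.89 FPKM.
Random lists of the same size, matched on mean expression, shared on average 2.27 lower genes for F7 and 2.47 for F3, fewer than the 15 and 9 observed. For F1 the random mean was 4.60, for F2 7.41, for F4 2.72 and for F6 4.64, and the observed numbers lay within the middle 95% of the random lists. For F8 the random mean was 9.45, above the 2 genes observed. For all lists together the random mean was 17.2, and 4.41% of the draws reached 24. At a fold threshold of 3, 15 of the 24 genes were left. The same intersection with the 565 higher genes gave 11 genes, among them Apod, Cxcl10, Ecm2, Sfrp4 and Igsf10. The median log2 ratio over the 835 genes of all lists was −0.03, while single lists went different ways. The medians of F1 (0.08) and F4 (0.12), the lists that hold Itgbl1, lay above those of all 10000 random lists, so that as a whole these lists were slightly higher in the PU.1−/− wound. The fibroblast markers had a median of 0.13. These medians therefore cannot separate a change within fibroblasts from a change of their share in the sample. The median of F8 (−0.06) lay at percentile 0.06 of the random lists, and those of F2 (−0.02), F3 (0.01), F6 (−0.04) and F7 (−0.07) lay within the middle 95%.

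**Figure D2:**
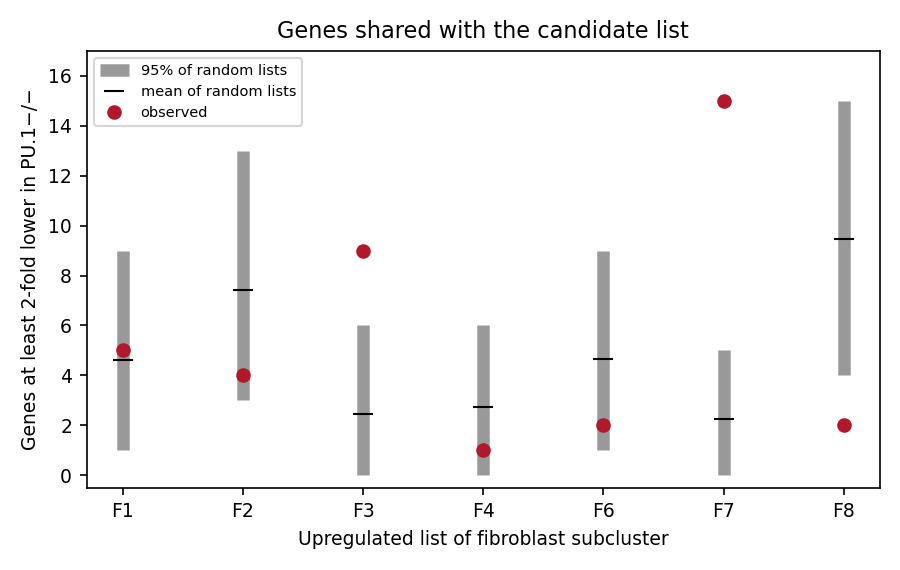
Number of genes of each subcluster's upregulated list that were at least 2-fold lower in the PU.1−/− wound (points). Grey bars span the middle 95% of 10000 random lists of the same size matched on mean expression, and black marks their mean. F3 and F7 lie above the bars and F8 below its bar.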

To further screen for inflammation-related “scarring” genes expressed by wound-infiltrating fibroblasts, we compared the results of scRNA-Seq with the 1,057 candidate gene sequences and identified five genes in subcluster F1, four genes in subcluster F2, nine genes in subcluster F3, one gene in subcluster F4, two genes in subcluster F6, 15 genes in subcluster F7, and two genes in subcluster F8 (Dataset EV5). A comparison of these genes with scRNA-Seq data (Dataset EV3) identified *Clec3b* (F1, F3, F7), *Ccl7* (F1, F2, F3, F7), *Itgbl1* (F1, F4), *C4b* (F1, F3), *Ccl11* (F1, F3), *Saa3* (F2, F8), *Lrrc17* (F2, F6, F8), *Pi16* (F3, F7), and *C3* (F3, F7) as potential inflammation-related genes that are expressed by wound-infiltrating fibroblasts.

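Each of these 9 genes was lower in the PU.1−/− wound, at 28.6% to 49.8% of its WT level. C4b, on chromosome 17 of mm10 from 34728139 to 34743902, had the largest difference, with 11.3 FPKM in the WT wound and 3.23 FPKM in the PU.1−/− wound, a ratio of 3.49 (interval 3.03 to 4.03). Reads of C4b could be shared with its close paralog C4a, listed at 0.0419 and 0 FPKM. Such sharing was not tested, so the value of C4b may be uncertain. C3, on chromosome 17 from 57203967 to 57228136, fell from 64.6 to 21.7 FPKM, a ratio of 2.98 (2.82 to 3.16). Itgbl1, on chromosome 14 from 123659937 to 123978865, was the lowest of the 9, with 1.88 FPKM in WT and 0.730 FPKM in PU.1−/−. Its estimated reads were 100 and 45, and its ratio of 2.57 had the widest interval, from 1.78 to 3.71. The smallest whole read numbers that give this ratio are 56 and 25, for which the interval would be from 1.58 to 4.30.
Ccl7, on chromosome 11 from 82045712 to 82047525, fell from 164 to 70.3 FPKM, a ratio of 2.34 (2.13 to 2.57). Pi16, on chromosome 17 from 29318796 to 29328903, fell from 19.9 to 8.79 FPKM, a ratio of 2.27 (2.04 to 2.52). Saa3, on chromosome 7 from 46711998 to 46719615, was the most abundant, with 2318 FPKM in WT and 1059 FPKM in PU.1−/−, a ratio of 2.19 (2.12 to 2.26). Clec3b, on chromosome 9 from 123150946 to 123157432, fell from 34.6 to 16.4 FPKM, a ratio of 2.11 (1.77 to 2.51). Lrrc17, on chromosome 5 from 21543527 to 21575911, fell from 10.5 to 5.20 FPKM, and Ccl11, on chromosome 11 from 82057832 to 82062955, from 30.3 to 15.1 FPKM. Their ratios of 2.02 (1.66 to 2.47) and 2.01 (1.69 to 2.39) lie at the threshold, and with each library rescaled to the same FPKM sum both were below 2, at 1.95 for Ccl11. With a pseudocount of 1 FPKM the ratio of Itgbl1 was 1.66, and with FPKM below 1 raised to 1 it fell below 2 as well. For 5 of the 9 genes the counting interval lay above 2, and for all 9 it lay above 1.
These 9 genes each occur in 2 or more of the subcluster lists, as does Ifi27l2a (F3, F7), which makes 10. The paper compared the genes that were lower in PU.1−/− wounds and present in the subcluster lists with its scRNA-Seq data (Dataset EV3). From that comparison it names the 9 genes as potential inflammation-related genes of wound-infiltrating fibroblasts.

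**Figure D3:**
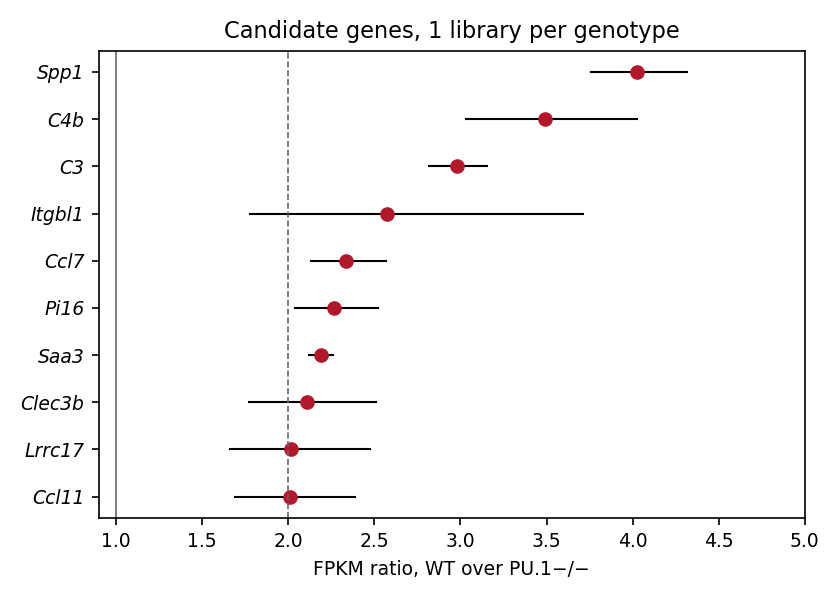
Ratio of FPKM in the WT wound to FPKM in the PU.1−/− wound for the 9 genes and Spp1 (points), with exact binomial 95% intervals from estimated read numbers (lines), which cover counting error only. The solid vertical line marks a ratio of 1 and the dashed line the threshold of 2. Every interval lies above 1, and those of Clec3b, Itgbl1, Ccl11 and Lrrc17 reach below 2.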

To identify fibroblast-specific genes, we investigated the temporal expression patterns of the inflammation-related genes using our scRNA-Seq data. We found that *Clec3b*, *Itgbl1*, *Ccl11*, *Lrrc17*, and *Pi16* were specifically expressed by wound-infiltrating fibroblasts (Fig. 2A). Collagen is the most abundant skin ECM protein and its excessive and aberrant deposition by fibroblasts at wound sites is associated with scarring. Therefore, we hypothesized that a subpopulation of fibroblasts expressing collagen might be pivotal in driving scarring. Indeed, expression of the type I collagen gene (*Col1a1*) was significantly increased in fibroblast subclusters at Days 7 and 14 post injury compared with Day 3 (Fig. 2B). Furthermore, subcluster F4 showed much higher expression of *Col1a1* than the other fibroblast subclusters (Fig. 2C), suggesting that these cells might be most strongly associated with scar formation. We further analyzed the expression patterns of *Clec3b*, *Itgbl1*, *Ccl11*, *Lrrc17*, and *Pi16* in the fibroblast subclusters and found that *Itgbl1* was characteristically expressed by F4 and F1 fibroblasts (Fig. 2D). We also observed that the next-highest level of *Col1a1* expression occurred in the F1 subpopulation. Because the appearance of the F4 and F1 subclusters was marked in the maturation phase (Day 14), we suspected that *Itgbl1* might be associated with scarring.

**Figure 2:**
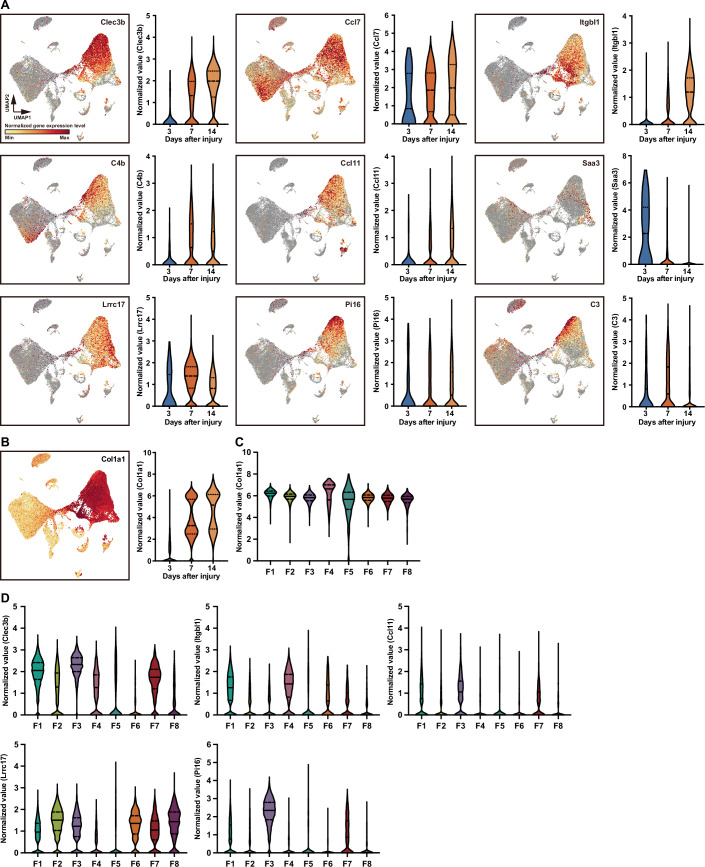
Expression of inflammation-related gene candidates in the fibroblast subclusters. (**A**) UMAP plots (left) and violin plots (right) of normalized expression levels of the indicated genes from integrated data collected on Days 3 (*n* = 4117), 7 (*n* = 21,476), and 14 (*n* = 14,431) post skin wounding. (**B**) UMAP plot (left) and violin plot (right) of *Col1a1* expression levels from integrated data collected on Days 3 (*n* = 4117), 7 (*n* = 21,476), and 14 (*n* = 14,431) post skin wounding. (**C**) Normalized *Col1a1* expression level in each fibroblast subcluster (F1–F8). F1: *n* = 4265; F2: *n* = 3849; F3: *n* = 2218; F4: *n* = 1421; F5: *n* = 1369; F6: *n* = 977; F7: *n* = 804. (**D**) Normalized expression levels of *Clec3b*, *Itgbl1*, *Ccl11*, *Lrrc17*, and *Pi16* in F1 to F8 from integrated data collected on Days 3, 7, and 14 post skin wounding. F1: *n* = 4265; F2: *n* = 3849; F3: *n* = 2218; F4: *n* = 1421; F5: *n* = 1369; F6: *n* = 977; F7: *n* = 804. Source data are available online for this figure.

### Transcriptional spatial gene expression analysis in murine skin wound healing

To comprehensively characterize spatial transcriptional expression of inflammation-related genes, we used the Visium platform (Fig. 3A). Our analysis included up to 697 under-tissue spots, which are data points considered equivalent to microdissections containing approximately 20–30 cells per spot, with a median of up to 2936 expressed genes per spot (Dataset EV6). We tested the expression of nine candidate inflammation-related genes on the Visium platform (Fig. 3B) and confirmed that their expression patterns were similar to the results of single-cell analysis.

**Figure 3:**
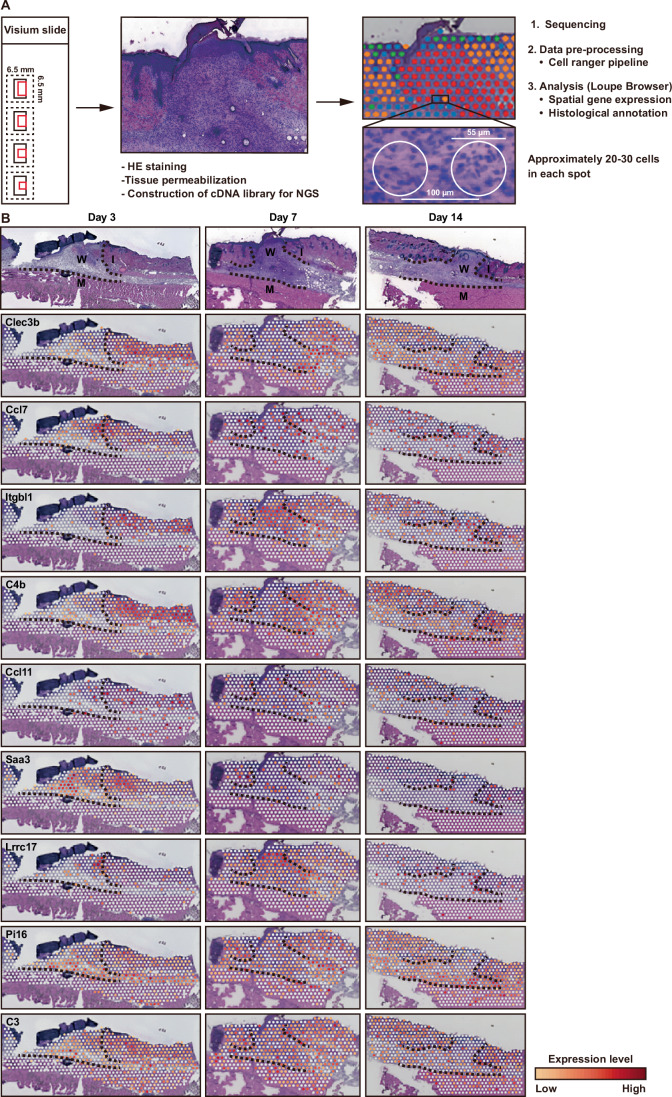
Spatial transcriptome analysis of inflammation-related genes using the Visium platform. (**A**) Flowchart of the Visium process. (**B**) Spatial expression of the indicated inflammation-related genes at skin wound sites on Days 3, 7, and 14 post wounding. W wound site, I intact skin, M muscle. H&E staining images H&E staining images in Figs. 3B and  4B–D were obtained using single sets of Visium data (Appendix Fig. S4B,G,L). Source data are available online for this figure.

Next, we performed differentially expressed gene (DEG) analysis in wound regions that were manually annotated, as well as in each cluster of tissue (Appendix Fig. S4; Datasets EV7–EV9). We observed that almost all of the significantly highly expressed genes were extracted in similar clusters by both manual and automatic annotation. Therefore, we used the results of manually annotated gene set analysis for further experiments. 

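The wound site lists of the Visium data hold 110 genes at Day 3, 292 at Day 7 and 76 at Day 14, as printed in Dataset EV10, and each equals the wound site list of its own dataset (Datasets EV7 to EV9). The Visium wounds were not analysed here, and only their lists were used. Like the subcluster lists, they come from wounds of adult mice, later after injury than the wounds of the pups. At Day 3, the genes lower in the PU.1−/− wound were C1qa, C1qb, C3, Ccl6, Cxcl2, H2-Aa, H2-Ab1, H2-K1, Hmox1, Laptm5, Lyz2, Pf4, Pi16, S100a8, S100a9, Saa3, Spp1, Srgn and Thbs1. The Day 7 list shared C1qa, C1qb, C1qc, Cd52, Ctss, Cyba, Fcer1g, Itgbl1, Laptm5, Lrrc17, Lyz2, Mpeg1, Pf4, Spp1, Stab1, Trem2, Tyrobp, Unc93b1 and Wfdc17, and the Day 14 list shared C1qa, C1qb, Cd74, Clec3b, H2-Aa, H2-Ab1, H2-Eb1, Lyz2 and Pi16. These are 35 different genes, of which C1qa, C1qb and Lyz2 occur at all 3 time points. Of the 35, 18 had a WT over PU.1−/− ratio of at least 10, and 10 a ratio between 2 and 3. Pf4 fell from 635 to 2.35 FPKM, Ccl6 from 429 to 0.871 FPKM and Srgn from 368 to 6.83 FPKM. Smaller differences were measured for Hmox1, from 251 to 78.4 FPKM, Thbs1, from 252 to 96.0 FPKM, and H2-K1, from 92.4 to 43.5 FPKM. Random lists of the same size, matched on mean expression, shared on average 2.15 lower genes for Day 3, 5.12 for Day 7 and 1.59 for Day 14. None of 10000 draws reached the observed number of 19, 19 or 9. The shared genes include the macrophage markers C1qa, C1qb, C1qc and Lyz2 and the neutrophil markers S100a8 and S100a9. This excess may therefore come in part from the missing leukocytes, and by itself it does not point to genes of fibroblasts or of scarring. The median log2 ratios of the Day 3 (−0.17) and Day 7 (−0.09) lists lay below those of all 10000 random lists, and that of Day 14 (−0.08) at percentile 3.08. A threshold of 1.5 gave 53 different genes and a threshold of 4 gave 20.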

When we compared Visium transcriptomics data regarding genes with significantly upregulated expression in wound sites at Days 3, 7, and 14 (Datasets EV7–EV9) and the 1,057 candidate inflammation-related genes (Dataset EV4), we found that 19 genes from the Days 3 and 7 wound sites, and nine genes from the Day 14 wound sites, could be classified as candidate inflammation-related genes (Dataset EV10). This analysis successfully identified *Spp1*, a previously reported inflammation-related scarring gene (Mori et al, 2008), suggesting that our combination of Visium transcriptomics and *PU.1*^*-/-*^ mice analyses was effective in the identification of inflammation-related scarring genes. Additionally, our scRNA-Seq analysis identified *Clec3b*, *Itgbl1*, *Saa3*, *Lrrc17*, *Pi16*, and *C3* as potential scarring-associated genes. 

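Spp1, on chromosome 5 of mm10 from 104435111 to 104441053, is in the Day 3 and Day 7 wound site lists. It had 206 FPKM in the WT wound and 51.2 FPKM in the PU.1−/− wound, a ratio of 4.03 with a counting interval of 3.76 to 4.32 from about 3698 and 1055 estimated reads. Its ratio stayed between 3.87 and 4.03 under the 11 alternative settings of scaling, low values and filters. At this expression, raising low values and filtering could not move the ratio. The paper also names Spp1 among the genes expressed by a macrophage subcluster, and a part of the fall from missing macrophages was not tested. Spp1 is 1 of 12 genes shared with the subcluster lists that passed a fold threshold of 4. From the recovery of this previously reported gene, the paper proposes that combining the Visium data with PU.1−/− mice was effective for finding inflammation-related scarring genes.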

Taken together, these results demonstrated that the combination of scRNA-Seq, Visium transcriptomics, and *PU.1*^*−/−*^ mouse data was a useful approach for screening candidate genes involved in inflammation and scarring during skin wound healing.

### Establishment of super-resolved spatial transcriptomics by integration with Visium and scRNA-Seq

In Visium analysis, multiple cells are mapped into a single capture area with a circular diameter of 55 μm, depending on the tissue and spatial location (Fig. 3A). However, because our subject was a single cell, the observed spatial expression profile had to be separated into signals from individual cells using a process called spatialomics deconvolution (Cable et al, 2022). To further advance the resolution of Visium data, we integrated scRNA-Seq and Visium data using the robust cell-type decomposition (RCTD) method (Cable et al, 2022), then performed spatialomics deconvolution to comprehensively map the tissue architecture (Fig. 4A). At Day 3 post injury, neutrophils were observed underneath the scab layer (Fig. 4B). By Day 7 post injury, the ratio of macrophages to fibroblasts had increased, whereas the number of neutrophils had markedly decreased (Fig. 4C). Additionally, most of the spots where macrophages and fibroblasts had been observed previously remained consistent, suggesting an interaction between these cell types within the wound microenvironment. The detection of epithelial cells at sites of re-epithelialization was confirmed, as was the high ratio of endothelial cells to other cell types at sites of neovascularization. At Day 14 post wound injury, the ratio of fibroblasts to other cell types was highest, followed by the ratio of macrophages to other cell types (Fig. 4D). Although it can be challenging to precisely identify cell types using Visium analysis, knowledge of specific cell markers (Fig. 4B,C) and spatialomics deconvolution analysis enabled us to overcome this limitation.

**Figure 4:**
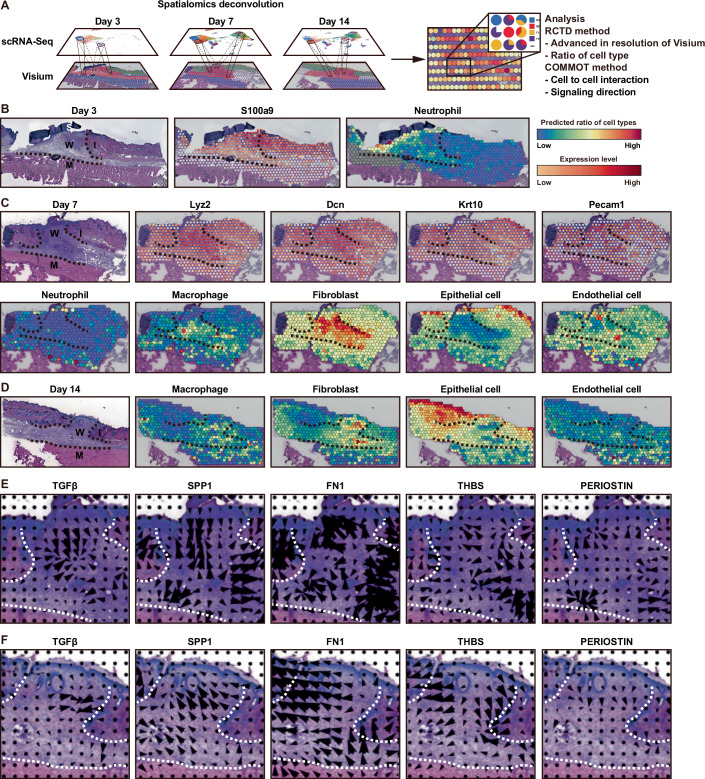
Cell location, cell–cell communication, and signaling analysis of spatial transcriptomics data with spatialomics deconvolution. (**A**) Overview of the spatialomics deconvolution process. (**B**–**D**) Identification of cell location in spatial transcriptomics data with spatialomics deconvolution at skin wound sites on Days 3 (**B**), 7 (**C**), and 14 (**D**) post wounding. Expression of *S100a9* (neutrophil marker), *Lyz2* (macrophage marker), *Dcn* (fibroblast marker), *Krt10* (epithelial cell marker), and *Pecam1* (endothelial cell marker) from Visium. The ratio of cell types is predicted by spatial deconvolution. The color bars in each panel represent relative values, with the range varying from panel to panel. S scab, W wound site, I intact skin, M muscle. H&E staining images in Figs. 3B and 4B–D were obtained using single sets of Visium data (Appendix Fig. S4B,G,L). (**E**, **F**) The signaling directions of five major signaling pathways using COMMOT on Days 7 (**E**) and 14 (**F**) post wounding. Source data are available online for this figure.

Our CellChat analysis revealed that major signaling pathways had the greatest impact on outgoing or incoming signaling for specific fibroblast and macrophage subpopulations (Figs. EV3–5). Signaling directions have been shown to play crucial roles in organizing human skin and murine brain tissue, as demonstrated using the communication analysis by optimal transport (COMMOT) method (Cang et al, 2023). This method considers competition between different ligand and receptor species, as well as spatial distances between cells. To further elucidate wound macrophage-to-fibroblast communication in our super-resolved spatial transcriptomics studies, we performed COMMOT analysis which showed that TGFβ signaling was directed toward the center of the granulation tissue on Day 7 after wounding. Conversely, ECM-related signaling (SPP1, FN1, THBS, and PERIOSTIN) was directed from the center of the granulation tissue to the wound edge (Fig. 4E). We observed a similar trend on Day 14 post wounding (Fig. 4F). These results suggest that the strength of bioactive substance signaling influences the center of the wound, whereas the strength of ECM interaction signaling influences the transition from wound center to the margins of the wound. These consistent signaling directions likely contribute to an effective wound-repair process.

### Delayed skin wound healing and altered collagen fibril formation at scar sites *Itgbl1*^−*/−*^ mice

*Itgbl1* affects ECM deposition and is involved in hepatitis B virus-induced liver fibrosis (Wang et al, 2017). Recently, Zhao and colleagues reported that reduced *ITGBL1* expression levels were strongly associated with the anti-scarring effects of pressure therapy in clinical specimens (Zhao et al, 2023). Of all inflammation-related genes identified in the present study, *Itgbl1* showed the strongest expression in subclusters F4 and F1, which appeared late in the repair process (on Day 14 post injury), suggesting that *Itgbl1* plays a functional role in scarring at skin wound sites. Therefore, we investigated the molecular mechanisms of *Itgbl1* in skin wound healing.

First, we examined the expression of *Itgbl1* using quantitative PCR (qPCR) and found that it was significantly increased on Days 7, 10, and 14 post injury compared with intact skin, supporting our scRNA-Seq and Visium data (Fig. 5A). In situ hybridization (ISH) revealed that wound-infiltrating spindle-shaped cells, presumed to be fibroblasts, expressed *Itgbl1* at skin wound sites on Day 7 post injury (Fig. 5B–D). These results indicate that *Itgbl1* may indeed be involved in granulation tissue formation.

**Figure 5:**
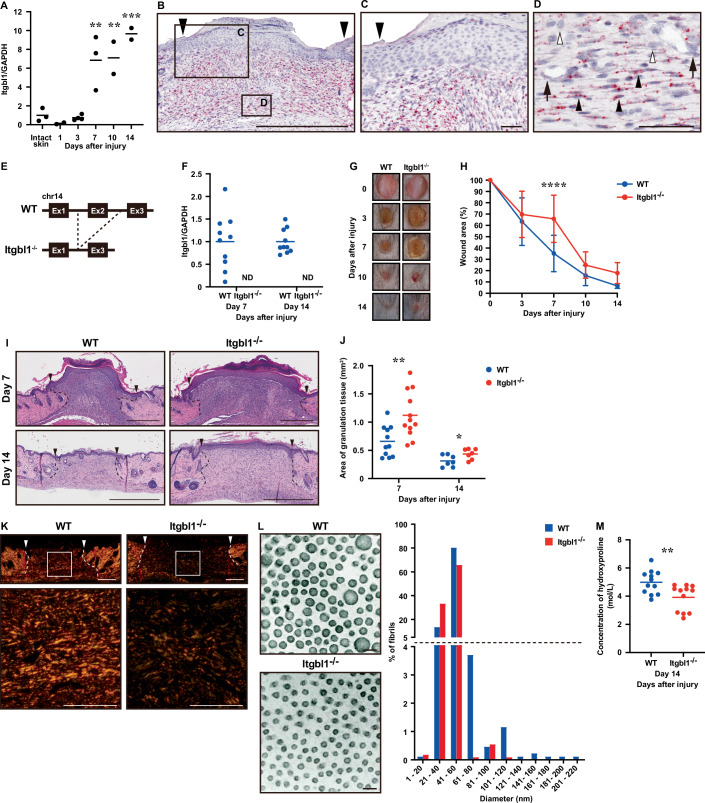
Delayed skin wound healing and altered collagen fibril formation at scar sites of the *Itgbl1* defect in mice. (**A**) qPCR measurement of the temporal expression of murine *Itgbl1* relative to that of *GAPDH* during skin wound healing (*n* = 2–4 wounds). *P* values: Intact skin vs. Day 7 = 0.0043, Intact skin vs. Day 10 = 0.0068, Intact skin vs. Day 7 = 0.0005. (**B**–**D**). ISH of *Itgbl1* at murine wound sites on Day 7 post injury. The area indicated with a rectangle in (**B**) is shown at higher magnifications in (**C**, **D**). Many *Itgbl1*-positive cells can be observed in granulation tissue, but not in the epidermis, which corresponded to the result from Visium analysis. Black arrowheads indicate the wound margin. (**D**) Expression of *Itgbl1* predominantly observed in wound-infiltrating spindle-shaped cells presumed to be fibroblasts (black arrowheads), but not in endothelial cells (black arrows) or macrophages (white arrowheads). Scale bars; (**B**) 500 μm, (**C**, **D**) 50 μm. (**E**) Schematic diagram of the generation of *Itgbl1*^*−/−*^ mice illustrating the *Itgbl1* genomic construct containing a deletion of exon (Ex) 2. (**F**) qPCR analysis of *Itgbl1* in wound sites confirming that *Itgbl1*^*−/−*^ mice were completely deficient in expression of *Itgbl1* (WT and *Itgbl1*^−*/−*^, *n* = 10). ND none detected. (**G**) Representative photographic images of the gross appearance of excisional wounds in WT (left) and *Itgbl1*^*−/*−^ (right) mice. (**H**) Proportion of the wound area remaining open at each time point relative to the initial wound area (WT; *n* = 11 wounds, *Itgbl1*^*−/−*^; *n* = 12 wounds). *P* values: WT Day 7 vs. *Itgbl1*^*−/−*^ Day 7 < 0.0001. (**I**) H&E staining of wound site on Days 7 and 14 post injury (wound margin [arrowheads]). Scale bars: 500 μm. (**J**) Measurement of granulation tissue area on Days 7 and 14 post injury in WT (Day 7; *n* = 11), Day 14; *n* = 7) and *Itgbl1*^*−/−*^ mice (Day 7; *n* = 12, Day 14; *n* = 7). *P* values: Day 7 = 0.0048, Day 14 = 0.0391. (**K**) Polarized light microscopy differential interference contrast images of picrosirius red-stained sections of excisional wound sites on Day 14 post injury for analysis of collagen fibers and alignment. Arrowheads indicate the wound edge. Images are representative of eight independent experiments. Low-magnification images (upper) and high magnification of boxed areas (lower) are shown. Scale bars; (top) 200 μm, (bottom) 100 μm. (**L**) TEM images of collagen fibrils in connective tissue from mid-wound sites on Day 14 post injury (left). Histogram of the total range of fibril diameters in the wound site on Day 14 post injury (right); *n* = 863 fibrils from four WT mice; *n* = 1092 fibrils from four *Itgbl1*^*−/−*^ mice. Scale bars: 100 nm. (**M**) Hydroxyproline content at skin wound sites on Day 14 post injury in WT and *Itgbl1*^−*/−*^ mice (*n* = 12 wounds). *P* value: WT vs. *Itgbl1*^*−/−*^ = 0.0069. Data information: All values represent the mean ± SD. One-way ANOVA followed by Dunnett’s multiple comparisons test (intact skin vs. wound samples) (**A**), two-way ANOVA followed by Sidak’s multiple comparisons test (**H**), and unpaired *t*-tests (**J**, **M**) were used to generate the indicated *P* values; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To investigate the function of *Itgbl1* in vivo, we generated full-body *Itgbl1*^−*/−*^ mice using CRISPR-Cas technology as previously described (Tanimoto et al, 2022) (Fig. 5E). We confirmed the absence of phenotypic abnormalities in 8-week-old full-body *Itgbl1*^−*/−*^ mice. The lack of *Itgbl1* mRNA expression at skin wound sites confirmed the *Itgbl1*^*−/−*^ genotype (Fig. 5F). Our initial examination of the gross appearance of aseptic healing revealed a significant delay in *Itgbl1*^*−/−*^ mice (65.8% ± 21) compared with that in WT mice (35.2% ± 16; *P* < 0.0001) on Day 7 post injury (Fig. 5G,H). This delayed healing was accompanied by increased granulation tissue area on Days 7 and 14 post injury (Fig. 5I,J).

Next, to investigate the potential effect of altered *Itgbl1* expression on the development of scarring, we examined gross collagen fibril formation at wound sites using picrosirius red staining and found that collagen bundle organization was markedly reduced in *Itgbl1*^−*/*−^ mice at Day 14 post injury (Fig. 5K). To further analyze the development of scarring, we performed transmission electron microscopy (TEM). Interestingly, the fibril diameter at the mid-region of wound sites was markedly reduced in *Itgbl1*^*−/−*^ mice (42.7 ± 6.54 nm) compared with that in WT mice (50.0 ± 14.2 nm; *P* < 0.0001) (Fig. 5L). We confirmed that hydroxyproline content at scar sites was significantly decreased in *Itgbl1*^*−/*−^ mice (3.91 ± 0.93 mol/L) compared with WT mice (4.99 ± 0.84 mol/L; *P* < 0.01) (Fig. 5M). This difference occurred despite the lack of differences in *Tgfb1*, *Acta2*, *Col1a1*, and *Col3a1* mRNA expression, or the *Col1a1*/*Col3a1* ratio, at wound sites in either mouse group on Days 7 and 14 post injury (Appendix Fig. S5). By contrast, there were no significant differences in collagen fibril morphology within intact skin from WT (104.7 ± 30.4 nm) and *Itgbl1*^*−/−*^ (107.4 ± 39.1 nm) mice (Appendix Fig. S6A). We speculate that these differences in collagen assembly at wound sites play a key role in the reduced scar formation observed during the maturation phase of healing in *Itgbl1*^*−/−*^ mice.

### *Itgbl1* expression, myofibroblast differentiation, and fibrogenesis regulated by antagonism of TGFβ1 and IL1β signaling

The TGFβ1 signaling pathway plays a key role in scarring by promoting the transition of fibroblasts into myofibroblasts, which express the characteristic marker genes *Acta2* and *Tagln* (Lawson et al, 1997). Reportedly, TGFβ1-stimulation of neonatal rat cardiac fibroblast leads to the expression of integrin subunit β-like (ITGBL)1, which is involved in myocardial fibrosis (Zhu et al, 2022). We tested the expression levels of *Itgbl1*, *Col1a1*, and *Acta2* in murine dermal skin-derived primary fibroblasts (MDF) and human dermal skin-derived primary fibroblasts (HDF) and confirmed that these molecules were induced by TGFβ1-stimulation as shown in previous reports (Fig. 6A; Appendix Fig. S7A–C). Interestingly, human keloid-derived dermal fibroblasts constitutively expressed *ITGBL1* (Fig. 6B), suggesting that *ITGBL1* could be involved in the exacerbation of scarring.

**Figure 6:**
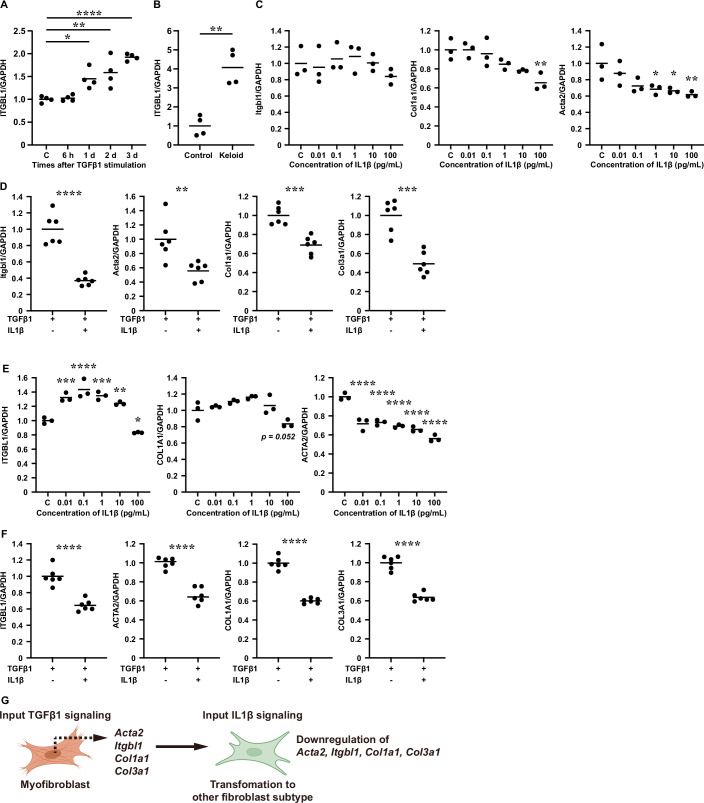
Regulation of *Itgbl1* expression, myofibroblast differentiation, and fibrogenesis through antagonism between TGFβ1 and IL1β signaling. (**A**) qPCR measurement of the temporal expression of *ITGBL1* in HDF stimulated with TGFβ1 (100 pg/mL) (*n* = 4 independent cell cultures). *P* values: control (C) vs. 1 day (d) = 0.0121, C vs. 2 d = 0.0015, C vs. 3 d < 0.0001. (**B**) qPCR measurement of expression of *ITGBL1* in HDF normal and keloid-derived fibroblasts (*n* = 4 independent cell cultures). *P* value: Control vs. Keloid = 0.0011. (**C**) qPCR of *Itgbl1*, *Col1a1*, and *Acta2* expression in MDF stimulated with IL1β for 1 day (*n* = 3 independent cell cultures). *P* value (Col1a1/GAPDH): C vs. 100 pg/mL = 0.0032. *P* values (Acta2/GAPDH): C vs. 1 pg/mL = 0.0270, C vs. 10 pg/mL = 0.0186, C vs. 100 pg/mL = 0.0082. (**D**) qPCR of *Itgbl1*, *Acta2*, *Col1a1*, and *Col3a1* expression in MDF stimulated with TGFβ1 (100 pg/mL) and IL1β (100 pg/mL) for 1 day (*n* = 6 independent cell cultures). *P* values: Itgbl1/GAPDH <0.0001, Itgbl1/GAPDH = 0.0064, Col1a1/GAPDH = 0.0002, Col3a1/GAPDH = 0.0001. (**E**) qPCR of *ITGBL1*, *COL1A1*, and *ACTA2* expression in HDF stimulated with IL1β for 1 day (*n* = 3 independent cell cultures). *P* values (ITGBL1/GAPDH): C vs. 0.01 pg/mL = 0.0003, C vs. 0.1 pg/mL <0.0001, C vs. 1 pg/mL = 0.0001, C vs. 10 pg/mL = 0.0036, C vs. 100 pg/mL = 0.0363. *P* values (ACTA2/GAPDH): C vs. 0.01–100 pg/mL: <0.0001. (**F**) qPCR analysis of *ITGBL1, ACTA2, COL1A1*, and *COL3A1* expression in HDF stimulated with TGFβ1 (100 pg/mL) and IL1β (100 pg/mL) for 1 day (*n* = 6 independent cell cultures). *P* values: ITGBL1/GAPDH <0.0001, ACTA2/GAPDH <0.0001, COL1A1/GAPDH <0.0001, COL3A1/GAPDH <0.0001. (**G**) A model summarizing the interplay of signaling factors within dermal fibroblasts. Data information: All values represent the mean. Unpaired *t*-test (**B**, **D**, **F**) and one-way ANOVA followed by Dunnett’s multiple comparisons test (control vs. sample) (**A**, **C**, **E**) were used to generate the indicated *P* values; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. C control. Source data are available online for this figure.

Our CellChat analysis revealed that only the F4 fibroblast subcluster, which specifically appeared on Day 14 post injury, received IL1β signaling from immune cells. This interaction was indicated by its expression of IL1 receptor type I (*Il1r1*) and IL1R receptor accessory protein (*Il1rap*) (Appendix Fig. S3A–C), and was confirmed by the low levels of IL1β mRNA and protein (13.6 ± 2.21 pg/μg) at wound sites on Day 14 post injury (Appendix Fig. S3D–F). We hypothesize that IL1β signaling could regulate F4 fibroblast subcluster activation and ECM production. To investigate IL1β signaling in fibroblasts, we treated MDF with IL1β and found that IL1β signaling significantly inhibited expression of *Col1a1* and *Acta2* in a dose dose-dependent fashion compared with the untreated control, although *Itgbl1* expression was not altered (Fig. 6C). Furthermore, *Itgbl1*, *Acta2*, *Col1a1*, and *Col3a1* expression in TGFβ1-stimulated MDF was markedly attenuated by IL1β (Fig. 6D). We suspect that IL1β may mediate the transformation of *Acta2*^*high*^ myofibroblasts into *Acta2*^*low*^ and/or *Acta2*-negative fibroblasts during late-stage healing.

Next, we confirmed the effects of IL1β signaling using HDF (Fig. 6E). Interestingly, a low concentration of IL1β (0.01 to 10 pg/mL) induced *ITGBL1*, whereas a high concentration of IL1β (100 pg/mL) suppressed *ITGBL1*. IL1β signaling markedly inhibited the expression of *COL1A1* and *ACTA2* in HDF, again in a dose-dependent fashion compared with untreated controls. Furthermore, *ITGBL1*, *ACTA2*, *Col1A1*, and *COL3A1* expression levels in TGFβ1-stimulated HDF were markedly attenuated by IL1β (Fig. 6F). Overall, IL1β expression was important for transforming myofibroblasts into other fibroblasts (Fig. 6G). Taken together, these results indicate that IL1β signaling acts to stabilize fibroblasts during the maturation phase by inhibiting myofibroblast activation.

### *Itgbl1* expression by myofibroblasts is important for granulation tissue formation

To visualize *Itgbl1*-expressing cells in vivo, we generated homozygous *Itgbl1-tdTomato* knock-in (*Itgbl1*^*Tom/Tom*^) mice using CRISPR-Cas technology as previously described (Tanimoto et al, 2022) (Fig. 7A). Compared with intact skin, each wound site showed a marked increase in *Itgbl1*-expressing cells on Days 7 and 14 post injury (Fig. 7B). To investigate whether myofibroblasts express *Itgbl1*, we performed immunohistochemistry (IHC) for ACTA2 using *Itgbl1*^*Tom/Tom*^ mice; the results showed that only 18% of cells present at wound sites on Day 7 post injury were double-positive for *Itgbl1* and ACTA2 (Fig. 7C), consistent with our single-cell analysis. To further confirm the presence of *Itgbl1*-expressing cells in vivo, we crossed *Itgbl1*^*Tom/Tom*^ mice with Lysozyme M (*LysM*)-enhanced green fluorescent protein (EGFP) mice (Faust et al, 2000), in which most myelomonocytic cells specifically express EGFP (*Itgbl1*^*Tom/Tom*^::*LysM*^*EGFP/EGFP*^). We observed that *Itgbl1* was not expressed by wound-infiltrating macrophages on Day 7 post injury (Fig. 7D). Interestingly, most *Itgbl1*-expressing cells (possibly fibroblasts) were located close to macrophages, suggesting that *Itgbl1* expression in fibroblasts might be induced by bioactive substances derived from macrophages in granulation tissue on Day 7 post injury.

**Figure 7:**
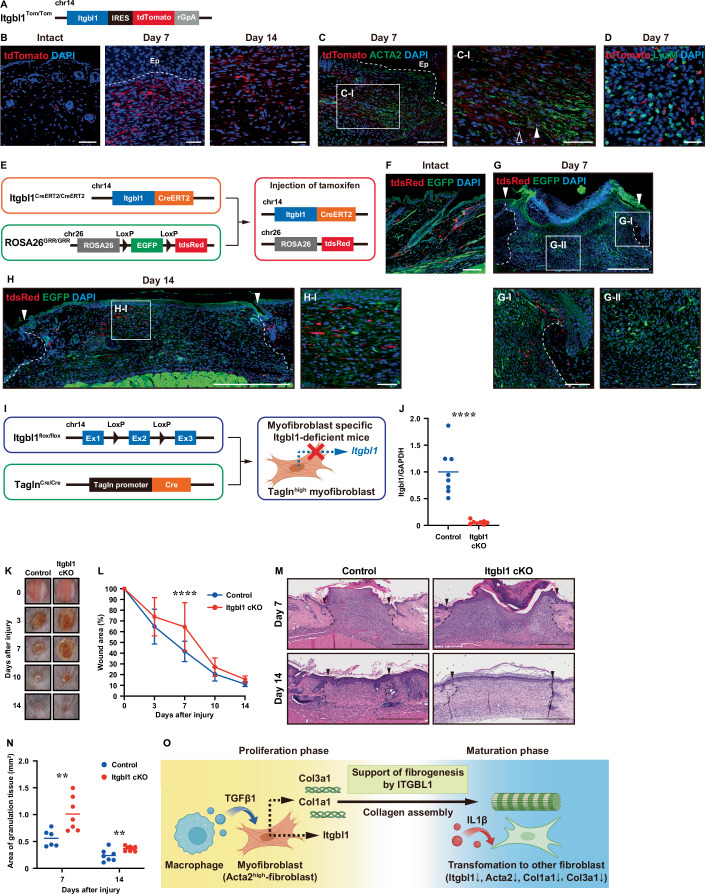
Indispensable nature of *Itgbl1* in the formation of granulation tissue and support of fibrogenesis through myofibroblast differentiation-mediated antagonism of TGFβ1 and IL1β signaling. (**A**) Schematic diagram of the genomic construction of *Itgbl1*^*Tom/Tom*^ mice. (**B**) Localization of *Itgbl1*-positive cells (red) at intact skin and wound sites in *Itgbl1*^*Tom/Tom*^ mice. Ep epithelial cells. Scale bars, 50 μm. (**C**) IHC of ACTA2 at the skin wound site on Day 7 post injury in *Itgbl1*^*Tom/Tom*^ mice. The white and empty arrowheads indicate ACTA2 and *Itgbl1* double-positive cells and *Itgbl1* single-positive cells, respectively. Scale bars; (**C**) 100 μm, (**C**–**I**) 50 μm. (**D**) Localization of macrophages (green) and *Itgbl1*-positive cells (red) at the skin wound site of *Itgbl1*^*Tom/Tom*^*::LysM*^*EGFP/EGFP*^ mice on Day 7 post injury. Scale bar, 50 μm. (**E**) Schematic diagram of the genomic construction of *Itgbl1*^*CreERT2/CreERT2*^*::ROSA26*^*GRR/GRR*^ mice. (**F**–**H**). Localization of *Itgbl1*-positive cells (red) on intact skin (**F**), and at Days 7 (**G**) and 14 (**H**) post injury. Arrowheads indicate the wound margin. Scale bars: (**H**) 500 μm; (**F**) 100 μm; (**G-I**, **G-II**, **H-I**) 50 μm. (**I**) Schematic diagram of the genomic construction of *Itgbl1*^*flox/flox*^*::Tagln*^*Cre/Cre*^ mice. (**J**) qPCR analysis of *Itgbl1* cKO in wound sites on Day 7 post injury confirming that *Itgbl1* cKO mice were significantly decreased in an expression of *Itgbl1* (*n* = 8). *P* value: Control vs. Itgbl1 cKO <0.0001. (**K**) Representative photographic images of the gross appearance of excisional wounds in control (*Itgbl1*^*flox/flox*^) and *Itgbl1* conditional knockout (cKO, *Itgbl1*^*flox/flox*^*::Tagln*^*Cre/Cre*^) mice. (**L**) The proportion of the wound area remaining open at each time point relative to the initial wound area (Control, *n* = 8 wounds; *Itgbl1* cKO, *n* = 16 wounds). *P* value: Day 0 vs. Day 7 <0.0001. (**M**) H&E staining of wound site on Days 7 and 14 post injury (wound margin [arrowheads]). Scale bars: 500 μm. (**N**) Measurement of granulation tissue area on Days 7 and 14 post injury in control (Day 7; *n* = 6, Day 14; *n* = 7) and *Itgbl1* cKO mice (Day 7; *n* = 7, Day 14; *n* = 8). *P* values: Day 7 = 0.0094, Day 14 = 0.0100. (**O**) IL1β signaling, from the proliferation phase to the maturation phase, is involved in the transformation of activated myofibroblasts and contributes to normal mature scar formation. Data information: All values represent the mean ± SD (**L**). Two-way ANOVA followed by Sidak’s multiple comparisons test (**L**) and unpaired *t*-tests (**J**, **N**) were used to generate the indicated *P* values; **P < 0.01, ****P < 0.0001.

Cells expressing *Itgbl1* were also found in intact skin, suggesting that they might contribute to repair (Fig. 7B). To investigate the possible involvement of *Itgbl1* expression in skin healing, we generated *Itgbl1*^*CreERT2/CreERT2*^ mice, crossed them with green-to-red fluorescent-convertible Cre-reporter mice (*ROSA26*^*GRR/GRR*^) (Hasegawa et al, 2013), and examined the fate of *Itgbl1*-expressing cells in intact skin after tamoxifen-dependent recombination (Fig. 7E). *Itgbl1*-positive cells were located in the dermis and surrounding the hair follicles of intact skin of *Itgbl1*^*CreERT2/CreERT2*^*::ROSA26*^*GRR/GRR*^ mice (Fig. 7F). To trace the migration of *Itgbl1*-expressing cells from intact skin during skin repair, we made wounds in these mice on Day 7, after the last tamoxifen injection. On Day 7 post injury, *Itgbl1*-positive cells had migrated to the wound margin but were not yet recruited to the center of the wound (Fig. 7G). On Day 14 post injury, *Itgbl1*-positive cells were observed diffusely arranged in the upper layer of the wound (Fig. 7H). These results indicated that a proportion of *Itgbl1*-expressing cells in intact skin may contribute to granulation tissue formation and scarring.

The data presented above provide experimental evidence that a proportion of myofibroblasts express *Itgbl1*, and that these cells might play important roles in skin wound healing. To further explore the function of myofibroblast-derived *Itgbl1* in vivo, we generated mice with an *Itgbl1*-flox knock-in (*Itgbl1*^*flox/flox*^) using CRISPR-Cas technology as previously described (Tanimoto et al, 2022). These mice were crossed with *Tagln* Cre-reporter mice (*Tagln*^*Cre/Cre*^) to generate myofibroblast-specific *Itgbl1*-deficient mice (Fig. 7I). *Itgbl1* mRNA expression at skin wound sites of *Itgbl1*^*flox/flox*^::*Tagln*^*Cre/Cre*^ mice (0.058 ± 0.036) on Day 7 post injury was significantly decreased compared to *Itgbl1*^*flox/flox*^ mice (1.0 ± 0.44; *P* < 0.0001) (Fig. 7J). The gross appearance of aseptic healing on Day 7 post injury showed a significant delay in *Itgbl1*^*flox/flox*^::*Tagln*^*Cre/Cre*^ mice (64.4% ± 23) compared with that in *Itgbl1*^*flox/flox*^ mice (41.7% ± 9.5; *P* < 0.0001) (Fig. 7K,L). This delayed healing was accompanied by increased granulation tissue area (Fig. 7M,N), suggesting phenotypic similarity to *Itgbl1*^*−/*−^ mice (Appendix Fig. S6B,C). However, there were no significant differences in collagen fibril morphology within intact skin from *Itgbl1*^*flox/flox*^ (44.26 ± 6.79 nm) and *Itgbl1*^*flox/flox*^::*Tagln*^*Cre/Cre*^ (45.27 ± 9.47 nm) mice (Appendix Fig. S6D). Collectively, our findings indicate that: (1) expression of *Itgbl1* in *Acta2*^*high*^ myofibroblasts is important for granulation tissue formation; and (2) ITGBL1 is involved in regulating collagen assembly and fibrogenesis through myofibroblast differentiation-mediated antagonism of TGFβ1 and IL1β signaling from the proliferation to maturation phases of skin wound healing (Fig. 7O).

## Discussion

In this study, we integrated spatial transcriptome analysis with single-cell analysis to establish a novel, high-resolution spatial multiomics analysis method that reveals interactions among various cell types at different times and locations, while also identifying the major signal transduction pathways that mediate these interactions. Notably, our results demonstrate that a minority of time-specific *Acta2*^*high*^ fibroblasts play an important role in the fate of skin wound healing. Furthermore, by comparing wounds from WT and *PU.1*^*−/−*^ mice, we identified the inflammation-related scarring gene *Itgbl1* and showed that *Itgbl1* in *Acta2*^*high*^ myofibroblasts is important for granulation tissue formation.

In previous reports, the application of scRNA-Seq analysis has revealed the heterogeneity of dermal and wound fibroblasts in mice (Guerrero-Juarez et al, 2019; Mascharak et al, 2022) and humans (Ascensión et al, 2021; Theocharidis et al, 2022), while Foster and colleagues used integrated spatial multiomics to uncover the fate of fibroblasts (Foster et al, 2021). Thus far, no reports have utilized integrated spatial multiomics to analyze time-dependent changes in the comprehensive array of cell types and gene expression patterns involved in murine skin wound healing. Our development of the integrated spatial multiomics analysis method described in this paper has not yet reached the single-cell level of resolution, and so we are working on resolving technical challenges to advance this.

We have shown that *Acta2*^*high*^ myofibroblasts are critically important in the wound-healing process and in fibrosis development. *Acta2*^*high*^-expressing myofibroblasts can cause pathologies such as keloids (Deng et al, 2021). In the present study, we used single-cell analysis to demonstrate that *Acta2*^*high*^ myofibroblasts, which originate during the healing process, comprise a minority population of cells within wound granulation tissue. Additionally, using CellChat, we showed that inflammatory cell-derived IL1β might regulate fibroblast activation in the maturation phase. IL1β is a well-known pro-inflammatory cytokine that activates inflammatory cells and is upregulated in keloids (Ogawa, 2017). Wound healing in *Il1r1*^*−/−*^ mice, or those treated with an IL1 receptor antagonist, have previously shown reduced scarring (Thomay et al, 2009). Although many studies have been conducted regarding the activation of inflammation by IL1β, the molecular mechanisms of IL1β signaling in fibroblasts during tissue repair are largely unknown. Our study demonstrates that IL1β attenuates *Itgbl1*, *Col1α1*, *Col31α1*, and *Acta2* expression in TGF1β-stimulated fibroblasts, suggesting that IL1β participates in fibroblast transformation while antagonizing TGF1β signaling and inducing ECM protein expression during the granulation tissue formation and scarring processes.

Previously, in a comparison of wound tissue from WT versus *PU.1*^−*/*−^ mice, we identified inflammation-related mRNAs and miRNAs; we showed that one of these, *Spp1*, plays a critical role in scarring and can be molecularly targeted using therapeutic antisense oligodeoxynucleotides (Mori et al, 2008). In the present study, we identified *Spp1* as a positive control and revealed several gene candidates potentially involved in inflammation-related scarring. We identified the ECM gene *Itgbl1*, which is expressed in transforming *Acta2*^*high*^ and *Acta2*^*low*^ myofibroblasts affected by TGFβ1 and IL1β, and contributes to the regulation of collagen fibrillogenesis. Reportedly, *Spp1*^*−/−*^ mice exhibit less collagen organization into fibers than WT mice, resulting in smaller-diameter fibrils in their dermis (Liaw et al, 1998). The deposition of several ECM molecules, including collagen types I and III, depends on the presence and stability of fibronectin (Sottile et al, 2007). These observations indicate that fibronectin presence may affect the synthesis and/or turnover of other matrix components involved in the regulation of collagen fibril formation and bundling, either by affecting the types of collagen synthesized, or by associating with proteins present in the remodeling wound. In a recent study, the COL1A1 content at murine skin wound sites transfected with an *ITGBL1* overexpression plasmid was significantly increased after activation of dermal fibroblasts (Zou et al, 2022). Accordingly, we propose that collagen-binding ECM proteins regulate collagen fibrogenesis and may represent molecular targets for fibrosis therapy.

Fibroblasts have long been recognized as the primary source of ECM. Nevertheless, recent studies have also shed light on the significant contributions of macrophages to ECM production (Chang et al, 2012; Schnoor et al, 2008) and scarring (Simões et al, 2020). During the transition period between the inflammatory and proliferation phases, macrophage-derived ECM may contribute to anchorage-dependent infiltration of fibroblasts to wound sites. Interestingly, our CellChat analysis revealed that some macrophage subclusters (M1, M3, M4, M6) expressed FN1, which aids in anchoring cells to the dermal ECM and is involved in cell adhesion and migration (Patten and Wang, 2021). These subclusters also interact with inflammatory cells and minority fibroblast subclusters on Day 3 post injury. These findings suggest that macrophages, acting in the early stages after injury, promote the initiation of granulation tissue formation to support migration, proliferation, and transformation of fibroblasts from intact skin. We are further investigating this possible role for macrophages.

Looking ahead, we aim to further refine these multiomics methods to achieve even higher resolution of gene expression in single cells within wound tissue. This refinement will ultimately illuminate the intricate relationships between inflammation, tissue repair, and the genes involved in fibrosis. We anticipate that the findings of this study will contribute to a deeper understanding of these biological processes and drive the development of clinical applications.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6J (*M. musculus*)	Jackson Lab Japan	000664
Crl:CD1(ICR) (*M. musculus*)	Jackson Lab Japan	022
PU.1^−/−^, C57BL/6J (*M. musculus*)	de Kerckhove et al, 2018	N/A
Itgbl1^−/−^, C57BL/6J (*M. musculus*)	This study	C57BL/6-Itgbl1^em4(null)Rmori^
Itgbl1^(flox)^, C57BL/6J (*M. musculus*)	This study	C57BL/6-Itgbl1^em2(flox)Rmori^
Itgbl1^(tdTomato)^, C57BL/6J (*M. musculus*)	This study	C57BL/6-Itgbl1^em1(tdTomato)Rmori^
Itgbl1^(Cre/ERT2)^, C57BL/6J (*M. musculus*)	This study	C57BL/6-Itgbl1^em3(Cre/ERT2)Rmori^
LysM^(EGFP)^, C57BL/6J (*M. musculus*)	Faust et al, (2000)	Prof. Thomas Graf, CRG, Spain
ROSA26^(GRR)^, C57BL/6N (*M. musculus*)	RIKEN BRC	RBRC04874
Tagln^(Cre)^, C57BL/6J (*M. musculus*)	Jackson Lab	7491
Murine primary dermal fibroblasts (*M. musculus*)	This study	N/A
Human primary dermal fibroblasts (*H. sapiens*)	Thermo Fisher Scientific	C0135C
Human skin-derived fibroblast (*H. sapiens*)	This study	N/A
Keloid-derived fibroblasts (*H. sapiens*)	This study	N/A
**Recombinant DNA**		
pIRES-creERT2-Itgbl1	This study	N/A
pIRES-tdTomato-Itgbl1	This study	N/A
pflox-Itgbl1	This study	N/A
**Antibodies**		
alpha smooth muscle Actin	abcom	ab5694
Goat anti-rabbit-Alexa488	Thermo Fisher Scientific	A-11008
**Oligonucleotides and other sequence-based reagents**		
TaqMan Probe, Itgbl1 (*M. musculus*)	Applied Biosystems	Assay ID: Mm00520935_m1
TaqMan Probe, ITGBL1 (*H. sapiens*)	Applied Biosystems	Assay ID: Hs01557019_m1
TaqMan Probe, Acta2 (*M. musculus*)	Applied Biosystems	Assay ID: Mm00725412_s1
TaqMan Probe, ACTA2 (*H. sapiens*)	Applied Biosystems	Assay ID: Hs00426835_g1
TaqMan Probe, Col1a1 (*M. musculus*)	Applied Biosystems	Assay ID: Mm00801666_g1
TaqMan Probe, COL1A1 (*H. sapiens*)	Applied Biosystems	Assay ID: Hs00164004_m1
TaqMan Probe, Col3a1 (*M. musculus*)	Applied Biosystems	Assay ID: Mm00802300_m1
TaqMan Probe, COL3A1 (*H. sapiens*)	Applied Biosystems	Assay ID: Hs00943809_m1
TaqMan Probe, Gapdh (*M. musculus*)	Applied Biosystems	Assay ID: Mm99999915_g1
TaqMan Probe, GAPDH (*H. sapiens*)	Applied Biosystems	Assay ID: Hs02786624_g1
PCR primer	This study	Dataset EV11
Alt-R CRISPR-Cas9 crRNA	IDT	Dataset EV11
Alt-R CRISPR-Cas9 tracrRNA	IDT	1072533
**Chemicals, enzymes, and other reagents**		
KOD-FX	TOYOBO	KFX-101
Tamoxifen	Merck	T5648-1G
Corn oil	Sigma-Aldrich	C8267-500ML
Whole skin dissociation kit	Miltenyi Biotec	130-101-540
Lysis Buffer	BD Biosciences	555899
Debris Removal Solution	Miltenyi Biotec	130-109-398
LIVE/DEAD Viability/Cytotoxicity Kit for mammalian cells	Thermo Fisher Scientific	L3224
Countess Cell Counting Chamber Slides	Thermo Fisher Scientific	C10228
Chromium Next GEM Single Cell 3’ Reagent Kit v3.1 Dual Index	10× Genomics	1000269
Visium Spatial Gene Expression Slides & Reagents Kit	10× Genomics	1000187
Visium Accessory Kit	10× Genomics	1000194
Dual Index Kit TT Set A	10× Genomics	1000215
Tissue-Tek OCT Compound	Sakura Finetek Japan	4583
Water-deionized and sterilized	Nacalai Tesque	06442-95
Ethanol (99.5) nuclease and protease tested	Nacalai Tesque	08948-25
Isopentane	Nacalai Tesque	26404-75
4% paraformaldehyde solution	Nacalai Tesque	09154-85
Picro-Sirius Red Stain Kit (For Collagen)	ScyTek Laboratories	PSR-1
RNAscope 2.5 HD Reagent Kit-RED	Advanced Cell Diagnostics	322350
miRNeasy Tissue/Cells Advanced Mini Kit	Qiagen	217684
TruSeq stranded mRNA sample prep kit	Illumina	20020595
T-PER Tissue Protein Extraction Reagent	Thermo Fisher Scientific	78510
Protease inhibitor	Nacalai Tesque	25955-24
IL1β mouse ELISA kit	R&D systems	MLB00C
QuickZyme Hydroxyproline Assay kit	QuickZyme Bioscience	QZBHYPRO1
2-mL polypropylene-lined screw cap microtubes	Sarstedt	72694-100002
6 mol/L Hydrochloric acid	FUJIFILM Wako Chemicals	084-05425
Human Fibroblast Expansion Basal Medium	Thermo Fisher Scientific	M106500
Low Serum Growth Supplement	Thermo Fisher Scientific	S-003-10
Dispase I	FUJIFILM Wako Chemicals	386-02271
Recombinant Mouse TGFβ1 protein	R&D Systems,	7666-MB
HumanKine recombinant human TGFβ1 protein	Proteintech Group	HZ-1011
HumanKine recombinant human IL1β protein	Proteintech Group	HZ-1164
**Software**		
BioTuring Browser	BioTuring	N/A
NIS-Elements C software version 4.13	Nikon Solutions	N/A
AR software version 4.0	Nikon Solutions	N/A
IMARIS 7.7.2	Oxford Instruments	N/A
ImageJ	https://imagej.net/ij/	N/A
Loupe Browser software	10× Genomics	N/A
CASAVA 1.8.2 software	Illumina	N/A
Cuffnorm version 2.2.1	Trapnell et al, 2010	
GraphPad Prism software version 10	GraphPad Software	N/A
**Other**		
Charles River-LPF diet	Oriental Yeast	CR-LPF
Dermo Camera	CASIO COMPUTER	DZ-D100
4-mm biopsy punch	Kai Industries	BP-40F
6-mm biopsy punch	Kai Industries	BP-60F
PI-200	Kurabo Industries	N/A
gentleMACS Dissociator	Miltenyi Biotec	130-093-235
Countess II FL Automated Cell Counter	Thermo Fisher Scientific	AMQAF1000
Chromium Controller	10× Genomics	1000202
DNBSEQ-G400RS (MGISeq2000) DNBSEQ-G400RS is the original product name as MGISEQ-2000RS.	MGI Tech	N/A
Confocal microscopy C2+	Nikon Solutions	N/A
TissueLyzer II	Qiagen	85300
QuantStudio 12 K Flex	Applied Biosystems	QS-OA03
ThermoMax microplate reader	Molecular Devices	8254-30-1012

### Mice and the wound model

All experiments were conducted in accordance with the provisions of the Ethics Review Committee for Animal Experimentation at Nagasaki University. All adult mice were kept in a barrier facility (temperature; 22–25 °C, 12 h light/dark cycle) under specific-pathogen-free conditions. Mice were fed ad libitum with the Charles River-LPF diet (360 kcal/100 g body weight; 13% fat, 26% protein, and 61% carbohydrate; Oriental Yeast, Tokyo, Japan). C57BL/6J age-matched male mice (age, 7–12 weeks) (Jackson Laboratory Japan Inc., Kanagawa, Japan) and other *Itgbl1* transgenic mice (age, 7–12 weeks) were anesthetized; four full-thickness excisional wounds were aseptically made in the shaved dorsal skin using a 4-mm biopsy punch (Kai Industries, Gifu, Japan). Wound tissues were harvested with a 6-mm biopsy punch.

The *PU.1*^*−/−*^ mouse line was described previously (de Kerckhove et al, 2018). One-day-old pups received anesthesia and full-thickness 1-cm incisional wounds in the dorsal skin. The wounds were harvested 24 h after injury.

C57BL/6-*Itgbl1*^*em2(flox)Rmori*^ mice were crossed with Transgelin (*Tagln*)-Cre knock-in mice (stock no. 17491; Jackson Laboratory, ME, USA) to generate conditional knockout mice with *Tagln*-expressing cells.

C57BL/6-*Itgbl1*^*em1(tdTomato)Rmori*^ mice were crossed with *LysM-EGFP* mice (de Kerckhove et al, 2018) to generate *Itgbl1*^*Tom/Tom*^*::LysM*^*EGFP/EGFP*^ mice.

C57BL/6-*Itgbl1*^*em3(Cre/ERT2)Rmori*^ mice were crossed with green-to-red fluorescent-convertible Cre-reporter mice (*ROSA26*^*GRR/GRR*^, stock no. RBRC04874; RIKEN BRC, Ibaraki, Japan) (Hasegawa et al, 2013) to generate *Itgbl1*^*CreERT2/CreERT2*^*::ROSA26*^*GRR/GRR*^ mice.

For wound area analysis, each wound region was digitally photographed without blinding using a Dermo Camera (CASIO COMPUTER Co. Ltd., Tokyo, Japan) at the indicated time intervals. Digital images of the wound areas were measured using ImageJ software.

### Generation of whole-body *Itgbl1*^*−/*−^ and *Itgbl1*^*flox/+*^ mice

Two mouse genomic sequences (5´-GTCTGATCCCATAGCCTGTA-3´ and 5´-CACAACTAGAGTTACCTTGA-3´) from introns 1 and 2 of *Itgbl1* were selected as the CRISPR target. We purchased synthetic CRISPR RNA (crRNA) containing this target sequence from Integrated DNA Technologies Inc. (Coralville, IA, USA). The flox donor plasmid, *pflox-Itgbl1*, carried the genomic region from 207 base pairs (bp) upstream of exon 1 to 1246 bp downstream of exon 2 of *Itgbl1*. Two loxp sequences were inserted in the donor vector, one at 548 bp upstream and one at 343 bp downstream of exon 2 of the gene.

The CRISPR-Cas9 ribonucleoprotein complex and each donor DNA were microinjected into zygotes of C57BL/6J mice (Jackson Laboratory Japan, Kanagawa, Japan), in accordance with our previous report (Tanimoto et al, 2022). Subsequently, microinjected zygotes were transferred into the oviducts of pseudopregnant female ICR mice (Jackson Laboratory Japan), and newborns were obtained.

To confirm the designed flox allele, genomic DNA was purified from the tail using PI-200 (Kurabo Industries Ltd., Osaka, Japan), in accordance with the manufacturer’s protocol. Genomic PCR was performed with KOD-Fx (Toyobo, Osaka, Japan). Primers *Itgbl1* dflox long inLeF (5´-ACAGGAAAGAATAGCGTGGATTTGGAAC-3´) and *Itgbl1* dflox long RiR (5´-ACCTATGATTTGTTGCATGCTCAGGAAG-3´) were used to detect the knockout and flox alleles. Additionally, we checked the random integration of donor DNA by PCR amplification of the ampicillin resistance gene using primers Amp detection-F (5´-TTGCCGGGAAGCTAGAGTAA-3´) and Amp detection-R (5´-TTTGCCTTCCTGTTTTTGCT-3´).

### Generation of knock-in *Itgbl1*-tdTomato mice and *Itgbl1*-CreERT2 knock-in mice

We selected a sequence (5´-AATATCCTTAATGATCCCAT-3´) encompassing the termination codon of *Itgbl1* as the CRISPR target and purchased synthetic crRNA containing this target from Integrated DNA Technologies. In the *pItgbl1-tdTomato* donor DNA, we placed the IRES-tdTomato-rabbit beta-globin polyadenylation (*rGpA*) signal sequence between the 5´ and 3´ homology arms. We constructed *pItgbl1-CreERT2* donor DNA using the same approach: the 5´-homology arm is the genomic region from 1021 bp upstream to 6 bp downstream of the *Itgbl1* termination codon, and the 3´-homology arm is the genomic region from 7 bp downstream to 925 bp downstream of the *Itgbl1* termination codon.

The CRISPR-Cas9 ribonucleoprotein complex and each donor DNA were microinjected into zygotes of C57BL/6J mice (Jackson Laboratory Japan), in accordance with our previous report (Tanimoto et al, 2022). Subsequently, microinjected zygotes were transferred into the oviducts of pseudopregnant female ICR mice (Jackson Laboratory Japan), and newborns were obtained.

To confirm the designed knock-in allele, genomic DNA was purified from the tail using PI-200 (KURABO INDUSTREIS LTD., Osaka, Japan), in accordance with the manufacturer’s protocol. Genomic PCR was performed with KOD-Fx (Toyobo). Primers *Itgbl1* screening 5F (5´-AGCTCCCCTCTGAGAAGCAGCTATTCAA-3´) and *Itgbl1* screening 3Rv (5´-TGCAAGAGAACCCCAAATATTGTACATT-3´) were used to detect the correct knock-in allele. Additionally, we checked the random integration of donor DNA by PCR amplification of the ampicillin resistance gene using primers Amp detection-F (5´-TTGCCGGGAAGCTAGAGTAA-3´) and Amp detection-R (5´-TTTGCCTTCCTGTTTTTGCT-3´).

### Tamoxifen treatment

Tamoxifen (Merck KGaA, Darmstadt, Germany) was prepared as a 20 mg/mL stock solution in corn oil. The administration of corn oil alone was used as vehicle control. Mice were intraperitoneally administered tamoxifen (~30 g/body weight) from a 2 mg/100 μL solution for 4 consecutive days. Tissues were harvested on Day 7, after the last injection of tamoxifen. Tamoxifen administration did not alter the body weight or condition of the mice.

### Single-cell analysis

Harvested wound tissue (4-mm diameter) was pooled from four samples and dissociated using a whole skin dissociation kit (Miltenyi Biotec Inc., Bergisch Gladbach, Germany), in accordance with the manufacturer’s instructions. Briefly, tissues were minced and incubated in enzymes for 1 h at 37 °C. After incubation, cell aggregates were mechanically dissociated using a gentleMACS Dissociator (Miltenyi Biotec Inc.). Single-cell suspensions were treated with Lysis Buffer (BD Biosciences). Dead cells and debris were removed using Debris Removal Solution (Miltenyi Biotec Inc.). Live cells were detected with a LIVE/DEAD Viability/Cytotoxicity Kit for mammalian cells (Thermo Fisher Scientific, MA, USA) and a Countess II FL Automated Cell Counter (Thermo Fisher Scientific).

Single-cell suspensions and unsorted cells were captured by a droplet-based device (Chromium Controller, 10× Genomics, Pleasanton, CA, USA). The cDNA libraries were constructed using a Chromium Next GEM Single Cell 3’ Reagent Kit v3.1 (Dual Index; 10× Genomics). Sequencing was performed on a DNBSEQ-G400RS platform (MGI Tech Co. Ltd., Shenzhen, China). BioTuring Browser (BioTuring Inc., San Diego, CA, USA) was used to perform downstream functional analysis of scRNA-Seq data.

### Spatial transcriptome analysis

Comprehensive spatial transcriptome analysis was performed using Visium Spatial Gene Expression Solution (10× Genomics), in accordance with the manufacturer’s instructions. Briefly, harvested wound tissue (Day 3, Day 7, and Day 14; *n* = 1) was fixed by isopentane, placed in liquid nitrogen, and embedded with Tissue-Tek OCT Compound (Sakura Finetek Japan Co. Ltd., Tokyo, Japan). Each frozen slice (10-µm thickness) was placed on a Tissue Optimization Slide and a Gene Expression Slide containing the spatial barcode, unique molecular identifier, and poly deoxythymidine (dT) arrayed on each 50-µm diameter spot. Slices were stained with hematoxylin and eosin (H&E) and were permeabilized to captured mRNAs by poly(dT), after which the cDNA library was constructed for RNA sequencing (RNA-Seq). RNA-Seq was performed on the MGISeq2000 platform in 28 + 100 or 28 + 120 base paired-end mode. Raw sequencing data were converted to expression matrices using Space Ranger (version spaceranger-1.3.0, 10× Genomics). H&E-stained image data and RNA-Seq data were overlapped to visualize mRNA expression while maintaining tissue morphology. Finally, data were analyzed with an automatic clustering algorithm of the Loupe Browser software (10× Genomics), and pathologic annotations were made directly on H&E images.

### Histology

Harvested tissues were fixed in 4% paraformaldehyde (PFA) overnight and embedded in paraffin or Tissue-Tek OCT Compound. All specimens were cut into 6-µm-thick sections and subjected to H&E staining, in situ hybridization (ISH), picrosirius red staining, and immunohistochemistry for myofibroblast using anti-alpha smooth muscle antibody (Abcom, ab5694). Areas of granulation tissue was quantified as previously described (de Kerckhove et al, 2018). Observations were made via confocal microscopy on a C2+ system (Nikon Solutions, Tokyo, Japan). NIS-Elements C software version 4.13 (Nikon Solutions), AR software version 4.0 (Nikon Solutions), or IMARIS 7.7.2 (Oxford Instruments, Oxford, UK) were used for data analysis.

### ISH

ISH was performed using RNAscope (Advanced Cell Diagnostics Inc., Hayward CA, USA), in accordance with the manufacturer’s instructions. Briefly, 4% PFA perfusion-fixed tissues were embedded in paraffin. Sections (6-µm) were deparaffinized and incubated with hydrogen peroxide for 10 min at room temperature. After washing with distilled water, sections were treated with target retrieval solution for 15 min at 100 °C (mild boiling) and re-washed with distilled water. Sections were incubated with 100% EtOH for 5 min, dried for 15 min at 60 °C, treated with protease for 30 min at 40 °C, and washed in distilled water. Sections were treated with in situ probes for 2 h at 40 °C and developed using Fast Red. Counter-staining was conducted using Gill’s hematoxylin.

### TEM and morphological analysis of collagen

TEM and morphological analysis of collagen were performed as previously described (Mori et al, 2008).

### mRNA sequencing

Harvested tissues were homogenized using TissueLyzer II (Qiagen, Venlo, the Netherlands) and RNA was extracted/purified using a miRNeasy Tissue/Cells Advanced Mini Kit (Qiagen), in accordance with the manufacturer’s instructions. Library preparation for mRNA sequencing was performed using a TruSeq stranded mRNA sample prep kit (Illumina), in accordance with the manufacturer’s instructions. Sequencing was performed on a DNBSEQ-G400RS platform (MGI Tech Co. Ltd., Shenzhen, China) in a 75-base single-end mode. Illumina CASAVA 1.8.2 software was used for base calling. Sequenced reads were mapped to the mouse mm10 reference genome. The fragments per kilobase of exon per million mapped fragments (FPKMs) were calculated using Cuffnorm version 2.2.1.

### CellChat receptor-ligand analysis

Potential cell–cell interactions at skin wound sites were clarified using the CellChat platform (https://github.com/sqjin/CellChat) (Jin et al, 2021). A CellChat object was created with normalized scRNA-Seq data to infer cell communication between clusters (corresponding to subpopulations of macrophages, fibroblasts, dendritic cells, neutrophils, B cells, T cells, pericytes, epithelial cells, endothelial cells, mesenchymal cells, and Schwann cells) and to explore the differences between two samples (Days 7 and 14). CellChatDB mouse was used as a database of ligand-receptor interactions.

### Cell-type deconvolution and cell–cell communication analysis for spatial transcriptome data

To elucidate the cellular composition at skin wound sites measured by the Visium platform, cell-type deconvolution was performed using the RCTD algorithm implemented in the spacexr package (https://github.com/dmcable/spacexr). The scRNA-Seq data, previously annotated with 11 cell types (identical to CellChat analysis), served as the reference; the ratio of cell types on each Visium spot was calculated. Visualization of cellular composition was then performed using the “SpatialFeaturePlot” function in the Seurat package. Analyses of cell–cell communication for signal direction at skin wound sites were performed using the COMMOT platform (https://github.com/zcang/COMMOT) (Cang et al, 2023).

### qPCR

qPCR was performed as previously described (de Kerckhove et al, 2018). Briefly, harvested tissues were homogenized by TissueLyzer II (Qiagen), and total mRNA samples were extracted/purified using an miRNeasy Tissue/Cells Advanced Kit (Qiagen), according to the manufacturer’s instructions. mRNA quantification was performed with TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA, USA) using a QuantStudio 12K Flex (Applied Biosystems).

### Enzyme-linked immunosorbent assays (ELISAs)

Total protein extraction was performed as previously described (de Kerckhove et al, 2018). Briefly, harvested tissues were homogenized using a TissueLyzer II (Qiagen) and T‐PER Reagent (Thermo Fisher Scientific) containing proteinase inhibitors. Sample proteins were filtered using an Ultrafree‐MC 0.45‐μm filter (Millipore). IL1β concentrations were measured with an IL1β mouse ELISA kit (R&D Systems, Minneapolis, MN, USA).

### Hydroxyproline analysis

Hydroxyproline assays were performed using the QuickZyme Hydroxyproline Assay kit (QZBHYPRO1, QuickZyme Bioscience, Netherlands), in accordance with the manufacturer’s instructions. In summary, samples were placed in 2-mL polypropylene-lined screw cap microtubes (#72694-100002, Sarstedt, Germany) and mixed with 200 µL of 6 M HCl per tube, then subjected to brief centrifugation. The tubes were then incubated at 95 °C for 20 h. After the tubes had been cooled to room temperature, they were centrifuged at 13,000 × *g* for 10 min to separate the supernatant from precipitated particles. The resulting supernatants were diluted with 0.5 volume of distilled water for adjustment to 4 M HCl. For the assay, samples were further diluted at a 1:20 ratio with 4 M HCl. Then, 35 µL of the diluted samples and standards were pipetted into separate microplate wells. Each well received 75 µL of assay buffer; the plate was sealed and incubated at room temperature for 20 min with agitation to ensure complete mixing. Subsequently, 75 µL of detection reagents were added to each well, and the plate was incubated at 60 °C for 1 h; this was followed by cooling to room temperature. Absorbance at 570 nm was measured with a ThermoMax microplate reader (8254-30-1012, Molecular Devices, CA, USA).

### Cell culture

Murine primary dermal fibroblasts were isolated as follows. Briefly, shaved murine dorsal skin tissue (2 cm^2^) was incubated in Gibco Human Fibroblast Expansion Basal Medium supplemented with Gibco Low Serum Growth Supplement (Thermo Fisher Scientific) including dispase I (500 unit/mL; FUJIFILM Wako Chemicals, Tokyo, Japan) and Gibco Antibiotic-Antimycotic (Thermo Fisher Scientific) for 16 h at 4 °C. The epidermis was detached, and dermis tissue was minced to 1 mm^2^. Minced tissue was dissociated using a Whole Skin Dissociation Kit, human (Miltenyi Biotech Inc.), in accordance with the manufacturer’s instructions. Murine primary dermal fibroblasts were cultured using a Gibco Human Fibroblast Expansion Basal Medium supplemented with Gibco Low Serum Growth Supplement (Thermo Fisher Scientific).

Adult human primary dermal fibroblasts (C0135C; Thermo Fisher Scientific) were cultured using Gibco Human Fibroblast Expansion Basal Medium supplemented with Gibco Low Serum Growth Supplement (Thermo Fisher Scientific).

Murine and human primary fibroblasts were treated with Recombinant Mouse TGFβ1 protein (R&D Systems), HumanKine recombinant human TGFβ1 protein, and IL1β protein (Proteintech Group Inc., Rosemont, IL, USA).

### Human skin samples

Human skin samples were harvested from adult male and female Japanese patients during elective plastic surgery, and diagnosis of keloid was confirmed by routine pathological examination. All procedures involving human subjects were approved by the Keio University Institutional Review Board (IRB No. 1101-116-353), and volunteers provided written informed consent. This study was conducted in accordance with the World Medical Association Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Statistical analysis

Data are expressed as means ± standard deviations. The statistical significance of differences between means was assessed by analysis of variance (ANOVA) followed by Tukey’s test for multiple comparisons, Dunnett’s multiple comparisons test, or an unpaired Student’s *t*-test followed by Welch’s test for analysis of two groups only. Multiple comparison tests were performed using two-way ANOVA followed by the Sidak multiple comparisons test in GraphPad Prism software (GraphPad Software, San Diego, CA, USA).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Dataset EV10

Dataset EV11

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 6

Expanded View Figures

## Data Availability

The reported Visium, scRNA-Seq, and mRNA-Seq data are available in the NCBI Gene Expression Omnibus under accession no. GSE234272 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234272). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00322-3.

# Supplementary material for: Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring
**Source:** EMBO Rep. 2024 Nov 18;26(1):122–52. doi: 10.1038/s44319-024-00322-3
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring**

Sang-Eun Kim, Ryota Noda, Yu-Chen Liu, Yukari Nakajima, Shoichiro Kameoka, Daisuke Motooka, Seiya Mizuno, Satoru Takahashi, Kento Takaya, Takehiko Murase, Kazuya Ikematsu, Katsiaryna Tratsiakova, Takahiro Motoyama, Masahiro Nakashima, Kazuo Kishi, Paul Martin, Shigeto Seno, Daisuke Okuzaki and Ryoichi Mori

#### **Table of contents**

**Appendix Figure S1.** Identification of cell types at skin wound sites (p. 2).

**Appendix Figure S2.** Subclustering of cell types at skin wound sites (p. 3).

**Appendix Figure S3.** Specific impacts of IL1 $\beta$  signaling on the F4 fibroblast subcluster (p. 4).

**Appendix Figure S4.** Special transcriptome analysis using the Visium platform (p. 5).

**Appendix Figure S5.** Gene expression at wound sites in WT and *Itgb1*<sup>-/-</sup> mice (p. 6).

**Appendix Figure S6.** Collagen fibril morphology and skin wound healing in WT and *Itgb1* transgenic mice (pp. 7-8).

**Appendix Figure S7.** Regulation of *Itgb1* expression in MDF and HDF treated with TGF $\beta$ 1 (p. 9).

**Appendix Table S1.** References for marker genes in macrophage subclusters (p. 10).

**Appendix Table S2.** References for marker genes in fibroblast subclusters (p. 11).

**References** (pp. 12-18)

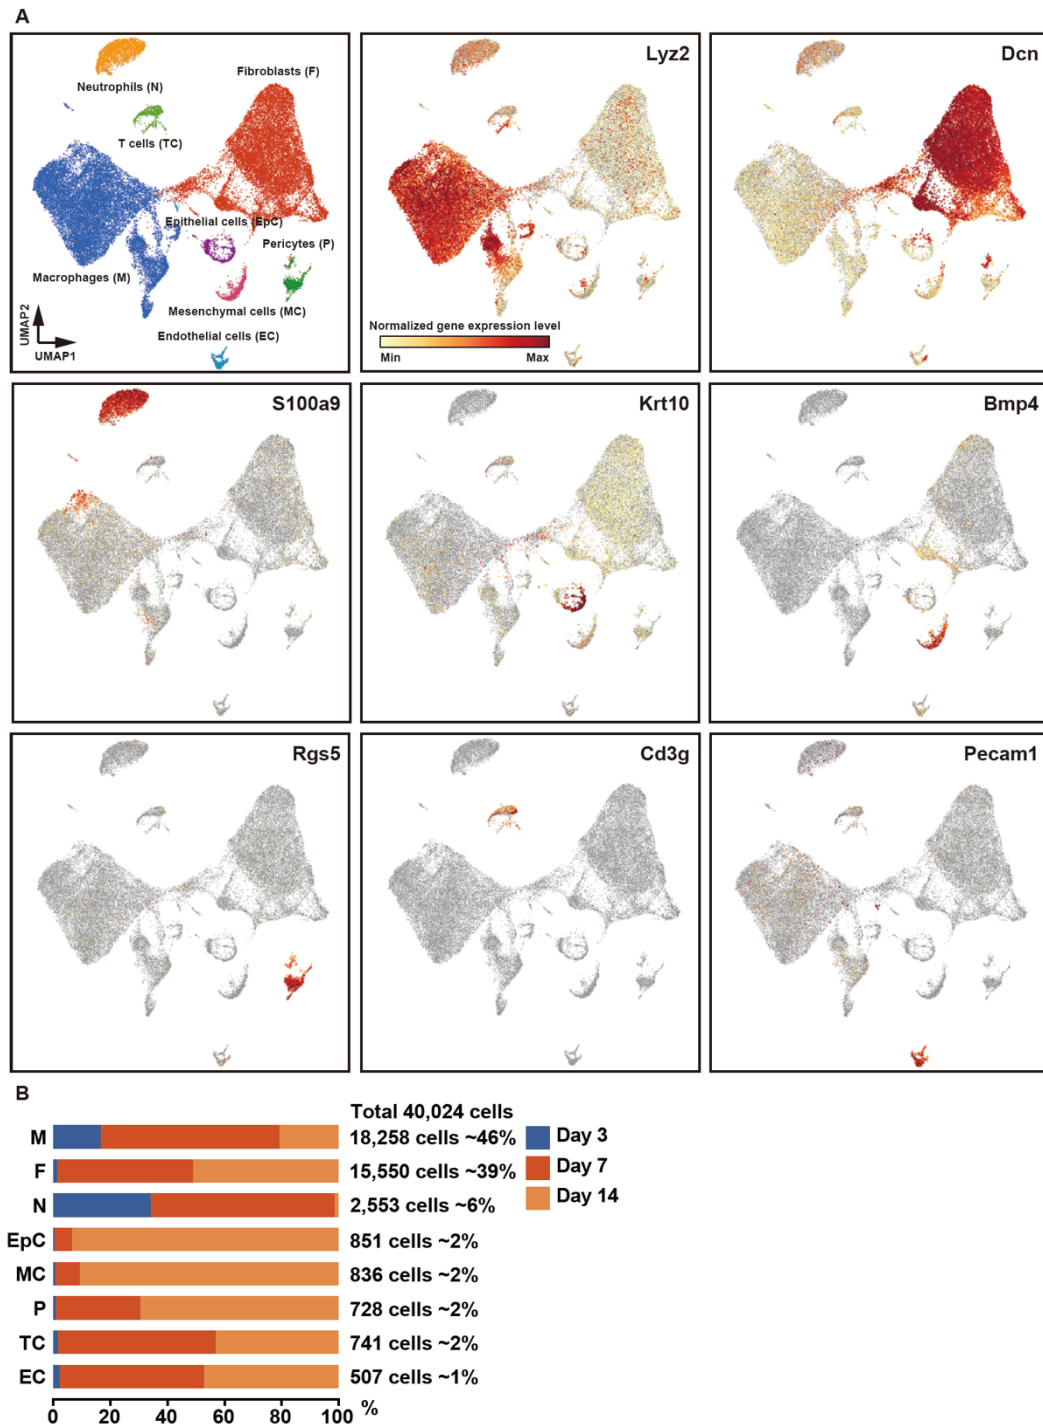

**Appendix Figure S1. Identification of cell types at skin wound sites.**

A. UMAP plot of 40,024 cells from integrated data collected on Days 3 (4,117 cells), 7 (21,476 cells), and 14 (14,431 cells) post skin wounding, showing each cell type expressing a characteristic marker gene. N: neutrophils (*S100a9*); TC: T cells (*Cd3g*); M: macrophages (*Lyz2*); F: fibroblasts (*Dcn*); EpC: epithelial cells (*Krt10*); MC: mesenchymal cells (*Bmp4*); P: pericytes (*Rgs5*); EC: endothelial cells (*Pecam1*).

B. Unsupervised hierarchical clustering showing relatedness of each cluster and proportions of cells on Days 3 (blue), 7 (red), and 14 (orange) post skin injury illustrated as a bar plot.

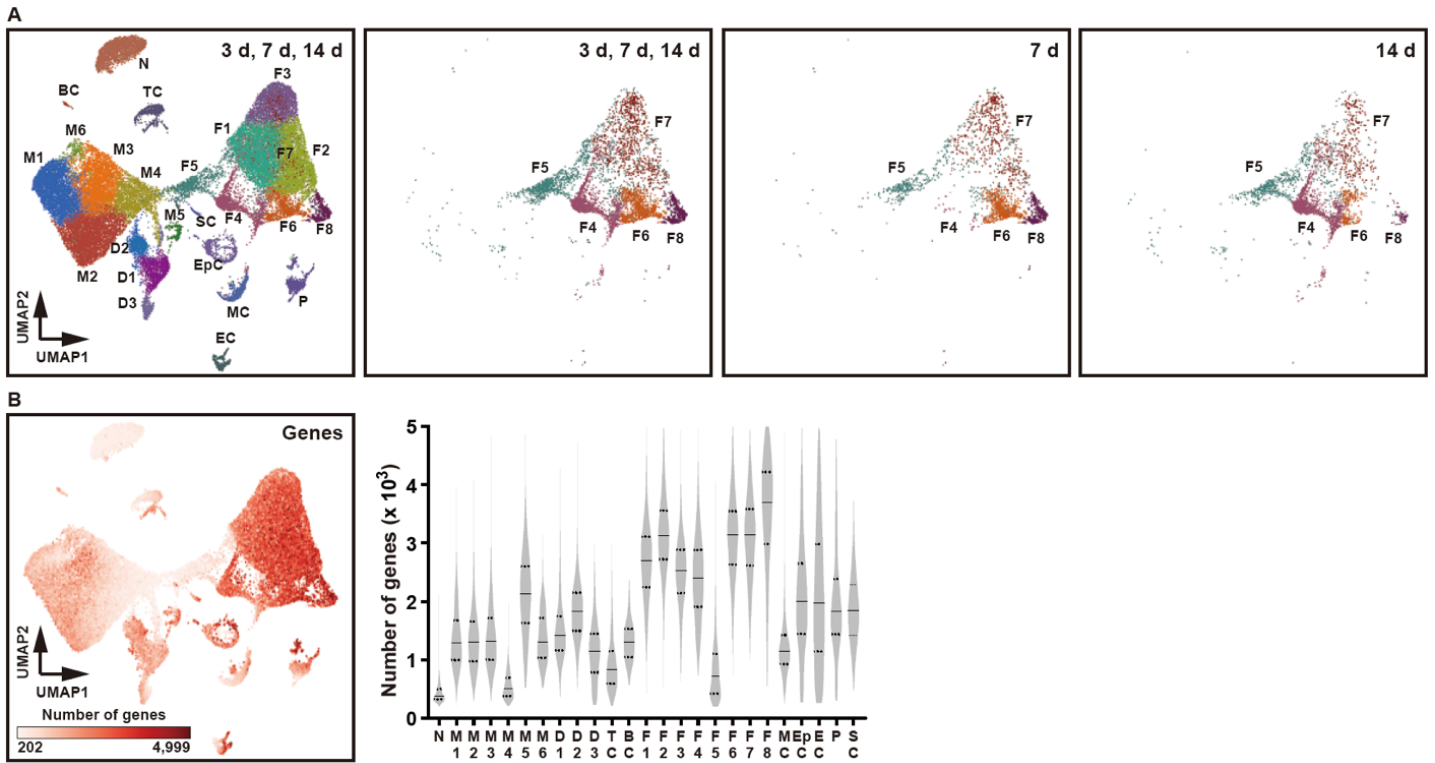

### Appendix Figure S2. Subclustering of cell types at skin wound sites.

A. UMAP plot of 40,024 cells from integrated data collected on Days 3 (4,117 cells), 7 (21,476 cells), and 14 (14,431 cells) post skin wounding, showing subcluster F7 on each day.

B. UMAP plot (left) showing gene expression levels across 40,024 cells from Days 3, 7, and 14 (left panel), and violin plot (right) showing the number of genes (right panel) expressed in the different subclusters and cell types. N: neutrophils; TC: T cells; BC: B cells; M: macrophages; D: dendritic cells; F: fibroblasts; EpC: epithelial cells; MC: mesenchymal cells; P: pericytes; EC: endothelial cells; SC: Schwann cells.

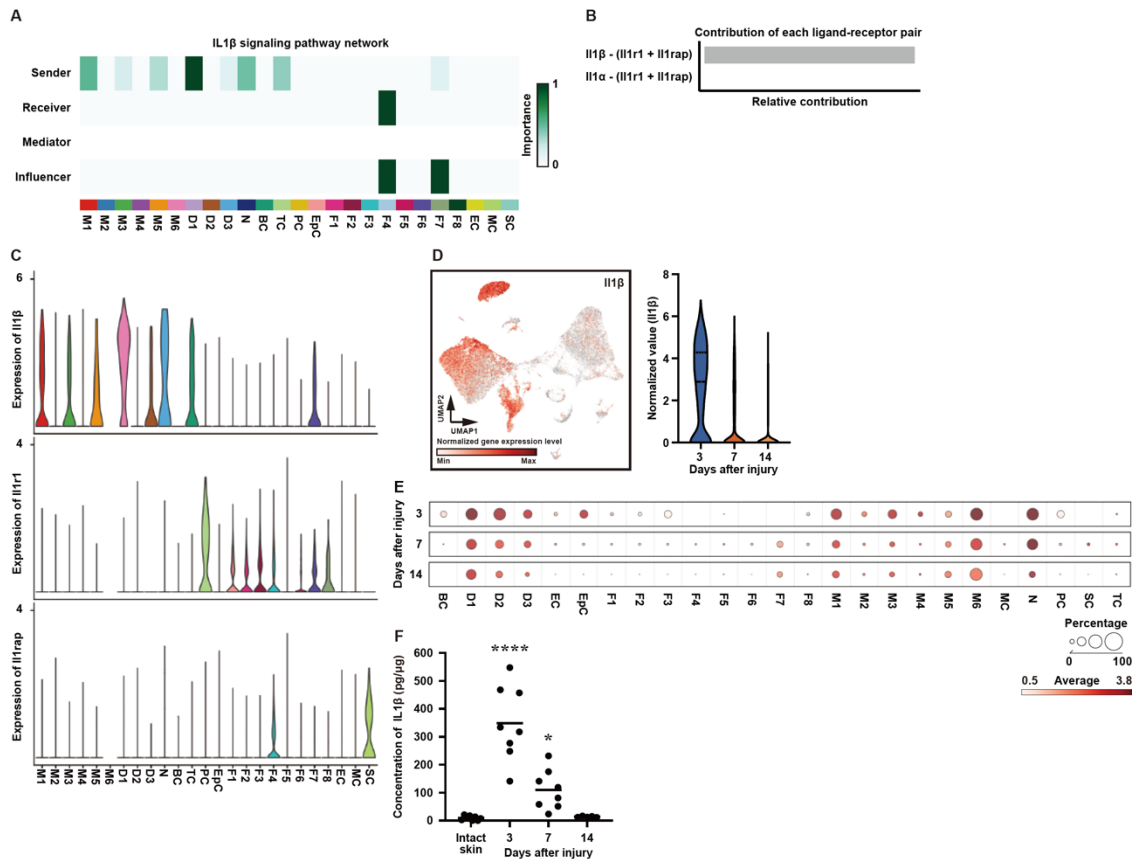

### Appendix Figure S3. Specific impacts of IL1 $\beta$ signaling on the F4 fibroblast subcluster.

A. Visualization of the computed network centrality scores for IL1 $\beta$  signaling on Day 14 post injury using CellChat.

B. Analysis of the contribution of each IL1 $\beta$  ligand and IL1r1/IL1rap receptor pair on Day 14 post injury using CellChat.

C. Expression analysis of IL1 $\beta$ , IL1r1, and IL1rap on Day 14 post injury using CellChat. Note that only the F4 fibroblast subcluster expressed IL1r1 and IL1rap, which are necessary for IL1 $\beta$  signaling.

D. UMAP plots (left) and violin plots (right) of normalized IL1 $\beta$  expression levels from integrated data collected on Days 3, 7, and 14 post injury.

E. Bubble heatmap of IL1 $\beta$  expression in each cell subcluster.

F. IL1 $\beta$  protein expression at wound sites in WT mice on intact skin, Days 3, 7, and 14 post injury (intact skin, Day 3 and 7;  $n = 8$ , Day 14;  $n = 5$ ).

Data information: All values represent the mean (F). One-way ANOVA followed by Dunnett's multiple comparisons test (control vs sample) was used to generate the indicated  $P$  values; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

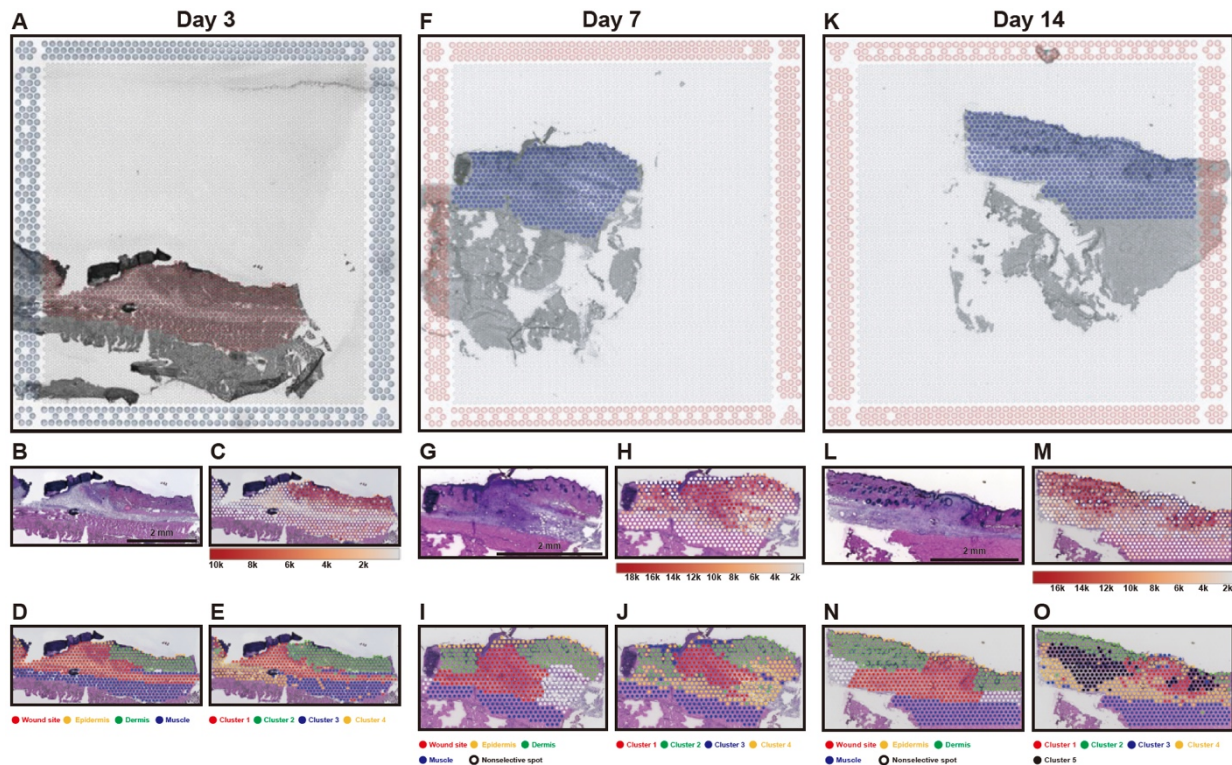

#### Appendix Figure S4. Special transcriptome analysis using the Visium platform.

Skin wound sites on Days 3 (A–E), 7 (F–J), and 14 (K–O) post injury. (A, F, K) Original Visium photographs, with selected spots indicating the region of interest. (B, G, H) H&E staining. (C, H, M) Visualization of gene expression levels in skin wound tissue at each spot, with spot colors indicating the unique molecular identifier (UMI) count. Heat maps indicate UMI expression levels. (D, I, N) Tissue plots with spot colors indicating results of manual clustering. (E, J, O) Tissue plots with spot colors indicating results of computational clustering analysis.

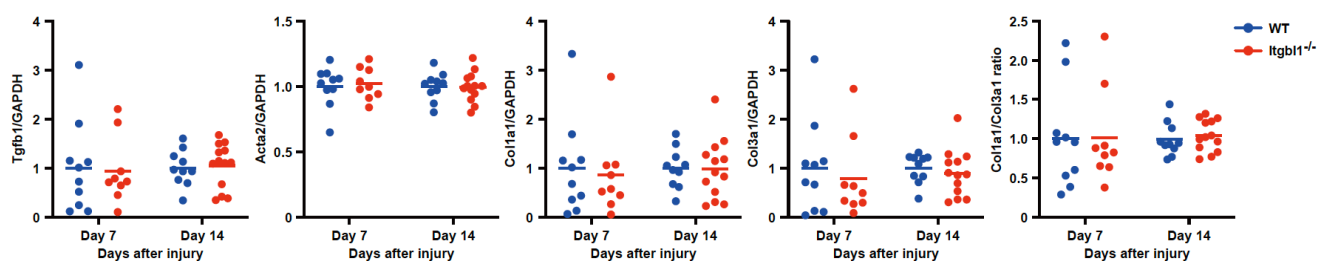

**Appendix Figure S5. Gene expression at wound sites in WT and *Itgbl1*<sup>-/-</sup> mice.**

qPCR analyses of *Tgfb1*, *Acta2*, *Col1a1*, and *Col3a1* expression patterns at skin wound sites in WT and *Itgbl1*<sup>-/-</sup> mice on Days 7 (WT; *n* = 10, *Itgbl1*<sup>-/-</sup>; *n* = 9) and 14 (WT; *n* = 10, *Itgbl1*<sup>-/-</sup>; *n* = 13) post injury.

Data information: All values represent the mean.

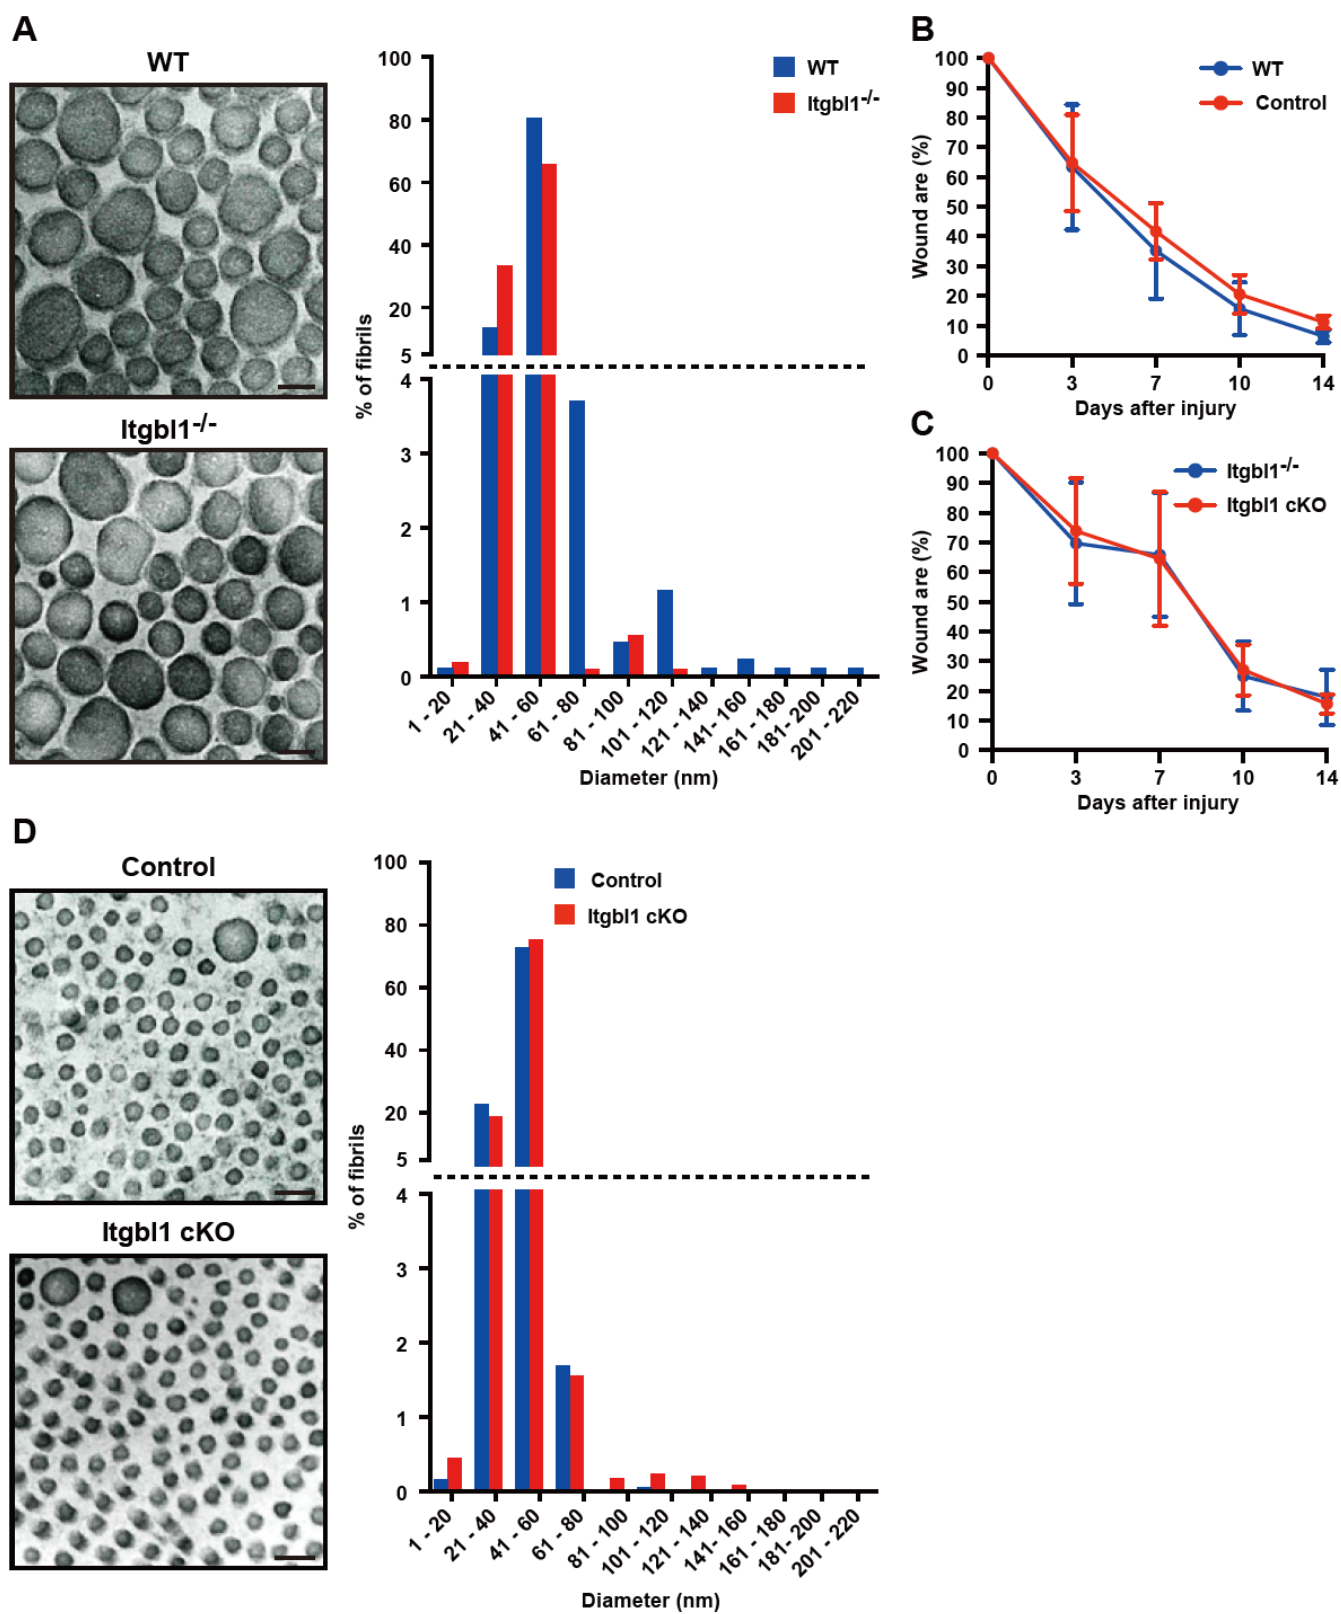

**Appendix Figure S6. Collagen fibril morphology and skin wound healing in WT and *Itgbl1* transgenic mice.**

A. Representative TEM images of collagen fibrils in intact skin (left) and histogram of total range of fibril diameters (right);  $n = 150$  fibrils from four WT mice;  $n = 182$  fibrils from three *Itgbl1*<sup>-/-</sup> mice. Scale bars: 100 nm

B. Proportion of the wound area remaining open at each time point relative to the initial wound area in WT ( $n = 11$ ) and control (*Itgbl1*<sup>flox/flox</sup>; ( $n = 8$ ) mice.

C. Proportion of the wound area remaining open at each time point relative to the initial wound area in *Itgbl1*<sup>-/-</sup> ( $n = 12$ ) and *Itgbl1* conditional knockout (cKO, *Itgbl1*<sup>flox/flox</sup>::*Tagln*<sup>Cre/Cre</sup>;  $n = 16$ ) mice.

D. Representative TEM images of collagen fibrils in connective tissue from mid-wound sites at Day 14 post injury (left). Histogram of total range of fibril diameters in the wound site at Day 14 post injury (right);  $n = 1,897$  fibrils from six control mice;  $n = 3,289$  fibrils from eight *Itgbl1*<sup>-/-</sup> mice. Scale bars: 100 nm

Data information: All values represent the mean  $\pm$  SD (B and C).

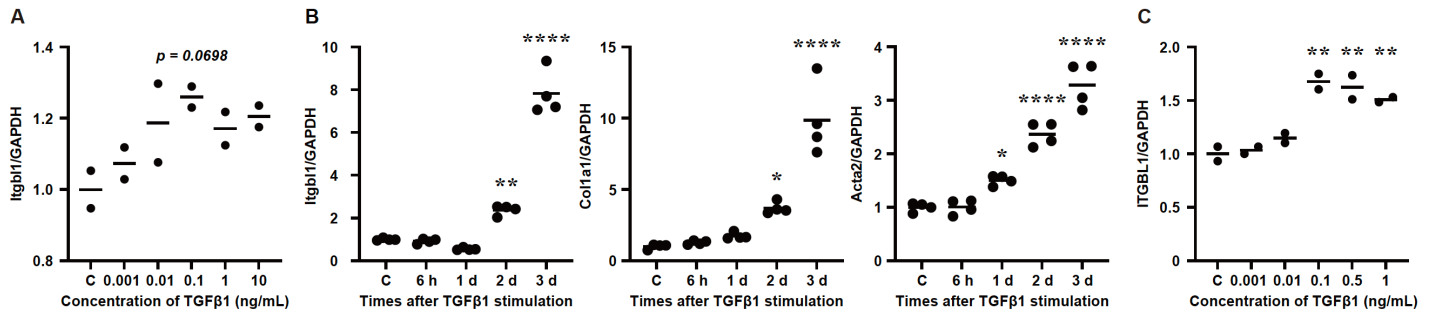

### Appendix Figure S7. Regulation of *Itgb1* expression in MDF and HDF treated with TGFβ1.

A. qPCR of *Itgb1* expression relative to that of *GAPDH* in MDF stimulated with TGFβ1 for 1 day ( $n = 2$ ).

B. qPCR measurement of temporal expression patterns of *Itgb1*, *Colla1*, and *Acta2* in MDF stimulated with TGFβ1 (100 pg/mL) ( $n = 4$ ).

C. qPCR of *ITGBL1* expression relative to that of *GAPDH* in HDF stimulated with TGFβ1 for 1 day ( $n = 2$ ).

Data information: All values represent the mean. One-way ANOVA followed by Dunnett's multiple comparisons test (control vs sample) (A–C) was used to generate the indicated  $P$  values; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

**Appendix Table S1. References for marker genes in macrophage subclusters**

| <b>M1</b>                                            | <b>M2</b>                                                                     | <b>M3</b>                                         | <b>M5</b>                                     | <b>M6</b>                                        |
|------------------------------------------------------|-------------------------------------------------------------------------------|---------------------------------------------------|-----------------------------------------------|--------------------------------------------------|
| <i>Cd74</i><br>(Leng <i>et al.</i> , 2003)           | <i>Mrc1</i><br>(Menzies <i>et al.</i> , 2010)                                 | <i>Arg1</i><br>(Gordon, 2003)                     | <i>Stmn1</i><br>(Liu <i>et al.</i> , 2022)    | <i>S100A8/A9</i><br>(Wang <i>et al.</i> , 2018), |
| <i>H2-EB1</i><br>(Stables <i>et al.</i> , 2011)      | <i>F13a1</i><br>(Martinez <i>et al.</i> , 2006)                               | <i>Spp1</i><br>(Mori <i>et al.</i> , 2008)        | <i>Hmgb2</i><br>(Yano <i>et al.</i> , 2022)   | <i>G0s2</i><br>(Okabe <i>et al.</i> , 2022)      |
| <i>H2-AB1</i><br>(Stables <i>et al.</i> , 2011)      | <i>Wfdc17</i><br>(Karlstetter <i>et al.</i> , 2010)                           | <i>Ctsd</i><br>(Krasniewski <i>et al.</i> , 2022) | <i>Mki67</i><br>(Gerdes <i>et al.</i> , 1991) | <i>Slpi</i><br>(Odaka <i>et al.</i> , 2003)      |
| <i>Ccr2</i><br>(Sierra-Filardi <i>et al.</i> , 2014) | <i>Cbr2</i><br>(Cochain <i>et al.</i> , 2018)<br>(Colin <i>et al.</i> , 2014) | <i>Cd36</i><br>(Yang <i>et al.</i> , 2022)        | <i>Top2a</i><br>(Liu <i>et al.</i> , 2022)    | <i>Acdo1</i><br>(Wu <i>et al.</i> , 2020)        |
| <i>Il1b</i><br>(Jablonski <i>et al.</i> , 2015)      | <i>Gas6</i><br>(Chen <i>et al.</i> , 2019)                                    | <i>Lgals3</i><br>(Bai <i>et al.</i> , 2022)       | <i>Tuba1b</i><br>(Hu <i>et al.</i> , 2022)    | <i>Hdc</i><br>(Xu <i>et al.</i> , 2017),         |
|                                                      |                                                                               | <i>Fth1</i><br>(Mesquita <i>et al.</i> , 2020)    | <i>Hmgb1</i><br>(Salo <i>et al.</i> , 2021)   | <i>Il1r2</i><br>(Ehrchen <i>et al.</i> , 2007)   |

**Appendix Table S2. References for marker genes in fibroblast subclusters**

| <b>F1</b>                                           | <b>F2</b>                                          | <b>F3</b>                                                    | <b>F4</b>                                                 | <b>F6</b>                                              | <b>F7</b>                                       | <b>F8</b>                                       |
|-----------------------------------------------------|----------------------------------------------------|--------------------------------------------------------------|-----------------------------------------------------------|--------------------------------------------------------|-------------------------------------------------|-------------------------------------------------|
| <i>Mgp</i><br>(Canfield <i>et al</i> ,<br>2002)     | <i>Postn</i><br>(Nunomura <i>et al</i> , 2018)     | <i>Pi16</i><br>(Buechler <i>et al</i> ,<br>2021)             | <i>Mfap4</i><br>(Kanaan <i>et al</i> , 2022)              | <i>Acta2</i><br>(McAndrews <i>et al</i> , 2022)        | <i>Cd74</i><br>(Su <i>et al</i> , 2017)         | <i>Mki67</i><br>(Gerdes <i>et al</i> ,<br>1991) |
| <i>Eln</i><br>(Almine <i>et al</i> ,<br>2012)       | <i>Col5a3</i><br>(DeNigris <i>et al</i> ,<br>2016) | <i>C3</i><br>(Friščić <i>et al</i> ,<br>2021)                | <i>Pcolce2</i><br>(Baicu <i>et al</i> , 2012)             | <i>Tagln</i><br>(Lawson <i>et al</i> ,<br>1997)        | <i>Lyz2</i><br>(Clausen <i>et al</i> ,<br>1999) | <i>Pclaf</i><br>(Tabib <i>et al</i> ,<br>2021)  |
| <i>Cilp</i><br>(Groß & Thum,<br>2020)               | <i>Lgals1</i><br>(Lin <i>et al</i> , 2015)         | <i>Prss23</i><br>(Tabib <i>et al</i> ,<br>2021)              | <i>Ecm2</i><br>(Cheng <i>et al</i> , 2023)                | <i>Col12a1</i><br>(Muhl <i>et al</i> ,<br>2020)        | <i>Fcer1g</i><br>(Dong <i>et al</i> , 2022)     | <i>Stmn1</i><br>(Hu <i>et al</i> , 2021)        |
| <i>Igf1</i><br>(Yin <i>et al</i> , 2020)            | <i>Vcan</i><br>(Hattori <i>et al</i> ,<br>2011)    | <i>Cd55</i><br>(Karpus <i>et al</i> ,<br>2015)               | <i>Col15a1</i><br>(Buechler <i>et al</i> ,<br>2021)       | <i>Lrrc15</i><br>(Krishnamurty<br><i>et al</i> , 2022) | <i>Apoe</i><br>(Feng <i>et al</i> , 2022)       | <i>Cks2</i><br>(Miao <i>et al</i> ,<br>2022)    |
| <i>Cygb</i><br>(Nakatani <i>et al</i> ,<br>2004)    | <i>Plod2</i><br>(Knipper <i>et al</i> ,<br>2015)   | <i>Sema3c</i><br>(De Angelis<br><i>Rigotti et al</i> , 2023) | <i>Ctsk</i><br>(Quintanilla-Dieck<br><i>et al</i> , 2009) | <i>Tpm1</i><br>(Huang <i>et al</i> ,<br>2020)          | <i>C1qc</i><br>(Feng <i>et al</i> , 2022)       | <i>Tubb5</i><br>(Mouton <i>et al</i> ,<br>2019) |
| <i>Gas6</i><br>(Bellan <i>et al</i> ,<br>2019)      | <i>Loxl2</i><br>(Matsuo <i>et al</i> ,<br>2021)    | <i>Anxa3</i><br>(Wang <i>et al</i> , 2019)                   | <i>Ppp1r14a</i><br>(Ascensión <i>et al</i> ,<br>2021)     | <i>Cdh11</i><br>(Chang <i>et al</i> ,<br>2011)         | <i>Tyrobp</i><br>(Feng <i>et al</i> , 2022)     | <i>Hmgb2</i><br>(Yano <i>et al</i> ,<br>2022)   |
| <i>Smoc2</i><br>(Gerarduzzi <i>et al</i> ,<br>2017) |                                                    | <i>Dpp4</i><br>(Soare <i>et al</i> , 2020)                   |                                                           | <i>Thbs2</i><br>(Bornstein <i>et al</i> ,<br>2000)     | <i>C1qa</i><br>(Feng <i>et al</i> , 2022)       | <i>Hmgb1</i><br>(Wang <i>et al</i> ,<br>2017)   |
| <i>Mmp3</i><br>(Kümper <i>et al</i> ,<br>2022)      |                                                    | <i>Scara5</i><br>(Ojala <i>et al</i> , 2013)                 |                                                           | <i>Mmp14</i><br>(Pach <i>et al</i> ,<br>2021)          |                                                 | <i>H2afz</i><br>(Yao <i>et al</i> , 2018)       |
|                                                     |                                                    |                                                              |                                                           |                                                        |                                                 | <i>Birc5</i><br>(Lin <i>et al</i> , 2020)       |
|                                                     |                                                    |                                                              |                                                           |                                                        |                                                 | <i>Nucks1</i><br>(Huang <i>et al</i> ,<br>2018) |

## References

- Almine JF, Wise SG, Weiss AS (2012) Elastin signaling in wound repair. *Birth Defects Res C Embryo Today* 96: 248-257
- Ascensión AM, Fuertes-Álvarez S, Ibañez-Solé O, Izeta A, Araúzo-Bravo MJ (2021) Human Dermal Fibroblast Subpopulations Are Conserved across Single-Cell RNA Sequencing Studies. *J Invest Dermatol* 141: 1735-1744.e1735
- Bai L, Lu W, Tang S, Tang H, Xu M, Liang C, Zheng S, Liu S, Kong M, Duan Z *et al* (2022) Galectin-3 critically mediates the hepatoprotection conferred by M2-like macrophages in ACLF by inhibiting pyroptosis but not necroptosis signalling. *Cell Death Dis* 13: 775
- Baicu CF, Zhang Y, Van Laer AO, Renaud L, Zile MR, Bradshaw AD (2012) Effects of the absence of procollagen C-endopeptidase enhancer-2 on myocardial collagen accumulation in chronic pressure overload. *Am J Physiol Heart Circ Physiol* 303: H234-240
- Bellan M, Cittone MG, Tonello S, Rigamonti C, Castello LM, Gavelli F, Pirisi M, Sainaghi PP (2019) Gas6/TAM System: A Key Modulator of the Interplay between Inflammation and Fibrosis. *Int J Mol Sci* 20
- Bornstein P, Kyriakides TR, Yang Z, Armstrong LC, Birk DE (2000) Thrombospondin 2 modulates collagen fibrillogenesis and angiogenesis. *J Invest Dermatol Symp Proc* 5: 61-66
- Buechler MB, Pradhan RN, Krishnamurty AT, Cox C, Calviello AK, Wang AW, Yang YA, Tam L, Caothien R, Roose-Girma M *et al* (2021) Cross-tissue organization of the fibroblast lineage. *Nature* 593: 575-579
- Canfield AE, Farrington C, Dziobon MD, Boot-Handford RP, Heagerty AM, Kumar SN, Roberts IS (2002) The involvement of matrix glycoproteins in vascular calcification and fibrosis: an immunohistochemical study. *J Pathol* 196: 228-234
- Chang SK, Noss EH, Chen M, Gu Z, Townsend K, Grenha R, Leon L, Lee SY, Lee DM, Brenner MB (2011) Cadherin-11 regulates fibroblast inflammation. *Proc Natl Acad Sci U S A* 108: 8402-8407
- Chen SY, Chiang CF, Chiu KC, Cheng CW, Huang SM, Chen PH, Chen CY, Shieh YS (2019) Macrophage phenotypes and Gas6/Axl signaling in apical lesions. *J Dent Sci* 14: 281-287
- Cheng X, Liu Z, Liang W, Zhu Q, Wang C, Wang H, Zhang J, Li P, Gao Y (2023) ECM2, a prognostic biomarker for lower grade glioma, serves as a potential novel target for immunotherapy. *Int J Biochem Cell Biol* 158: 106409
- Clausen BE, Burkhardt C, Reith W, Renkawitz R, Förster I (1999) Conditional gene

targeting in macrophages and granulocytes using LysMcre mice. *Transgenic Res* 8: 265-277

Cochain C, Vafadarnejad E, Arampatzi P, Pelisek J, Winkels H, Ley K, Wolf D, Saliba AE, Zerneck A (2018) Single-Cell RNA-Seq Reveals the Transcriptional Landscape and Heterogeneity of Aortic Macrophages in Murine Atherosclerosis. *Circ Res* 122: 1661-1674

Colin S, Chinetti-Gbaguidi G, Staels B (2014) Macrophage phenotypes in atherosclerosis. *Immunol Rev* 262: 153-166

De Angelis Rigotti F, Wiedmann L, Hubert MO, Vacca M, Hasan SS, Moll I, Carvajal S, Jiménez W, Starostecka M, Billeter AT *et al* (2023) Semaphorin 3C exacerbates liver fibrosis. *Hepatology*

DeNigris J, Yao Q, Birk EK, Birk DE (2016) Altered dermal fibroblast behavior in a collagen V haploinsufficient murine model of classic Ehlers-Danlos syndrome. *Connect Tissue Res* 57: 1-9

Dong K, Chen W, Pan X, Wang H, Sun Y, Qian C, Chen W, Wang C, Yang F, Cui X (2022) FCER1G positively relates to macrophage infiltration in clear cell renal cell carcinoma and contributes to unfavorable prognosis by regulating tumor immunity. *BMC Cancer* 22: 140

Ehrchen J, Steinmüller L, Barczyk K, Tenbrock K, Nacken W, Eisenacher M, Nordhues U, Sorg C, Sunderkötter C, Roth J (2007) Glucocorticoids induce differentiation of a specifically activated, anti-inflammatory subtype of human monocytes. *Blood* 109: 1265-1274

Feng C, Shan M, Xia Y, Zheng Z, He K, Wei Y, Song K, Meng T, Liu H, Hao Y *et al* (2022) Single-cell RNA sequencing reveals distinct immunology profiles in human keloid. *Front Immunol* 13: 940645

Friščić J, Böttcher M, Reinwald C, Bruns H, Wirth B, Popp SJ, Walker KI, Ackermann JA, Chen X, Turner J *et al* (2021) The complement system drives local inflammatory tissue priming by metabolic reprogramming of synovial fibroblasts. *Immunity* 54: 1002-1021.e1010

Gerarduzzi C, Kumar RK, Trivedi P, Ajay AK, Iyer A, Boswell S, Hutchinson JN, Waikar SS, Vaidya VS (2017) Silencing SMOC2 ameliorates kidney fibrosis by inhibiting fibroblast to myofibroblast transformation. *JCI Insight* 2

Gerdes J, Li L, Schlueter C, Duchrow M, Wohlenberg C, Gerlach C, Stahmer I, Kloth S, Brandt E, Flad HD (1991) Immunobiochemical and molecular biologic characterization of the cell proliferation-associated nuclear antigen that is defined by monoclonal antibody Ki-67. *Am J Pathol* 138: 867-873

Gordon S (2003) Alternative activation of macrophages. *Nat Rev Immunol* 3: 23-35

Groß S, Thum T (2020) TGF- $\beta$  Inhibitor CILP as a Novel Biomarker for Cardiac Fibrosis. *JACC Basic Transl Sci* 5: 444-446

Hattori N, Carrino DA, Lauer ME, Vasanji A, Wylie JD, Nelson CM, Apte SS (2011) Pericellular versican regulates the fibroblast-myofibroblast transition: a role for ADAMTS5 protease-mediated proteolysis. *J Biol Chem* 286: 34298-34310

Hu C, Chu C, Liu L, Wang C, Jin S, Yang R, Rung S, Li J, Qu Y, Man Y (2021) Dissecting the microenvironment around biosynthetic scaffolds in murine skin wound healing. *Sci Adv* 7

Hu X, Zhu H, Chen B, He X, Shen Y, Zhang X, Chen W, Liu X, Xu Y, Xu X (2022) Tubulin Alpha 1b Is Associated with the Immune Cell Infiltration and the Response of HCC Patients to Immunotherapy. *Diagnostics (Basel)* 12

Huang H, Huang X, Luo S, Zhang H, Hu F, Chen R, Huang C, Su Z (2020) The MicroRNA MiR-29c Alleviates Renal Fibrosis via TPM1-Mediated Suppression of the Wnt/ $\beta$ -Catenin Pathway. *Front Physiol* 11: 331

Huang P, Cai Y, Zhao B, Cui L (2018) Roles of NUCKS1 in Diseases: Susceptibility, Potential Biomarker, and Regulatory Mechanisms. *Biomed Res Int* 2018: 7969068

Jablonski KA, Amici SA, Webb LM, Ruiz-Rosado Jde D, Popovich PG, Partida-Sanchez S, Guerau-de-Arellano M (2015) Novel Markers to Delineate Murine M1 and M2 Macrophages. *PLoS One* 10: e0145342

Kanaan R, Medlej-Hashim M, Jounblat R, Pilecki B, Sorensen GL (2022) Microfibrillar-associated protein 4 in health and disease. *Matrix Biol* 111: 1-25

Karlstetter M, Walczak Y, Weigelt K, Ebert S, Van den Brulle J, Schwer H, Fuchshofer R, Langmann T (2010) The novel activated microglia/macrophage WAP domain protein, AMWAP, acts as a counter-regulator of proinflammatory response. *J Immunol* 185: 3379-3390

Karpus ON, Kiener HP, Niederreiter B, Yilmaz-Elis AS, van der Kaa J, Ramaglia V, Arens R, Smolen JS, Botto M, Tak PP *et al* (2015) CD55 deposited on synovial collagen fibers protects from immune complex-mediated arthritis. *Arthritis Res Ther* 17: 6

Knipper JA, Willenborg S, Brinckmann J, Bloch W, Maaß T, Wagener R, Krieg T, Sutherland T, Munitz A, Rothenberg ME *et al* (2015) Interleukin-4 Receptor  $\alpha$  Signaling in Myeloid Cells Controls Collagen Fibril Assembly in Skin Repair. *Immunity* 43: 803-816

Krasniewski LK, Chakraborty P, Cui CY, Mazan-Mamczarz K, Dunn C, Piao Y, Fan J, Shi C, Wallace T, Nguyen C *et al* (2022) Single-cell analysis of skeletal muscle macrophages reveals age-associated functional subpopulations. *Elife* 11

Krishnamurty AT, Shyer JA, Thai M, Gandham V, Buechler MB, Yang YA, Pradhan RN, Wang AW, Sanchez PL, Qu Y *et al* (2022) LRRC15(+) myofibroblasts dictate the stromal setpoint to suppress tumour immunity. *Nature* 611: 148-154

Kümper M, Zamek J, Steinkamp J, Pach E, Mauch C, Zigrino P (2022) Role of MMP3 and fibroblast-MMP14 in skin homeostasis and repair. *Eur J Cell Biol* 101: 151276

Lawson D, Harrison M, Shapland C (1997) Fibroblast transgelin and smooth muscle SM22alpha are the same protein, the expression of which is down-regulated in many cell lines. *Cell Motil Cytoskeleton* 38: 250-257

Leng L, Metz CN, Fang Y, Xu J, Donnelly S, Baugh J, Delohery T, Chen Y, Mitchell RA, Bucala R (2003) MIF signal transduction initiated by binding to CD74. *J Exp Med* 197: 1467-1476

Lin TY, Chan HH, Chen SH, Sarvagalla S, Chen PS, Coumar MS, Cheng SM, Chang YC, Lin CH, Leung E *et al* (2020) BIRC5/Survivin is a novel ATG12-ATG5 conjugate interactor and an autophagy-induced DNA damage suppressor in human cancer and mouse embryonic fibroblast cells. *Autophagy* 16: 1296-1313

Lin YT, Chen JS, Wu MH, Hsieh IS, Liang CH, Hsu CL, Hong TM, Chen YL (2015) Galectin-1 accelerates wound healing by regulating the neuropilin-1/Smad3/NOX4 pathway and ROS production in myofibroblasts. *J Invest Dermatol* 135: 258-268

Liu R, Han C, Hu J, Zhang B, Luo W, Ling F (2022) Infiltration of Apoptotic M2 Macrophage Subpopulation Is Negatively Correlated with the Immunotherapy Response in Colorectal Cancer. *Int J Mol Sci* 23

Martinez FO, Gordon S, Locati M, Mantovani A (2006) Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: new molecules and patterns of gene expression. *J Immunol* 177: 7303-7311

Matsuo A, Tanida R, Yanagi S, Tsubouchi H, Miura A, Shigekusa T, Matsumoto N, Nakazato M (2021) Significance of nuclear LOXL2 inhibition in fibroblasts and myofibroblasts in the fibrotic process of acute respiratory distress syndrome. *Eur J Pharmacol* 892: 173754

McAndrews KM, Miyake T, Ehsanipour EA, Kelly PJ, Becker LM, McGrail DJ, Sugimoto H, LeBleu VS, Ge Y, Kalluri R (2022) Dermal  $\alpha$ SMA(+) myofibroblasts orchestrate skin wound repair via  $\beta$ 1 integrin and independent of type I collagen production. *Embo j* 41: e109470

Menzies FM, Henriquez FL, Alexander J, Roberts CW (2010) Sequential expression of macrophage anti-microbial/inflammatory and wound healing markers following innate, alternative and classical activation. *Clin Exp Immunol* 160: 369-379

Mesquita G, Silva T, Gomes AC, Oliveira PF, Alves MG, Fernandes R, Almeida AA,

Moreira AC, Gomes MS (2020) H-Ferritin is essential for macrophages' capacity to store or detoxify exogenously added iron. *Sci Rep* 10: 3061

Miao Y, Su D, Fu Q, Chen T, Ji Y, Zhang F (2022) Identification of CKS2 and RRM2 as potential markers of vitiligo using bioinformatics analysis. *Medicine (Baltimore)* 101: e31908

Mori R, Shaw TJ, Martin P (2008) Molecular mechanisms linking wound inflammation and fibrosis: knockdown of osteopontin leads to rapid repair and reduced scarring. *J Exp Med* 205: 43-51

Mouton AJ, Ma Y, Rivera Gonzalez OJ, Daseke MJ, 2nd, Flynn ER, Freeman TC, Garrett MR, DeLeon-Pennell KY, Lindsey ML (2019) Fibroblast polarization over the myocardial infarction time continuum shifts roles from inflammation to angiogenesis. *Basic Res Cardiol* 114: 6

Muhl L, Genové G, Leptidis S, Liu J, He L, Mocci G, Sun Y, Gustafsson S, Buyandelger B, Chivukula IV *et al* (2020) Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. *Nat Commun* 11: 3953

Nakatani K, Okuyama H, Shimahara Y, Saeki S, Kim DH, Nakajima Y, Seki S, Kawada N, Yoshizato K (2004) Cytoglobin/STAP, its unique localization in splanchnic fibroblast-like cells and function in organ fibrogenesis. *Lab Invest* 84: 91-101

Nunomura S, Nanri Y, Ogawa M, Arima K, Mitamura Y, Yoshihara T, Hasuwa H, Conway SJ, Izuhara K (2018) Constitutive overexpression of periostin delays wound healing in mouse skin. *Wound Repair Regen* 26: 6-15

Odaka C, Mizuochi T, Yang J, Ding A (2003) Murine macrophages produce secretory leukocyte protease inhibitor during clearance of apoptotic cells: implications for resolution of the inflammatory response. *J Immunol* 171: 1507-1514

Ojala JR, Pikkarainen T, Elmberger G, Tryggvason K (2013) Progressive reactive lymphoid connective tissue disease and development of autoantibodies in scavenger receptor A5-deficient mice. *Am J Pathol* 182: 1681-1695

Okabe M, Takarada S, Miyao N, Nakaoka H, Ibuki K, Ozawa S, Watanabe K, Tsuji H, Hashimoto I, Hatahara K *et al* (2022) G0S2 regulates innate immunity in Kawasaki disease via lncRNA HSD11B1-AS1. *Pediatr Res* 92: 378-387

Pach E, Kümper M, Fromme JE, Zamek J, Metzen F, Koch M, Mauch C, Zigrino P (2021) Extracellular Matrix Remodeling by Fibroblast-MMP14 Regulates Melanoma Growth. *Int J Mol Sci* 22

Quintanilla-Dieck MJ, Codriansky K, Keady M, Bhawan J, Rünger TM (2009) Expression and regulation of cathepsin K in skin fibroblasts. *Exp Dermatol* 18: 596-602

Salo H, Qu H, Mitsiou D, Aucott H, Han J, Zhang XM, Aulin C, Erlandsson Harris H (2021) Disulfide and Fully Reduced HMGB1 Induce Different Macrophage Polarization and Migration Patterns. *Biomolecules* 11

Sierra-Filardi E, Nieto C, Domínguez-Soto A, Barroso R, Sánchez-Mateos P, Puig-Kroger A, López-Bravo M, Joven J, Ardavin C, Rodríguez-Fernández JL *et al* (2014) CCL2 shapes macrophage polarization by GM-CSF and M-CSF: identification of CCL2/CCR2-dependent gene expression profile. *J Immunol* 192: 3858-3867

Soare A, Györfi HA, Matei AE, Dees C, Rauber S, Wohlfahrt T, Chen CW, Ludolph I, Horch RE, Bäuerle T *et al* (2020) Dipeptidylpeptidase 4 as a Marker of Activated Fibroblasts and a Potential Target for the Treatment of Fibrosis in Systemic Sclerosis. *Arthritis Rheumatol* 72: 137-149

Stables MJ, Shah S, Camon EB, Lovering RC, Newson J, Bystrom J, Farrow S, Gilroy DW (2011) Transcriptomic analyses of murine resolution-phase macrophages. *Blood* 118: e192-208

Su H, Na N, Zhang X, Zhao Y (2017) The biological function and significance of CD74 in immune diseases. *Inflamm Res* 66: 209-216

Tabib T, Huang M, Morse N, Papazoglou A, Behera R, Jia M, Bulik M, Monier DE, Benos PV, Chen W *et al* (2021) Myofibroblast transcriptome indicates SFRP2(hi) fibroblast progenitors in systemic sclerosis skin. *Nat Commun* 12: 4384

Wang L, Li X, Ren Y, Geng H, Zhang Q, Cao L, Meng Z, Wu X, Xu M, Xu K (2019) Cancer-associated fibroblasts contribute to cisplatin resistance by modulating ANXA3 in lung cancer cells. *Cancer Sci* 110: 1609-1620

Wang Q, Wang J, Wang J, Hong S, Han F, Chen J, Chen G (2017) HMGB1 induces lung fibroblast to myofibroblast differentiation through NF-κB-mediated TGF-β1 release. *Mol Med Rep* 15: 3062-3068

Wang S, Song R, Wang Z, Jing Z, Wang S, Ma J (2018) S100A8/A9 in Inflammation. *Front Immunol* 9: 1298

Wu R, Chen F, Wang N, Tang D, Kang R (2020) ACOD1 in immunometabolism and disease. *Cell Mol Immunol* 17: 822-833

Xu L, Cheng D, Huang Z, Ding S, Zhang W, Tan H, Shi H, Chen R, Zou Y, Wang TC *et al* (2017) Histamine promotes the differentiation of macrophages from CD11b(+) myeloid cells and formation of foam cells through a Stat6-dependent pathway. *Atherosclerosis* 263: 42-52

Yang P, Qin H, Li Y, Xiao A, Zheng E, Zeng H, Su C, Luo X, Lu Q, Liao M *et al* (2022) CD36-mediated metabolic crosstalk between tumor cells and macrophages affects liver metastasis. *Nat Commun* 13: 5782

Yano K, Chojjookhuu N, Ikenoue M, Fidya, Fukaya T, Sato K, Lee D, Taniguchi N, Chosa E, Nanashima A *et al* (2022) Spatiotemporal expression of HMGB2 regulates cell proliferation and hepatocyte size during liver regeneration. *Sci Rep* 12: 11962

Yao F, Yu P, Li Y, Yuan X, Li Z, Zhang T, Liu F, Wang Y, Wang Y, Li D *et al* (2018) Histone Variant H2A.Z Is Required for the Maintenance of Smooth Muscle Cell Identity as Revealed by Single-Cell Transcriptomics. *Circulation* 138: 2274-2288

Yin Y, Han Y, Shi C, Xia Z (2020) IGF-1 regulates the growth of fibroblasts and extracellular matrix deposition in pelvic organ prolapse. *Open Med (Wars)* 15: 833-840

# Supplementary material for: Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring
**Source:** EMBO Rep. 2024 Nov 18;26(1):122–52. doi: 10.1038/s44319-024-00322-3
**Supplement:** Supplementary file 19 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Identification of top ten marker genes in the macrophage subclusters.**

Bubble heatmap of macrophage subclusters (M1-M6) and their respective marker genes.

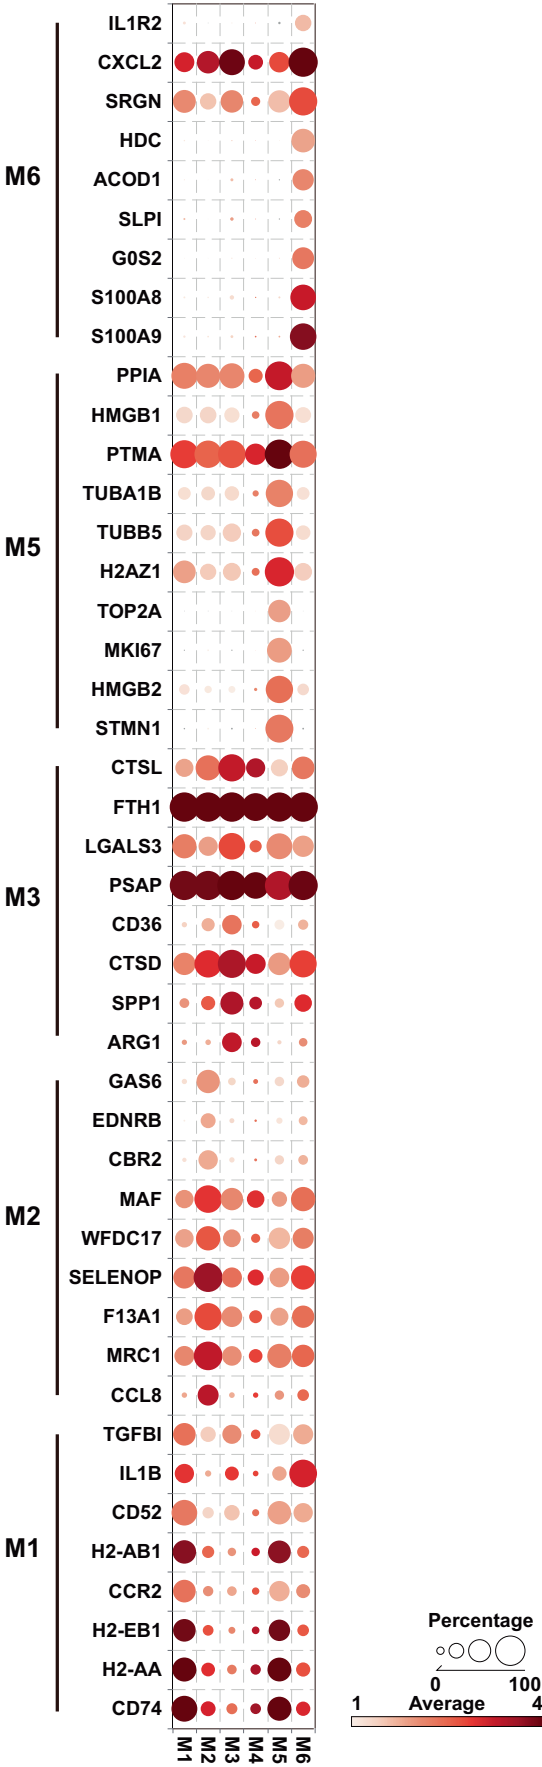

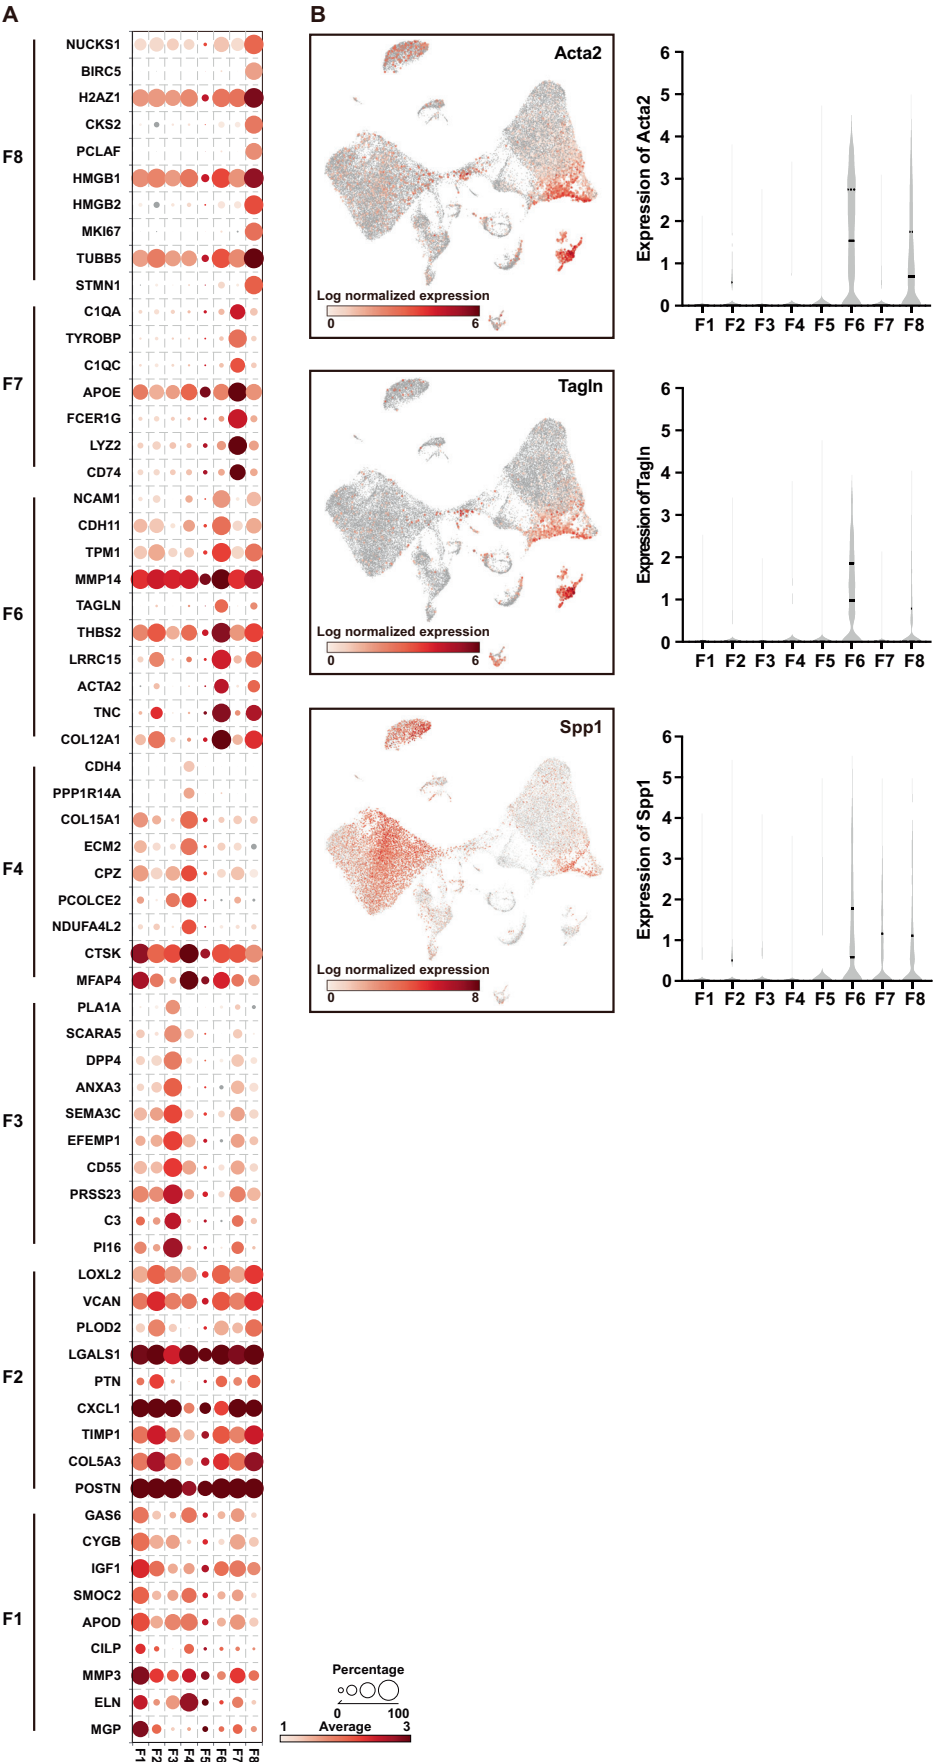

**Figure EV2. Identification of top 10 marker genes in the fibroblast subclusters.**

(A) Bubble heatmap of fibroblast subclusters (F1–F8) and their respective marker genes. (B) UMAP plot (left) of expression levels of *Acta2* (top), *Tagln* (middle), and *Spp1* (bottom) across 40,024 cells from Days 3, 7, and 14 post injury (left panel). Violin plot (right) showing expression levels of these genes in each fibroblast subcluster. F1:  $n = 4265$ ; F2:  $n = 3849$ ; F3:  $n = 2218$ ; F4:  $n = 1421$ ; F5:  $n = 1369$ ; F6:  $n = 977$ ; F7:  $n = 804$ ; F8:  $n = 532$ .

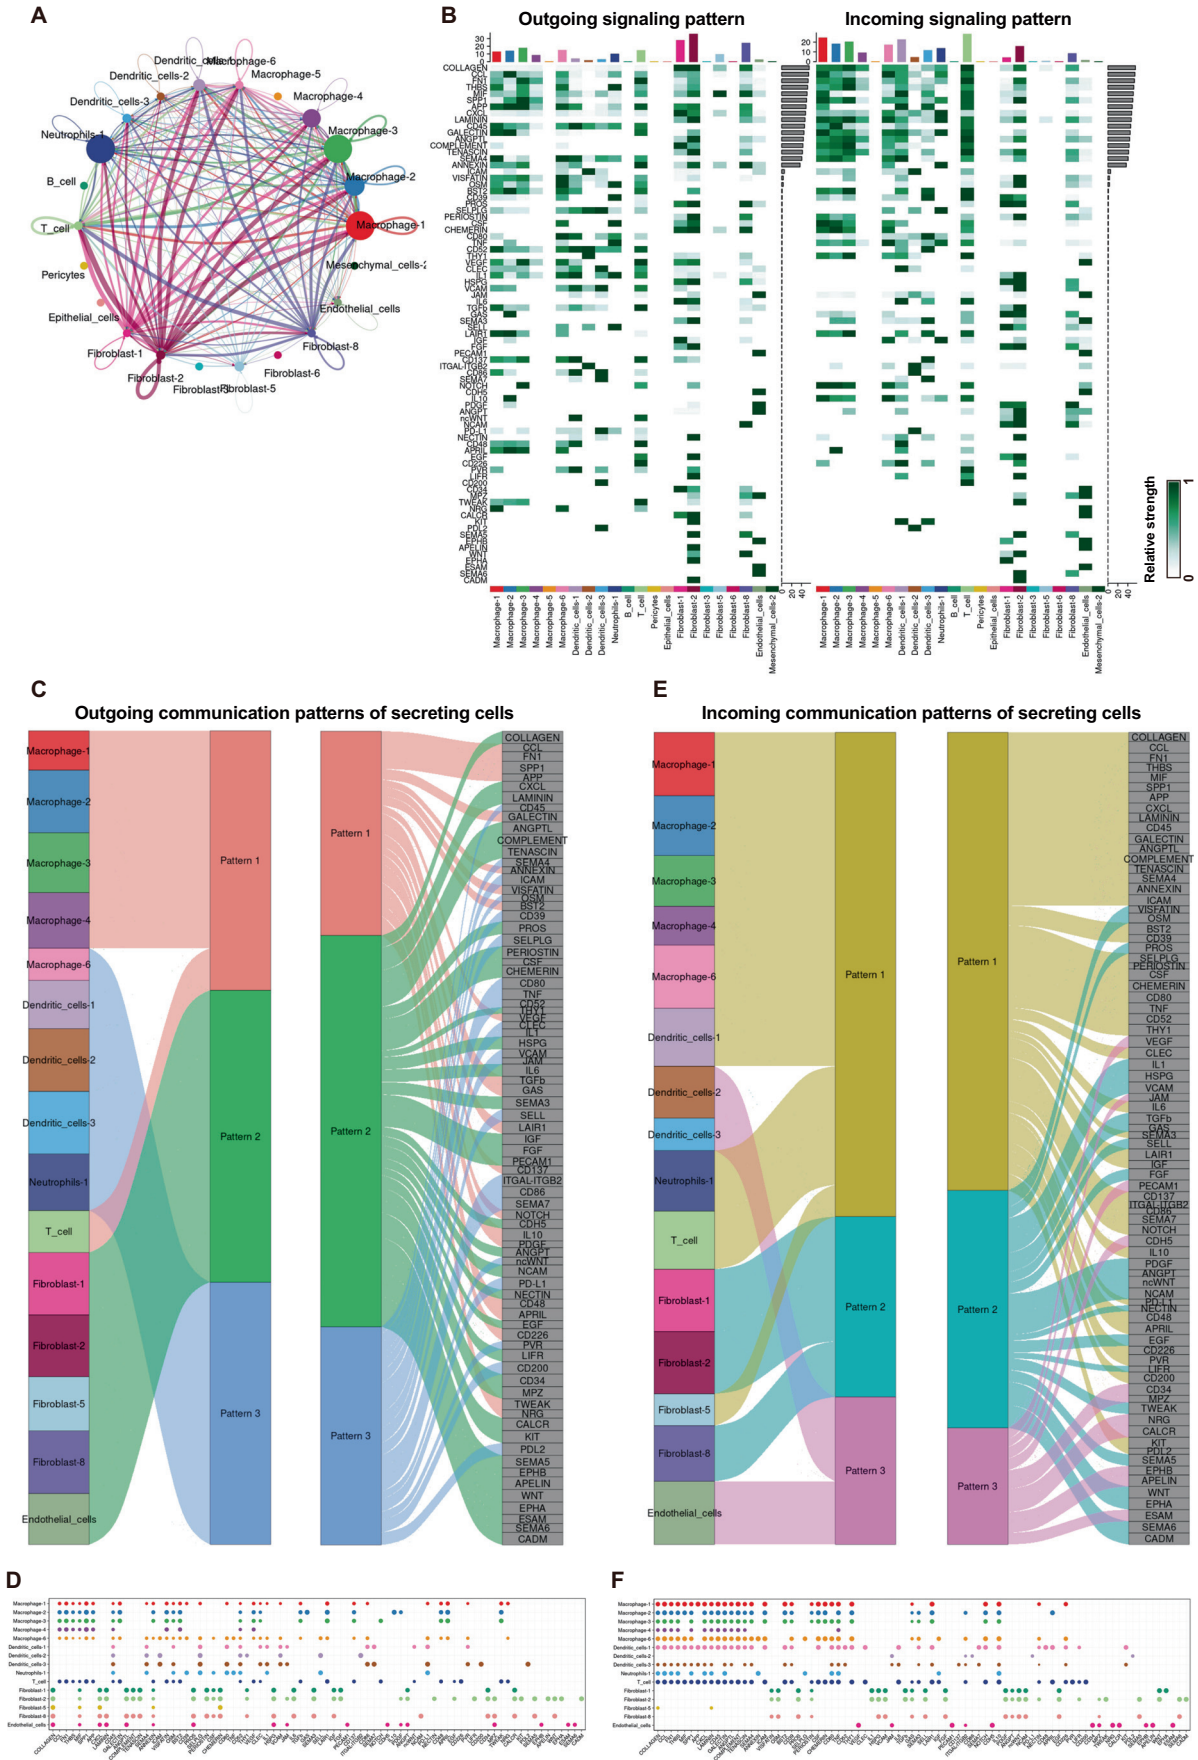

**Figure EV3. Inference with the cell-cell communication network on Day 3 post injury.**

(A) Circle plot of signaling pathways. (B) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell-cell communication network. (C) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (D) Bobble plot of the outgoing signaling patterns of secreting cells. (E) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (F) Bobble plot of the incoming signaling patterns of target cells.

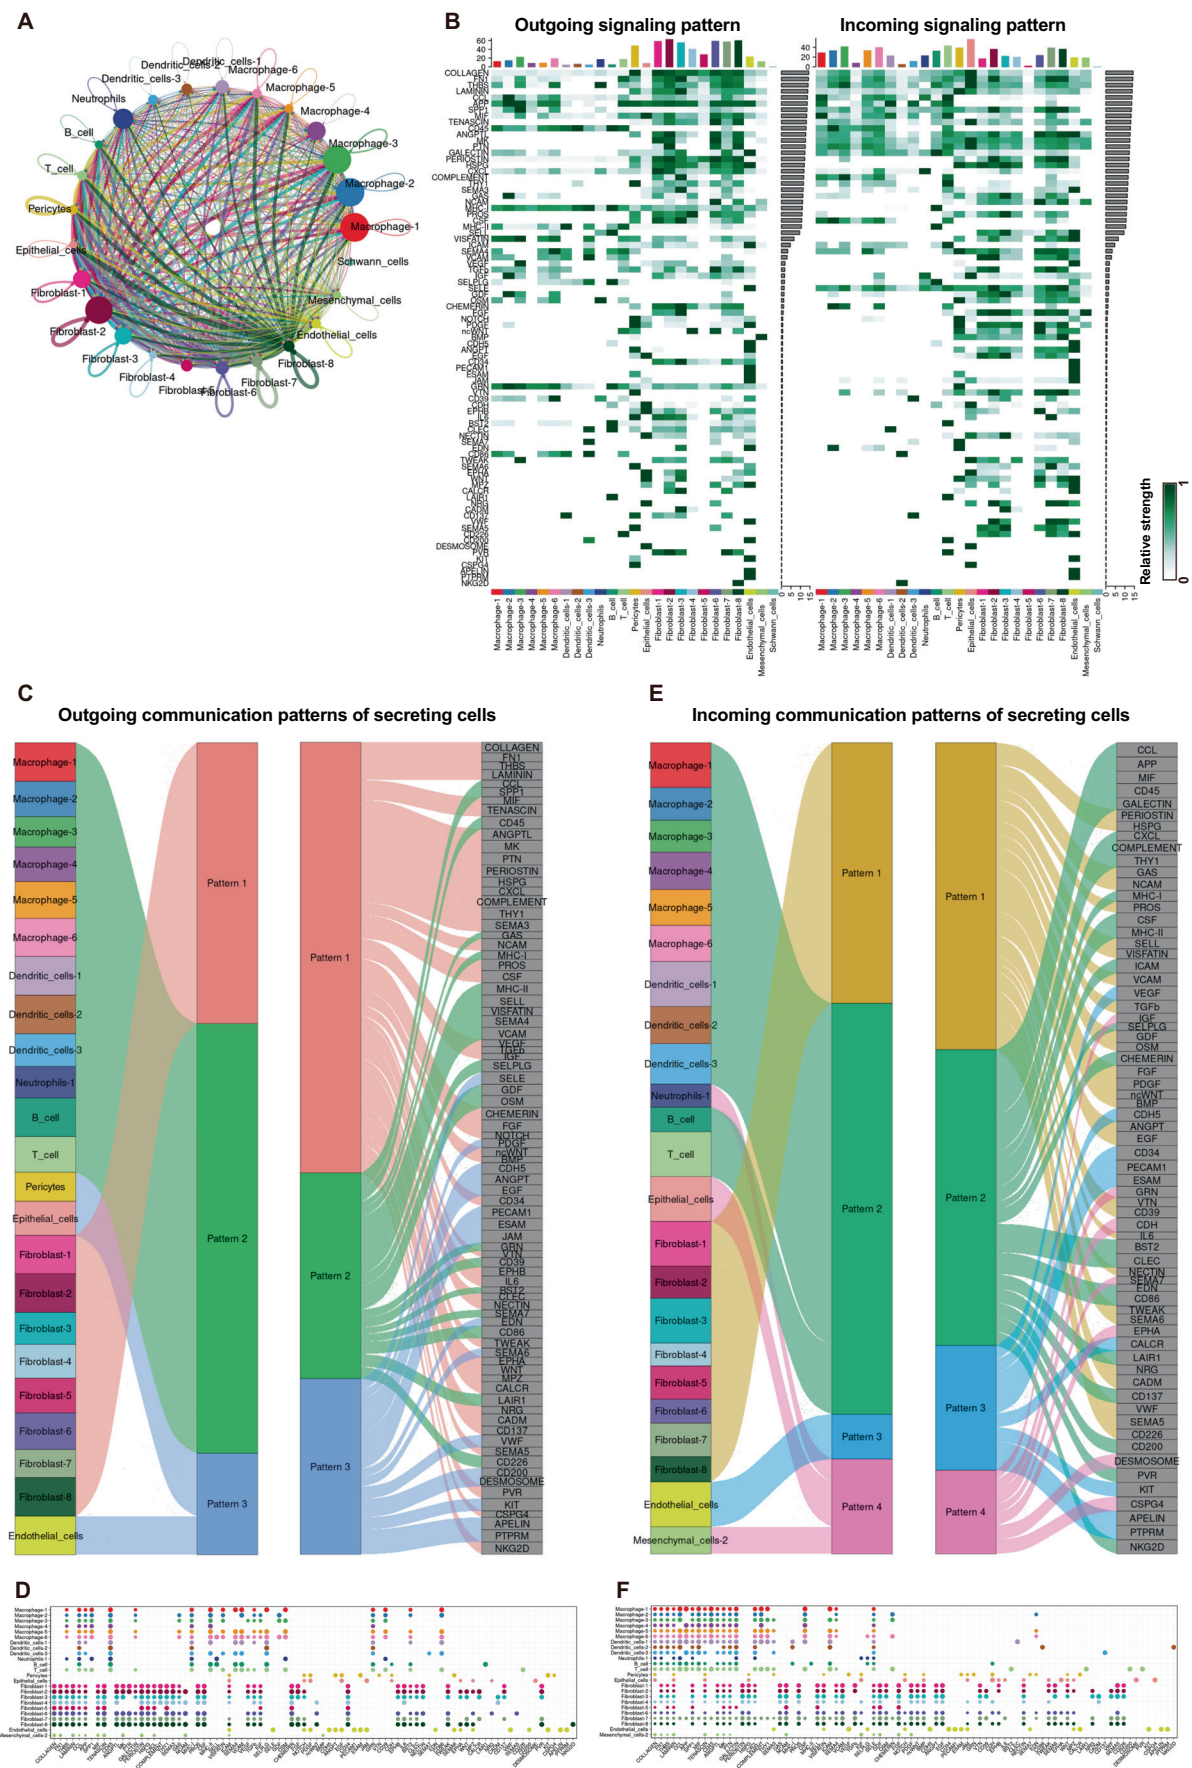

**Figure EV4. Inference with the cell-cell communication network on Day 7 post injury.**

(A) Circle plot of signaling pathways. (B) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell-cell communication network. (C) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (D) Bobble plot of the outgoing signaling patterns of secreting cells. (E) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (F) Bobble plot of the incoming signaling patterns of target cells.

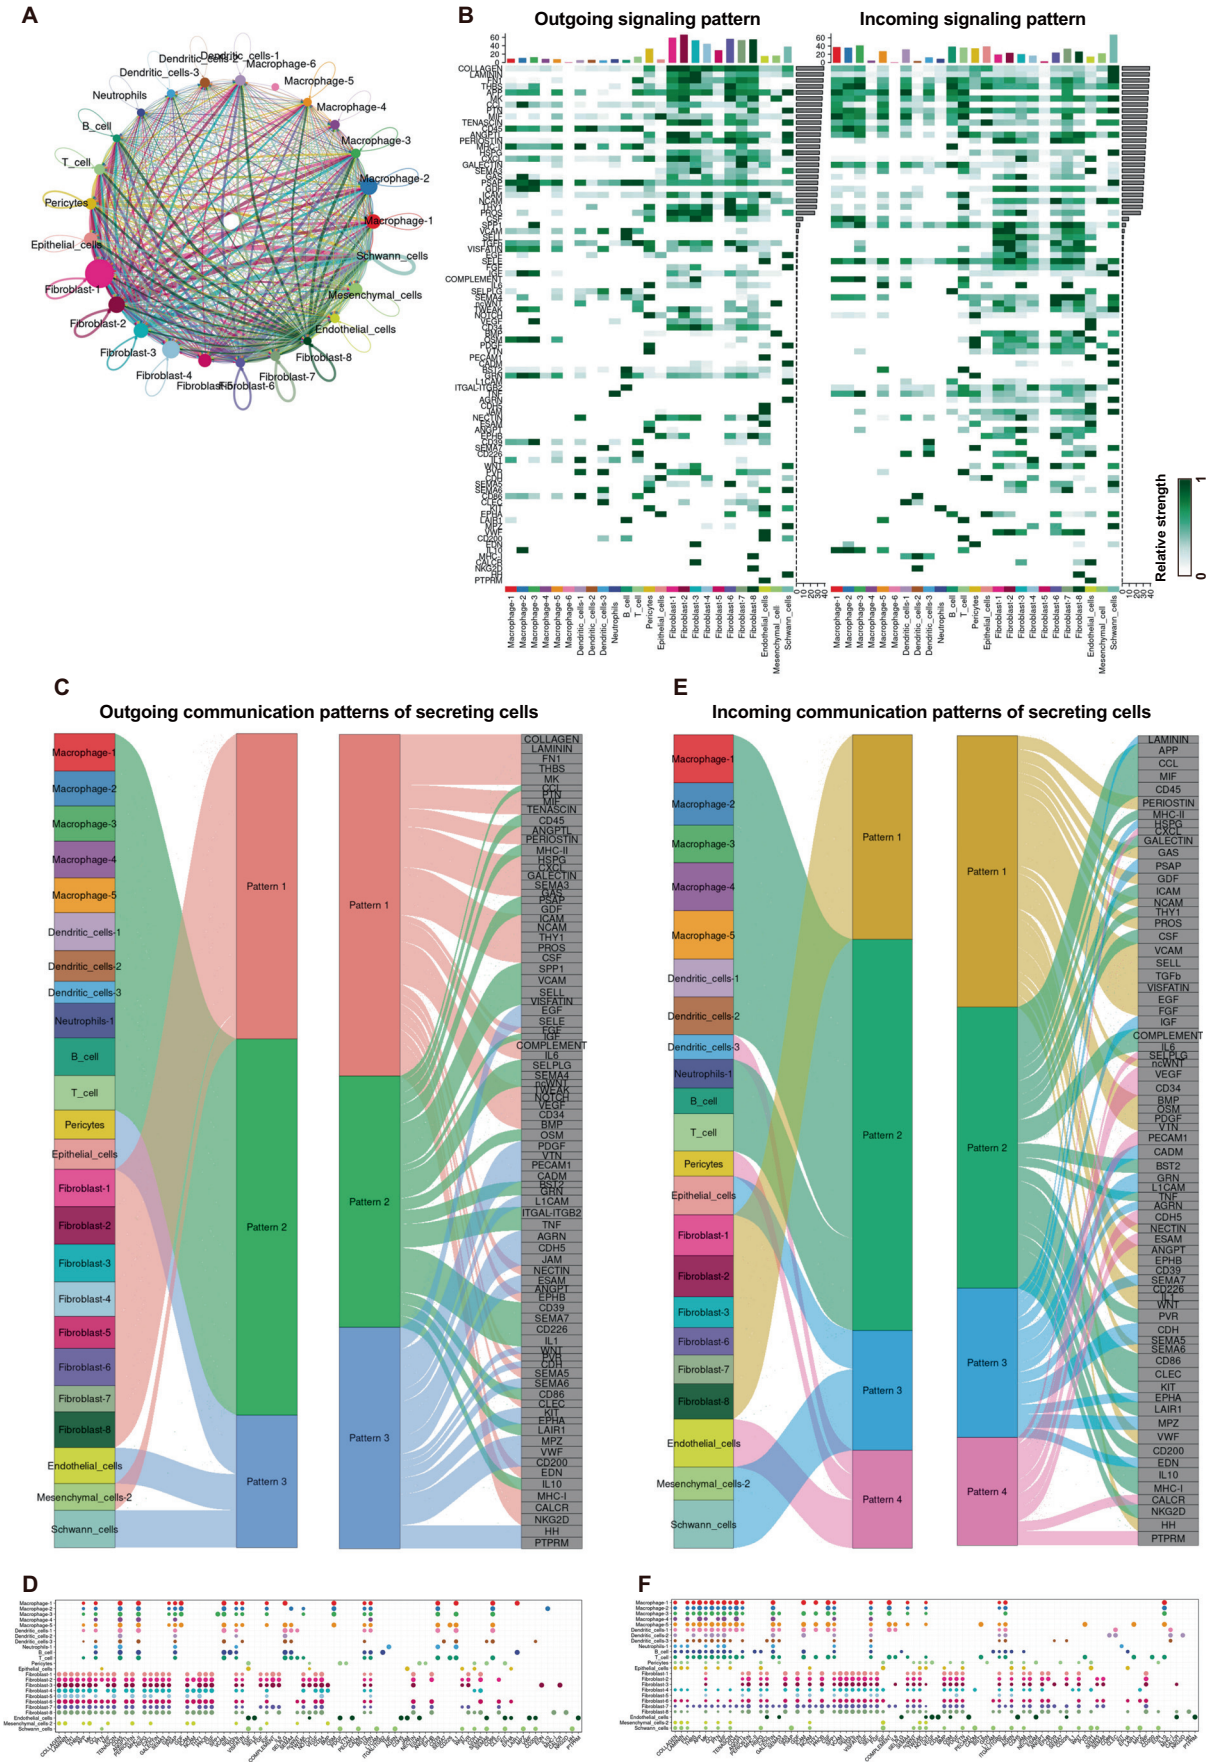

**Figure EV5. Inference with the cell-cell communication network on Day 14 post injury.**

(A) Circle plot of signaling pathways. (B) Heatmap analysis of the roles of the representative signaling pathways in the aggregated cell-cell communication network. (C) Alluvial plot of the outgoing signaling patterns of secreting cells, demonstrating the correspondence between the inferred latent pattern and cell groups, as well as the signaling pathways. The thickness of the flow indicates the contribution of the cell group or signaling pathway to each latent pattern. The height of each pattern is proportional to the number of its associated cell groups or signaling pathways. Outgoing patterns reveal how the sender cells coordinate with each other, as well as how they coordinate with certain signaling pathways to drive communications. (D) Bobble plot of the outgoing signaling patterns of secreting cells. (E) Incoming signaling patterns of target cells, showing how the target cells coordinate with each other and with certain signaling pathways to respond to incoming signals. (F) Bobble plot of the incoming signaling patterns of target cells.

How the deposited data were processed for this re-analysis (not part of the article)

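The data analysed here are bulk mRNA sequencing values of skin wounds of WT and PU.1−/− neonates, 1 library per genotype, harvested 24 h after injury. The authors made stranded mRNA libraries, sequenced them as single-end reads of 75 bases, called bases with CASAVA 1.8.2, mapped the reads to the mouse mm10 genome and deposited FPKM values from Cuffnorm 2.2.1. FPKM divides the fragments of a gene by its length and by the depth of the library. In short genes the effective length is close to 0, so that 1 read can be worth over 100 FPKM. The aligner, the annotation and any filter on the reads are not given in the sources used here. The scRNA-Seq and Visium data of the paper were not analysed here.

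The 24346 gene symbols were the same in both libraries. All calculations started from the deposited FPKM values. Values below 0.1 FPKM were raised to 0.1, the ratio of the libraries was taken, and genes with a ratio of at least 2 were counted. This rule was chosen to match the fold changes in the first 1998 rows of Dataset EV4, so its match to the paper's count is not independent of the paper. The FPKM values in those rows equal the deposited ones in all 1998. The fold changes in those rows equal the ratios made by this rule in all 1998, within a relative difference of 0.0001. The 1057 lower genes were compared with the list in Dataset EV5, and all 1057 were on it. Lists of the subclusters and of the Visium wound sites were read from Datasets EV5 and EV10.

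Read numbers were recovered in part. The normalized counts in the first rows of Dataset EV4 are whole multiples of 1.07 in the WT library and 0.933 in the PU.1−/− library, within 0.02 reads, for 99.0% of 1009 and 98.9% of 1007 values above 0. Dividing the counts by FPKM and by transcript length less 200 nt gave 1.47e+07 normalized fragments, from 942 genes. The longest transcript of each gene that GENCODE links to RefSeq was used, and a length of at least 300 nt was found for 22347 genes (91.8%). The middle 90% of the estimates lay between 0.841 and 2.10 times the read number of Dataset EV4, over 563 genes of at least 10 reads, so that an interval can be too narrow where a longer transcript than the authors' was used. Gene positions are those of RefSeq on GRCm38, the assembly of mm10, and 24229 of the symbols matched a RefSeq gene, some through an older symbol.

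No test across animals was possible with 1 library per genotype, and no p-values are given. Counting intervals are exact binomial intervals at 95% on the estimated reads. Lists of genes were described by the percentile of their median log2 ratio among 10000 random lists of the same size, drawn from the genes with at least 0.1 FPKM in 1 or both libraries and matched on mean expression in 20 bins. The number of lower genes in each list was compared with random lists in the same way, a comparison chosen after the data were examined. Cell types were described by marker lists, for neutrophils, macrophages, mast cells, T cells, B cells, fibroblasts, myofibroblasts, keratinocytes, skeletal muscle, endothelium, red blood cells, adipocytes, melanocytes, Y-linked genes, X inactivation and general genes. The genes named in the text were fixed by a rule. They are Spi1, the candidate genes of the results section and Spp1, the genes shared with the paper's lists, the first 10 genes of the candidate list, the 10 largest falls and the 10 largest rises among genes whose higher value was at least 10 FPKM, Col1a1, Acta2, Tagln, Tgfb1, Il1b, Il1a, the markers, and the microRNA and small nucleolar RNA genes of the candidate list. Genes named outside this rule (C4a, Mir703, Mir686, Mir6244, Mir8091, Myog, Chrna1, Chrnd, Hbb-b1, Hbb-b2, Kdm6a, Eif2s3x, Kdm5c, Ddx3x, and the higher genes shared with the subcluster lists) were chosen after their values were seen.

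The functions were tested on simulated libraries of 22347 genes drawn from the WT levels, for the comparison of PU.1−/− against WT. The changed genes were drawn only from genes with at least 100 expected WT reads. All 100 genes made 4-fold lower and all 100 made 4-fold higher were called. None of the 10803 unchanged genes of at least 100 reads was called, and 192 of 200 counting intervals held the true ratio. Calls among genes of fewer reads were not tested. These intervals used the simulated reads themselves, so the error of reads estimated from transcript length was not tested either. The calling rule, the marker lists, the rule for named genes, the random lists for medians and the alternatives of floor, pseudocount, filter, scaling, fold threshold, kinds of gene and reads were set before the data were examined. By then the names of the 1057 genes in Dataset EV5 and the values in the first 1998 rows of Dataset EV4 had been seen, so these choices were not blind to them. Analyses were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.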

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

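The Xist test and the test of the small RNA genes in this part were set before their values were seen (the latter was narrowed to fewer genes afterwards), and the tests of the escape genes, of skeletal muscle, of Hbb-bs, of Ndufs5 and of Mir703 were chosen afterwards.

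Genes of the sex chromosomes, which the paper does not discuss, differ between the libraries. Xist, the RNA of the inactive X chromosome, is listed at 0 in the WT library and at 9.48 FPKM in the PU.1−/− library. The Y-linked genes Ddx3y (21.0 FPKM), Eif2s3y (38.5 FPKM), Kdm5d (2.16 FPKM) and Uty (4.17 FPKM) are expressed in the WT library, and each is listed at 0 in the PU.1−/− library. The X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x, which escape X inactivation, were all higher in the PU.1−/− library, with log2 ratios from 0.32 to 0.64. These values are consistent with a WT library from male pups and a PU.1−/− library from female pups. The 4 Y-linked genes are among the 1057 candidate genes. How much of the other differences goes with sex cannot be measured with 1 library per genotype, and genotype and sex are confounded in it.

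A total of 565 genes were at least 2-fold higher in the PU.1−/− library, a direction that the paper's text does not discuss. Libraries redrawn around a common level for each gene gave on average 220 higher genes by counting error alone, among genes with a transcript length, of which 528 were observed. Among genes of at least 10 FPKM in the PU.1−/− library the redrawn mean was 0.06, against 58 observed. The latter include genes of skeletal muscle. The muscle marker list had a median log2 ratio of 0.67, above all 10000 random lists matched on expression, and kept a median of 0.67 to 0.75 under each of its 10 alternative settings. The 7 muscle markers with at least 100 FPKM in the WT library all rose, by 0.64 to 1.01 on the log2 scale, a spread of 0.36. A larger share of muscle alone would raise them by a common amount. The spread was beyond counting error, with WT over PU.1−/− ratios of 0.640 (interval 0.622 to 0.657) for Tnnc2 and 0.497 (0.489 to 0.504) for Myh8. No limit was set for the spread, so it cannot decide whether a larger share is the explanation. The limit of 100 FPKM leaves out Myh3, which rose by 1.04, and Mb and Myh4, which fell by 0.63 and 0.13 at low expression. The genes of immature muscle Myog, Chrna1 and Chrnd rose more, by 1.59, 1.29 and 1.62, so a change within the muscle may add to a change of share. The depth of the dissection and a response of muscle to the genotype cannot be separated here.

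Hbb-bs rose from 18.4 to 150.0 FPKM. The near-identical beta globin genes Hbb-b1 and Hbb-b2 hardly moved, at 744 and 763 FPKM and at 168 and 171 FPKM. The sum of the 3 genes was 1.17 times higher in the PU.1−/− library, but Hbb-b1 outweighs Hbb-bs in it, so the sum would stay near 1 whether or not Hbb-bs rose. Reads divided differently between the copies, by the counting or by a strain variant, and a rise of Hbb-bs itself cannot be told apart. Among the other red blood cell markers, Hba-a1 rose by 0.53, Alas2 by 0.73 and Slc4a1 by 1.48 on the log2 scale, while Hba-a2, near 0 at 0.0312 and 0.0313 FPKM, did not, so more blood in the sample stays open.

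Ndufs5 was listed at 0.00156 FPKM in the WT library and 15.8 FPKM in the PU.1−/− library. The WT value stands for 0.00696 reads, less than 1, which whole reads cannot give and a division of shared reads can. Assignment of its reads to another copy in the WT library is therefore a candidate explanation for this difference.

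Mir703, a microRNA gene of 109 nt, had the highest FPKM of all genes, 10311 in the WT library and 14722 in the PU.1−/− library. The WT value is at most 74.9 reads if the value of Mir6244, a gene of 117 nt, stands for 1 read. Together Mir703 and Mir686 make up 2.20% of the FPKM sum of the WT library and 2.68% of that of the PU.1−/− library. Such values may come from the short length in the FPKM formula, and no biological explanation was tested. Of the 1057 lower genes, 7 are microRNA or small nucleolar RNA genes. Among them, Mir719, Mir215, Snora65 and Mir8093 are listed at 0 in the PU.1−/− library and are no longer than Mir8091, and none stood for more than 5.52 WT reads by the value of 1 read of Mir6244 or, for the longer ones, Mir8091. The test had been set for all 7 genes, and it was narrowed to these 4 after the values were seen. Of the other 3, Snord22 stands for at most 15.8 WT reads by the same measure, Mir6340, with a ratio of 2.30, for at most 57.4, and Snord15b was not estimated, so few reads may explain the largest falls but were not shown for all 7.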

How the results depend on the processing

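The alternatives were planned, apart from scaling to the FPKM sum without small RNA genes and the requirement on the counting interval, which were chosen after seeing the data. No paired analysis was possible because each genotype has 1 library.

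The number of lower genes ranged from 306 to 1867 over 17 alternatives and was above the number of higher genes in each of them that gave both. With low FPKM raised to 0.01 there were 1778 lower and 1220 higher genes, with 0.5 there were 589 and 226, and with 1 there were 463 and 164. A pseudocount of 1 gave 461 and 89. Keeping genes with at least 1 FPKM in 1 or both libraries gave 589 and 226, and with at least 5 FPKM 306 and 98. A fold threshold of 1.5 gave 1867 and 1410, a threshold of 3 gave 681 and 150, and a threshold of 4 gave 533 and 73. By their construction, these settings change which genes can pass, and for the other settings the cause was not tested. The requirement that the counting interval lie above 1 left 769 lower and 291 higher genes, and at least 10 WT reads left 745 lower genes, all among the 1057. Rescaling to the same FPKM sum gave 1146 lower and 725 higher genes, of which 1027 and 565 were among those called with FPKM as deposited, and the share of lower genes went from 65.2% to 61.3%. The rescaled values are larger than FPKM, so the floor of 0.1 also acts on fewer genes there.

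The genes shared with the subcluster lists were 24 in the main setting, 59 at a fold threshold of 1.5, 15 at 3 and 12 at 4, and 21 to 24 under the settings of scaling, low values, filter and kinds of gene. The genes shared with the Visium wound sites were 35, 53 at a threshold of 1.5 and 20 at 4. At a threshold of 3, C4b alone of the 9 candidate genes was lower, and at 4 none was.

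All 9 candidate genes kept their direction under every setting of low values, filter and scaling that gave a value. Settings of low values and filters cannot reverse a ratio, so only the scalings could have done so. The lowest ratio of Ccl11 under any setting was 1.93. The side of the 2-fold threshold on which the 9 genes lay was less stable. Ccl11 and Lrrc17 were below 2 after rescaling to the same FPKM sum, with or without the small RNA genes, and Ccl11 was below 2 after upper quartile scaling. Lrrc17 was below 2 with a pseudocount of 0.1, and Itgbl1, Ccl11 and Lrrc17 with a pseudocount of 1. Itgbl1 was below 2 when low values were raised to 1, and had no value with at least 5 FPKM required. Its WT level of 1.88 FPKM makes it the gene of the 9 that low-value settings affect most.

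The median log2 ratio of the genes in all subcluster lists was −0.03, and 0.015 with each library rescaled to the same FPKM sum, which also took the general genes from −0.04 to 0.01. That rescaling moved the median of all genes with at least 1 FPKM in both libraries to 0.05, so the sign of the pooled median depends on the scaling. The rescaling raises the log2 ratio of every gene above the floor by the same amount. The medians of F1 and F4, already positive, could therefore only stay positive, at 0.12 and 0.17. Those of Day 3 and Day 7 stayed negative, at −0.12 and −0.04, while those of F2 and F6 changed sign, to 0.03 and 0.01. With a common shift, these signs do not show how a list stands against other genes. The medians of the macrophage, mast cell and neutrophil lists were negative under each of 10 alternatives, from −10.19 to −5.55, from −8.55 to −2.70 and from −3.35 to −1.64. T cell markers went from −4.54 with low values raised to 0.01 to 0 with low values raised to 1, and had no value with at least 5 FPKM required. B cell markers, with a median of −0.20 over 3 genes, are too low to read at this depth.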

Other observations

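The test of the fibroblast markers was set before its value was seen, and the other tests in this part were chosen afterwards.

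More genes were lower than higher in the PU.1−/− library. The lower genes were 1.87 times the higher genes in the values as deposited, and 1.53 to 1.88 times over the 4 alternative scalings. At a threshold of 4 they were 7.30 times the higher genes, and at least 4.50 times under each of these scalings. None of the scalings run therefore explains the whole excess, and how much of it at the threshold of 2 goes with the scaling stays open. Counting error does not explain the excess for abundant genes, since 100 redrawn pairs of libraries gave a mean of 0.09 lower genes of at least 10 FPKM, against 198 observed with a transcript length. Below 1 FPKM in the WT library the redrawn mean was 204 genes against 445 observed, so up to about that many of the low genes on the candidate list may owe their place to counting error alone. The redrawn libraries hold no variation between animals, which 1 library per genotype cannot show.

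The 24 candidate genes in the lists of all subclusters exceed the random mean of 17.2, but 4.41% of 10000 draws reached 24, so genes of that expression could give this number. Taken singly, the F7 list holds 15 candidate genes against a random mean of 2.27, which no draw reached, and the F3 list 9 against 2.47, which 7 draws reached. The F8 list goes the other way, with 2 candidate genes against 9.45, a number that 0.14% of draws did not exceed. F1 (5 against 4.60), F2 (4 against 7.41), F4 (1 against 2.72) and F6 (2 against 4.64) lie within the middle 95% of the draws. The 35 genes of the wound site lists were reached by no draw either, with a random mean of 6.79. Several of the 35, such as Lyz2 and S100a8, are the markers used here for macrophages or neutrophils. None of these comparisons speaks to any single gene, such as Itgbl1, which is in the F1, F4 and Day 7 lists. Many of the genes in F7 are markers of macrophages or genes of antigen presentation, such as C1qb, Lyz2 and H2-Eb1. Whether fibroblasts of F7 express them or carry RNA of macrophages was not analysed here.

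A lower share of all fibroblasts in the PU.1−/− sample does not explain why some genes of the subcluster lists are on the candidate list, since the fibroblast markers had a median log2 ratio of 0.13 and none fell by more than 0.49. Dilution by another tissue is argued against by the keratinocyte markers, with a median of 0.18, while the 9 candidate genes had a median of −1.18. The loss of macrophages as the sole source of these 9 genes was tested too. The gene with the smallest remainder, C4b, kept 28.6% of its WT level, while the macrophage markers kept at most 9.39%, for Cd68. Sharing of C4b reads with C4a was not tested, and C3 kept 33.5%. From these values alone, a part of the RNA of these 9 genes from macrophages, or a signal from leukocytes to fibroblasts, stays open. In wounds of adult mice, the paper reports Clec3b, Itgbl1, Ccl11, Lrrc17 and Pi16 as specific to fibroblasts. The paper also saw no Itgbl1 in macrophages of those wounds. Neutrophils are harder to exclude, since S100a8 kept 32.3% of its WT level and S100a9 28.5%, although Ngp, Ltf and Retnlg were listed at 0.

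Genes that the paper follows in later experiments moved apart in these wounds. Il1b fell from 63.9 to 0.169 FPKM, a ratio of 379 with a counting interval of 133 to 1888 from an estimated 3 reads in the PU.1−/− library. Tgfb1 fell from 35.4 to 27.1 FPKM, a ratio of 1.31. Il1a, which the paper's text does not name, fell from 16.3 to 11.1 FPKM, a ratio of 1.46. Col1a1 was at 350 and 385 FPKM, Acta2 at 68.1 and 61.9 FPKM, and Tagln at 48.5 and 49.2 FPKM in the WT and PU.1−/− libraries.

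The remaining marker lists were as follows. Adipocyte markers had a median log2 ratio of −0.76 (6 genes), below all 10000 random lists, with Cfd falling from 504 to 162 FPKM, Plin1 from 47.2 to 21.1 FPKM and Fabp4 from 3408 to 3037 FPKM, and the cause was not tested. Endothelial markers had a median of 0.29 (6 genes), myofibroblast markers of 0.02 (5 genes), melanocyte markers of 0.15 (5 genes), red blood cell markers of 1.48 (5 genes, with 0.53 to 1.52 over 10 alternatives) and general genes of −0.04 (8 genes, 0.01 after rescaling to the same FPKM sum). The Y-linked genes had a median of −6.55 (4 genes, with −9.87 to −3.23 over 10 alternatives). The X inactivation list rests on Xist, since Tsix is listed at 0 in both libraries.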
